# Regulation of selective class switching provides long-term therapeutic benefits for hay fever

**DOI:** 10.1172/jci.insight.190240

**Published:** 2025-10-21

**Authors:** Naoki Morita, Kohta Yamamoto, Ryutaro Tamano, Peng Gao, Takahiro Nagatake, Takenori Inomata, Tianxiang Huang, Yasuhiro Yamada, Takahiro Adachi, Manabu Sugai, Keiichi I. Nakayama, Hirotatsu Kojima, Reiko Shinkura

**Keywords:** Immunology, Inflammation, Adaptive immunity, Allergy, Immunoglobulins

## Abstract

IgA protects the body from invaders in the mucosal sites, but its role in allergic diseases, such as hay fever, is poorly understood. We demonstrate an increased susceptibility to cedar-pollen-induced hay fever associated with increasing pollen penetration into the body in IgA-deficient mice, indicating that IgA prevents pollen invasion in the mucosa. We identified bryostatin 1, an anticarcinogenic protein kinase Cδ (PKCδ) activator, as an IgA/IgE class-switching regulator in B cells. Bryostatin 1 enhanced IgA production through induction of germline transcript α (GLTα) via the PKCδ/MEK/ERK/RUNX1 pathway and suppressed IgE by reducing GLTε through the PKCδ/STAT5/ID2 pathway. Production of Th2 cytokines and eosinophil infiltration in the lungs was also reduced. Furthermore, hay fever alleviation by bryostatin 1 demonstrated diminished symptoms in mice in vivo 3 months subsequent to intranasal administration.

## Abstract 2

Activation of PKCδ ameliorates hay fever through prevention of pollen penetration by enhancement of IgA production by regulation of class-switching in B cells.

## Introduction

IgA is the most dominant antibody isotype in mammals and is mainly secreted in mucosal sites to protect against penetration of invaders from the outside (1, 2). IgA antibodies are produced by IgA-producing cells that differentiate from IgM^+^ B cells via IgA^+^ B cells through class switching (3, 4). Sterile germline transcript α (GLTα) and activation-induced cytidine deaminase (AID) facilitate recombination between IgM and IgA switch region sequences and subsequently generate the IgA heavy chain without changing the variable region of the antibody (3, 5, 6). Expression of specific spliced GLT determines the direction of class switching from IgM to the corresponding isotype. Selective IgA deficiency is a primary congenital immunodeficiency. Half of those patients have a variety of diseases, including allergic disorders (7–9). However, it remains unclear how IgA regulates allergic diseases.

Although the number of patients with allergic diseases, including pollen hay fever, has increased, the development of effective therapeutic medicines to treat it is still lacking (10). Hay fever is an overreactive immune response to allergens that is associated with symptoms in the mucosa such as rhinitis, conjunctivitis, and lung inflammation. These allergies are mainly caused by helper type II T cell–related (Th2-related) cytokines and IgE antibodies (11–14). Allergen-specific IgE induces degranulation to secrete chemical mediators from eosinophils, mast cells, and basophils by cross-linking of the Fcε receptor with the allergen-bound IgE antibodies (11, 12). At present, only symptomatic or desensitization therapies are available for treatment of hay fever (11, 15–17). Therefore, there is a demand for the development of novel curative treatments.

Here, we propose what we believe is a novel therapeutic strategy for hay fever that shifts antibody production from IgE to IgA by regulating class switching via PKCδ activation. This strategy reduces allergen-specific IgE, while enhancing production of allergen-specific IgA at the mucosa to protect against allergen penetration. Our work uncovered the molecular mechanism for the selective regulation of IgA and IgE class switching.

## Results

### IgA deficiency causes a high susceptibility to cedar-pollen-induced hay fever.

To reveal the importance of IgA in hay fever, we analyzed the susceptibility of cedar-pollen-induced hay fever in IgA-deficient mice (Figure 1A). According to an assessment of rhinitis, pollen-inoculated IgA-deficient mice showed significantly increased levels of symptoms compared with pollen-inoculated wild-type (WT) animals (Figure 1B). The increased symptoms were associated with an increase in total and cedar-pollen-specific IgE production, but not IgG1, in the bronchoalveolar lavage fluid (BALF) and serum in IgA-deficient mice (Figure 1, C–F). (We could not detect IgE in the nasal wash [NW] because of the low titer of IgE in mice.) Next, we analyzed the production of Th2-related cytokines in cells derived from the mediastinal lymph nodes (medLNs) and nasal-associated lymphoid tissue (NALT). The absence of IgA was accompanied by significantly elevated levels of IL-4, IL-5, and IL-13 production (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.190240DS1). Infiltration of inflammatory immune cells such as lymphocytes, eosinophils, and neutrophils in the BALF and nasal passage (NP) was increased in IgA-deficient mice (Supplemental Figure 1, C and D). Because both the total IgA and cedar-pollen-specific IgA were increased in cedar pollen-inoculated WT mice compared with uninoculated mice (Figure 1, G and H), we hypothesized that secreted IgA blocks pollen invasion at the mucosal surface. To analyze whether IgA prevents the penetration of cedar pollen, we administered mice with fluorescein isothiocyanate–labeled (FITC-labeled) pollen via the intranasal route and evaluated the concentration of pollen in the serum. IgA-deficient mice showed higher levels of FITC-labeled cedar pollen in the serum (Figure 1I), indicating that mucosal IgA protects against cedar pollen penetration into the body.

### PKC activator induces IgA class switching while reducing IgE class switching in B cells.

Since IgA has a regulatory role in hay fever, we tried to identify the compound(s) that selectively induce IgA class switching in B cells based on the IgA production from spleen cells by ELISA. Of the chemical compound library consisting of 3,337 compounds, IgA production in the culture supernatant of splenocytes occurred for 22 compounds (threshold for IgA induction was set at OD_405_ ≥ 0.5) (Supplemental Figure 2A). In the next step, we measured IgA, IgE, and IgG production to identify IgA-specific inducible compound(s). Among them, 3 compounds selectively induced IgA but not IgE and IgG1 production: sapintoxin D, phorbol 12-myristate 13-acetate (PMA), and resiniferous 9,13,14-orthophenyl acetate (ROPA) (Supplemental Figure 2B). All 3 chemical compounds are protein kinase C (PKC) activators. We observed that the 3 compounds (all commercially available compounds) selectively induced IgA production but not IgE and IgG1 (Supplemental Figure 2C). Because PKC activators are known to be carcinogens (18, 19), we sought a noncarcinogenic PKC activator. Bryostatin 1 is reported as a noncarcinogenic PKC activator (20, 21), and clinical trials of bryostatin 1 for diseases including solid tumor, Alzheimer, and AIDS are already in progress (22–24). For these reasons, we focused on bryostatin 1 as a potential clinically acceptable PKC activator. Then, we confirmed that bryostatin 1 selectively induced IgA production while suppressing IgE production in B cells (Figure 2A).

Next, we analyzed whether bryostatin 1 affects IgA class switching. Compared with LPS and cytokine stimulation, including TGF-β, IL-4, IL-5, and B cell–activating factor (BAFF), the addition of bryostatin 1 to mouse naive B cells significantly induced IgA^+^ B cells (Figure 2, B and C), indicating that bryostatin 1 directly acts on B cells and enhances IgA class switching. To reveal the mechanism by which bryostatin 1 induces IgA^+^ B cells, we analyzed the expression of GLTα and AID in B cells. Although expression of AID was not affected in both mouse and human B cells by bryostatin 1 (Supplemental Figure 3, A–D), GLTα expression was significantly increased by the addition of bryostatin 1 in the TGF-β–stimulated condition in the mouse and human B cells (Figure 2, D and E). Class-switch recombination (CSR) causes the expression of circle transcript α (CTα) from excised circular DNA and post-switched transcript α (PSTα) from a recomposed genomic region in a heavy chain locus of immunoglobulin (3, 5). Bryostatin 1 also significantly enhanced the expression of these transcripts (Supplemental Figure 3E).

We next analyzed whether bryostatin 1 affects the class switching of other isotypes. Stimulation with IL-4 led to the expression of GLTε, PSTε, and CTε, but the addition of bryostatin 1 significantly suppressed the expression of these transcripts in mouse and human B cells (Figure 2, F and G, and Supplemental Figure 3F).

The efficiency of IgG1 class switching was not affected by bryostatin 1 (Supplemental Figure 3, G–I). In addition, GLTγ2b and GLTγ3 expression was not affected by bryostatin 1 (Supplemental Figure 3J). These results highlight that bryostatin 1 enhanced IgA class switching selectively, whereas it impaired IgE class switching dramatically in mouse and human B cells by regulating expression of GLTα and GLTε, respectively, but not affecting the other GLTs. Because previous research reported that bryostatin 1 activates Toll-like receptor 4 (TLR4), we analyzed whether TLR4 signaling is involved in bryostatin 1–mediated regulation of GLT expression (25). Bryostatin 1 induced an increase in GLTα and a reduction in GLTε in TLR4-deficient B cells (Supplemental Figure 4, A and B), indicating that TLR4 is not related to the regulation of GLTs in B cells.

We also analyzed whether bryostatin 1 affects the survival and proliferation of B cells. Bryostatin 1–treated B cells showed the same tendency of cell survival and proliferation (Supplemental Figure 5, A–C), indicating that bryostatin 1 did not affect B cell survival and proliferation.

### Bryostatin 1 acts on the PKCδ isozyme to regulate IgA and IgE class switching in B cells.

We next determined which PKC isozyme is activated by bryostatin 1 in B cells. We pretreated B cells with 12 PKC inhibitors, which have different inhibitory spectra for PKC isozyme(s), and analyzed the expression of GLTα and GLTε in the bryostatin 1–treated condition. PKCδ inhibitors abolished bryostatin 1–mediated regulation of GLTα and GLTε expression (Supplemental Figure 6, A and B). In correlation with inhibitor analysis, among PKC isozymes, PKCδ was highly expressed in human and mouse B cells (Supplemental Figure 6, C and D). In addition, IgA^+^ B cells were not induced in PKCδ-deficient B cells (Figure 2, H and I), and the level of GLT expression in PKCδ-deficient B cells was not changed by bryostatin 1 (Figure 2J). Correspondingly, the PSTα and CTα expression and IgA production in PKCδ-deficient B cells were not affected by bryostatin 1 (Supplemental Figure 7, A and B).

We next analyzed whether bryostatin 1 suppresses IgE class switching in PKCδ-deficient B cells. As expected, bryostatin 1 attenuated the GLTε, PSTε, and CTε expression and production of IgE induced by IL-4 in WT B cells but not in PKCδ-deficient cells (Figure 2K and Supplemental Figure 7, C and D). Taken together, these results show that bryostatin 1 acts on PKCδ to enhance IgA class switching and attenuate IgE class switching in B cells.

### Bryostatin 1/PKCδ/ERK axis activates RUNX1 through phosphorylation and enhances GLTα expression.

Because it has been reported that PKCδ activates the MAPK/ERK pathway, we examined whether its signaling is related to the bryostatin 1–induced GLTα expression (25–27). Inhibition of MEK signaling by U0126 was shown to suppress bryostatin 1–mediated GLT expression in a dose-dependent manner (Supplemental Figure 8A). Since the MEK/ERK pathway is known to activate diverse downstream transcription factors (28, 29), we treated B cells with inhibitors of them and evaluated the GLTα expression in B cells. Among 13 inhibitors, Ro5-3335, a selective inhibitor of RUNX1, interfered with bryostatin 1–induced upregulation of GLTα in mouse and human B cells (Supplemental Figure 8B and Figure 3, A and B). We confirmed that RUNX1 was highly expressed in mouse and human B cells (Supplemental Figure 8, C and D). Induction of IgA^+^ B cells, PSTα and CTα expression, and production of IgA were significantly reduced by treatment with Ro5-3335 (Figure 3, C and D, and Supplemental Figure 8, E and F). Because it has been reported that the MEK/ERK pathway regulates the phosphorylation of the RUNX family of proteins, we next analyzed whether bryostatin 1 phosphorylates ERK and RUNX1 in B cells (30–32). Bryostatin 1 induced phosphorylation of ERK and RUNX1 in WT B cells but not in PKCδ-deficient cells (Figure 3E and Supplemental Figure 9, A and B). These findings suggest that bryostatin 1 activates the PKCδ/MEK/ERK/RUNX 1 pathway, resulting in the enhancement of IgA class switching in B cells through induction of GLTα expression.

### ID2 plays a pivotal role in the bryostatin 1–mediated downregulation of IgE class switching.

We performed mRNA-sequencing analysis to elucidate the inhibitory mechanism of IgE class switching by bryostatin 1. 

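Naive B cells isolated from mouse spleen were cultured with 500 ng/mL anti-CD40 antibody, which replaces T cell help, and 5 ng/mL IL-4, the cytokine that directs switching to IgE and IgG1. Bryostatin 1, an activator of PKC, was added at 0.8 nM to 3 samples and left out of the other 3, and RNA was taken after 48 hours. The authors removed adaptors and low-quality bases, mapped the reads with Hisat2 and counted them with featureCounts. The genome build, annotation, tool versions and strand setting of the counting are not given in the sources used here. The deposited table holds unscaled counts for 139023 transcript rows with 46316 gene symbols. The rows of one gene hold nearly the same counts, and how reads shared by transcripts were counted is not given in the sources used here. Across 7919 genes with several well-counted rows, the lowest row had a median of 0.97 of the mean count of the highest. Each gene was therefore represented by its row with the highest mean count, a choice made after the table had been seen. On this basis the IL-4 samples held 20564303, 21418865 and 22219376 counts, and the IL-4 + bryostatin 1 samples held 24896411, 19959958 and 21540294 counts. Libraries were scaled by DEGES, the method named by the paper, and 13864 genes with enough counts were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Levels are given as CPM, counts scaled to a common library size, as mean ± SD, n = 3 in each group. Neither the labels nor the paper's text says whether the 3 samples of a group came from separate mice or cultures, so the p-values measure the spread between these samples, which may be technical. That spread was small, with a common biological coefficient of variation of 3.9%. Genes with close copies, such as the H2, Hbb, Bcl2a1 and immunoglobulin genes, may share reads, and their values are uncertain to that extent.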

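In B cells cultured with IL-4, the RNA of the IL-2 receptor α chain (Il2ra) and of the intermediate filament gene Nes was higher with bryostatin 1, and the RNA of MHC class II genes and of the chemokine receptors Cxcr5 and Ccr6 was lower. Il2ra was at 4.54 ± 1.04 CPM (SD, n = 3) with IL-4 and 181 ± 11.6 CPM (SD, n = 3) with IL-4 + bryostatin 1, a log2 fold change of 5.32 (standard error 0.08, adjusted p = 2.1e-18 from edgeR). Nes rose from 2.05 ± 0.259 to 220 ± 24.5 CPM (SD, n = 3), a log2 fold change of 6.75 (standard error 0.11, adjusted p = 2.1e-18 from edgeR). In the other direction, Cxcr5, the receptor for the follicular chemokine CXCL13, fell from 232 ± 4.01 to 30.6 ± 0.699 CPM (SD, n = 3), and Ccr6, another chemokine receptor, from 61.3 ± 2.14 to 2.67 ± 0.357 CPM (SD, n = 3). Their log2 fold changes were -2.92 and -4.52.
In all, 4174 genes were higher and 3881 lower with bryostatin 1 at an adjusted p under 0.05 from edgeR, which is 58.1% of the genes tested. The 3 samples of one group lay entirely above those of the other for 63.5% of the genes, where 10% would do so by chance.
Of 22 measured genes of antigen presentation, 21 were lower and 1 was higher, with the same counts when adjusted over the list alone. Among them, H2-Ab1 had a log2 fold change of -1.38, Cd74, the invariant chain, of -1.19, and Ifi30, a thiol reductase of antigen processing, of -2.41. Of 14 IL-4 and STAT6 response genes, 10 were lower and 3 higher (the same when adjusted over the list alone). Some of the lower members, such as H2-Ab1 and Ighe, are also counted in other lists, so these lists are not independent. Il4ra, the IL-4 receptor α chain, fell from 614 ± 41.3 to 193 ± 3.68 CPM (SD, n = 3), while Ccl22, a chemokine, had a log2 fold change of 1.63. Of 21 adhesion and trafficking receptors, 12 were lower and 4 higher, again the same when adjusted over the list alone. S1pr1, which lets lymphocytes leave tissue, had a log2 fold change of -2.63. Of 23 genes of B cell identity, 17 were lower and 5 higher (the same when adjusted over the list alone), with log2 fold changes of -1.25 for Syk, -0.90 for Blk and -0.84 for Pax5.
Other groups had more members higher than lower. Of 17 STAT5 targets and feedback genes, 10 were higher and 4 lower (the same when adjusted over the list alone). Stat5a had a log2 fold change of 1.20 and the survival gene Bcl2l1 of 1.51. Among the feedback genes, Cish, Socs1 and Socs3 were lower, at -0.71, -0.64 and -0.63, and the median of the whole list was 0.15. Of 27 ERK pathway feedback and immediate early genes, 15 were higher and 8 lower (16 and 8 when adjusted over the list alone). The ERK feedback genes Spry4 and Dusp4 had log2 fold changes of 2.59 and 2.42, and the immediate early genes Egr1 and Fos of -1.17 and -1.07. Egr1 and Fos varied widely with IL-4, at 86.4 ± 47.6 and 26.0 ± 9.38 CPM (SD, n = 3). Other immediate early genes went both ways, with Egr2 at 0.99 and Fosl2 at 2.01, and Fosb at -1.54 and Jun at -0.81. Of 18 genes of the unfolded protein response, 9 were higher and 4 lower (the same when adjusted over the list alone). Atf3 had a log2 fold change of 4.04 and Trib3 of 2.08, but Xbp1 and Pdia4 were lower, at -0.76 and -0.73. Hspa5, which encodes an ER chaperone, was not called (log2 fold change -0.02). Of 20 genes of glycolysis and glucose uptake, 14 were higher and 2 lower (15 and 2 when adjusted over the list alone). Of 11 markers of NK and innate lymphoid cells, 5 were tested, some kept by the filter only through their counts with bryostatin 1. Of these 5, 4 were higher and 1 lower (the same when adjusted over the list alone), with Il18rap at 5.62 and Prf1 at -0.82 on the log2 scale.
Set against all other genes with limma's camera at a preset inter-gene correlation of 0.01, the adjusted p was 7.6e-42 for antigen presentation, 1.0e-07 for the IL-4 and STAT6 response, 9.9e-07 for adhesion and trafficking and 9.9e-07 for B cell identity, all lower. It was 1.3e-06 for STAT5 targets, 0.0081 for the ERK group, 0.00015 for the unfolded protein response, 0.00062 for glycolysis and 0.025 for the NK markers, all higher. None of these calls held with an estimated correlation, where the adjusted p was 0.0805 for antigen presentation, the IL-4 and STAT6 response, adhesion and STAT5 targets, 0.161 for B cell identity, 0.163 for the NK markers, 0.245 for the unfolded protein response, 0.369 for the ERK group and 0.43 for glycolysis. The call of the ERK group was also lost in genes with at least 10 counts in each library (adjusted p = 0.0541 from limma's camera), and that of the NK markers in DESeq2 (adjusted p = 0.0862) and with counts summed over the rows of a gene (adjusted p = 0.188).

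**Figure D1:**
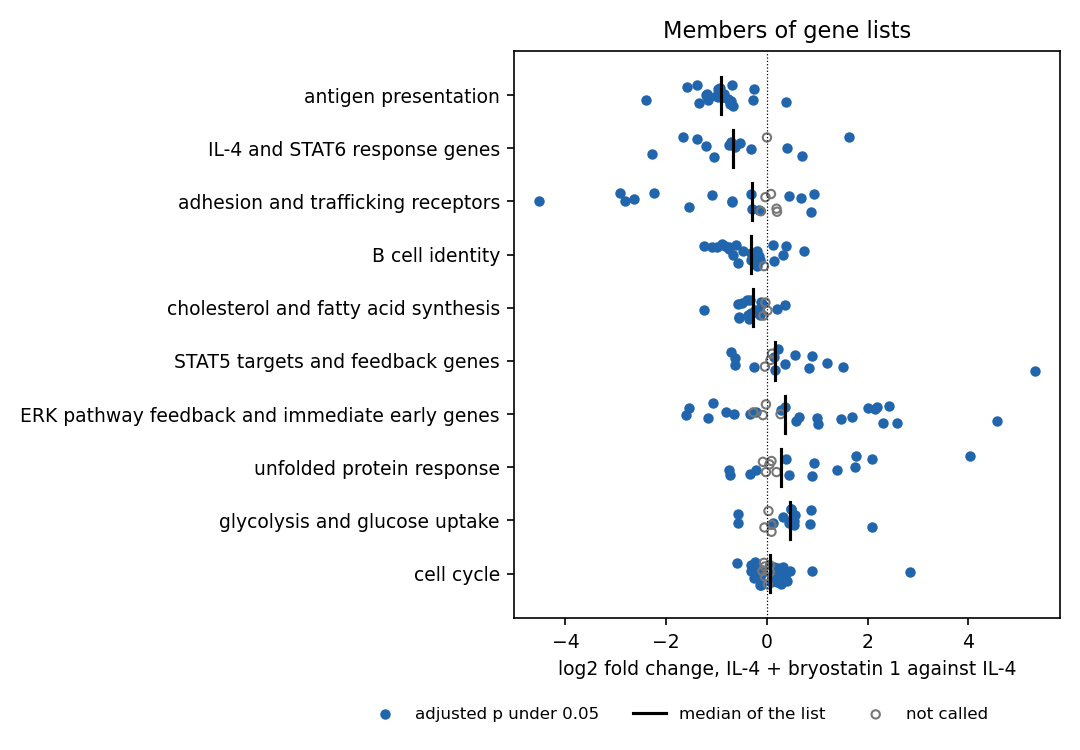
log2 fold changes of IL-4 + bryostatin 1 against IL-4 for the measured members of 10 gene lists, 1 dot per gene, filled where the adjusted p from edgeR was under 0.05; black bars mark the median of a list. For antigen presentation the median was -0.91, for B cell identity -0.32, for glycolysis and glucose uptake 0.46 and for the cell cycle 0.06.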

Stimulation of B cells with bryostatin 1 and IL-4 or TGF-β induced a dramatic change in gene expression (Figure 3F and Supplemental Figure 10A). Among them, the expression level of inhibitor of DNA binding 2 (ID2) was significantly increased by bryostatin 1 (Figure 3F). 

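Id2, counted on the RefSeq transcript NM_010496.3, was at 1.61, 2.13 and 1.33 CPM in the IL-4 samples and at 10.3, 11.6 and 13.4 CPM in the IL-4 + bryostatin 1 samples. The means were 1.69 ± 0.408 (SD, n = 3) and 11.8 ± 1.55 CPM (SD, n = 3), a log2 fold change of 2.80 (standard error 0.16, adjusted p = 3.5e-11 from edgeR's quasi-likelihood test) or 6.97-fold. Every bryostatin 1 sample was above every IL-4 sample (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). ID proteins bind E proteins, transcription factors of the helix-loop-helix family, and keep them from DNA. Of the other genes of this group, Id3 fell from 50.6 ± 3.04 to 19.7 ± 0.62 CPM (SD, n = 3), a log2 fold change of -1.37 (standard error 0.06, adjusted p = 1.2e-12 from edgeR). Id1 and Id4 had too few counts to be tested, with at most 6 and 0 counts in any sample. Among the E protein genes, Tcf3, which encodes E2A, had a log2 fold change of 0.32, Tcf4 of -0.49 and Tcf12 of -0.10. Each of these 5 measured genes passed the threshold, 2 of them higher and 3 lower, with the same counts when adjusted over the list alone. The call of Tcf12 was lost when libraries were scaled to total counts (adjusted p = 0.119 from edgeR), without the filter on low counts (0.0836), in DESeq2 (0.0581), and without IL-4 replicate 2 (0.0785) or 3 (0.118) or IL-4 + bryostatin 1 replicate 2 (0.158) or 3 (0.0773). As a set they were not called by limma's camera (adjusted p = 0.583). The paper reasons that ID2 was the gene to follow from earlier reports of it as a suppressor of GLTε.

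**Figure D2:**
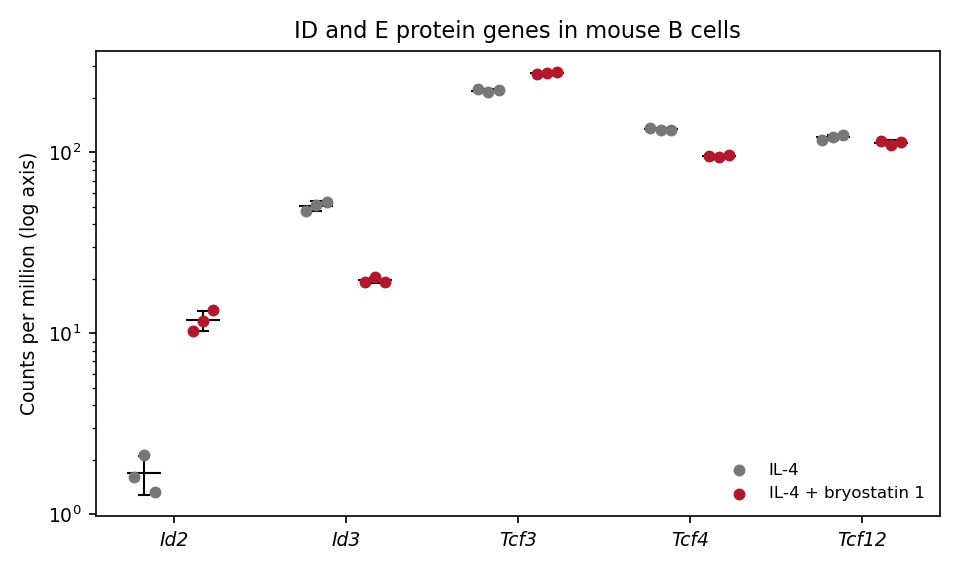
CPM (log axis) of 5 ID and E protein genes in each sample, IL-4 in gray and IL-4 + bryostatin 1 in red; bars mark the mean and SD of 3 samples. Id2 lies between 1.33 and 2.13 CPM with IL-4 and between 10.3 and 13.4 CPM with bryostatin 1, below Id3 in either condition.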

We focused on ID2 because it is already reported as a suppressor of GLTε expression (33, 34). We revealed that ID2 expression is induced by IL-4 and bryostatin 1 stimulation in WT mouse and human B cells but not in PKCδ-deficient cells (Figure 3, G and H). Bryostatin 1–mediated ID2 induction was also observed at the protein level (Supplemental Figure 11, A and B). As expected, bryostatin 1–mediated suppression of GLTε expression did not appear in ID2-deficient B cells (Figure 3I and Supplemental Figure 12, A and B). These findings support the idea that bryostatin 1–induced ID2 expression through PKC signaling attenuated IgE class switching by reduction of GLTε expression.

We next analyzed the transcription factor involved in the expression of ID2. It has been reported that ID2 expression is regulated by STAT5 (35, 36), and the activation of the STAT family is controlled by phosphorylation through PKC (37, 38). Therefore, we analyzed whether bryostatin 1 regulates ID2 expression through STAT5 signaling. Induction of ID2 expression was attenuated by treating mouse and human B cells with a STAT5 inhibitor (Figure 4, A and B). STAT5 inhibition interfered with bryostatin 1–mediated suppression of GLTε, CTε, and PSTε expression in mouse and human B cells (Figure 4, C–E). Thus, bryostatin 1 induces ID2 expression via the PKCδ/STAT5 pathway to suppress the expression of GLTε.

### Bryostatin 1 attenuated allergic responses in mouse models of cedar-pollen-mediated hay fever.

To clarify whether bryostatin 1 can ameliorate allergic responses, cedar-pollen-induced hay fever model mice were administered bryostatin 1 via the intranasal route (Figure 5A). Subsequent cedar pollen administration via the intranasal route in inoculated mice induced hay fever symptoms, including rhinitis, conjunctivitis, and lung inflammation, but these symptoms were significantly reduced compared with untreated animals (Figure 5, B–D). Bryostatin 1 administration enhanced the production of total and pollen-specific IgA in the BALF and NW (Figure 5E and Supplemental Figure 13A). In contrast, IgE production was reduced in the BALF and serum by bryostatin 1 (Figure 5F and Supplemental Figure 13B). According to in vitro experiments, IgG1 production was virtually unaffected by treatment with bryostatin 1 (Supplemental Figure 13C).

Next, we analyzed whether bryostatin 1–induced IgA could prevent pollen invasion. In correlation with the results from IgA-deficient mice (Figure 1I), bryostatin 1–treated mice showed significantly lower levels of FITC-labeled cedar pollen in the serum (Figure 5G), suggesting that enhanced IgA production in the mucosa by bryostatin 1 prevents pollen penetration. In addition, the production of Th2-related cytokines from medLN and NALT cells and immune cell infiltration in the BALF and NP were reduced in bryostatin 1–treated mice (Supplemental Figure 13, D–G). Moreover, treatment with bryostatin 1 significantly enhanced the induction of IgA^+^ B cells in the medLNs and NALT (Supplemental Figure 13, H and I, and Supplemental Figure 14A). In contrast, the germinal center reaction was nearly identical between bryostatin 1–treated and untreated mice (Supplemental Figure 14B). Thus, the enhancement of IgA class switching by bryostatin 1 in vivo alleviates hay fever in mouse models.

### Bryostatin 1 regulates antibody production and attenuates the pathogenesis of hay fever in a PKCδ/RUNX1- and STAT5-signaling-dependent manner.

To analyze the dependency on PKCδ, we next administered mice with the PKCδ-specific inhibitor rottlerin before administration of bryostatin 1 via the intranasal route (Figure 6A) (27, 39, 40). We found that treatment with bryostatin 1 alongside rottlerin failed to alleviate hay fever–associated symptoms (Figure 6B). Furthermore, bryostatin 1–mediated enhancement of total and cedar-pollen-specific IgA and suppression of total and cedar-pollen-specific IgE production in the BALF, NW, and serum were diminished by the administration of rottlerin (Figure 6, C–F). The effect of bryostatin 1 on the production of Th2-related cytokines from medLN and NALT cells was also absent in mice treated with rottlerin (Supplemental Figure 15, A and B). Treatment with rottlerin inhibited the bryostatin 1–mediated reduction in immune cell infiltration in the BALF and NP (Supplemental Figure 15, C and D). These results demonstrate that the bryostatin 1/PKCδ axis ameliorated hay fever by regulating IgA and IgE class switching.

To address the question whether bryostatin 1 regulates the IgA and IgE production through RUNX1, STAT5, and ID2 in disease conditions, we administered the hay fever model mice with a RUNX1 or STAT5 inhibitor, respectively, via the intranasal route before treatment with bryostatin 1 (Supplemental Figure 16A and Supplemental Figure 17A). The administration of the RUNX1 inhibitor reversed the enhancement of IgA production but not the reduction in IgE production associated with the abolishment of symptom improvement by bryostatin 1 (Supplemental Figure 16, B–F). In contrast, the administration of the STAT5 inhibitor reversed the downregulation of IgE production but not the enhancement of IgA production mediated by bryostatin 1, with abolishment of symptom improvement by bryostatin 1 (Supplemental Figure 17, B–F). In correlation with STAT5 inhibition, treatment with bryostatin 1 in ID2-deficient mice failed to alleviate hay fever–associated symptoms Supplemental Figure 18A). Furthermore, the bryostatin 1–mediated reduction in total and cedar-pollen-specific IgE, but not enhancement of IgA production, was diminished in ID2-deficient mice (Supplemental Figure 18, B–D). These results emphasize that both enhanced IgA and reduced IgE production in the mucosal sites are necessary to improve fay fever conditions with bryostatin 1 treatment.

To analyze whether inhibition of both RUNX1 and STAT5 annuls the effects of bryostatin 1, we administered hay fever model mice with both inhibitors via the intranasal route before the treatment with bryostatin 1 and assessed the severity of the disease (Figure 7A). We found that pretreatment with RUNX1 and STAT5 inhibitors attenuated the therapeutic effects of bryostatin 1 (Figure 7B). In addition, bryostatin 1–mediated phenomena, including enhancement of IgA production, suppression of IgE and Th2-related cytokine production, and reduction in immune cell infiltration were absent in mice treated with both inhibitors (Figure 7, C–F, and Supplemental Figure 19, A–D). These findings provide further evidence that bryostatin 1 ameliorates hay fever in a PKCδ/RUNX1- and STAT5-signaling-dependent manner, as suggested by our in vitro experiments.

### Bryostatin 1 acts as a curative treatment for hay fever.

Because it remains unclear whether bryostatin 1 works as a symptomatic or curative treatment in the previous protocol (Figure 5A), we established a protocol to evaluate the therapeutic outcome of bryostatin 1. We inoculated mice with cedar pollen followed by intranasal administration of bryostatin 1, as in the previous protocol. Three months later, we administered cedar pollen to the mice again to mimic seasonal exposure. To evaluate the curative effect of bryostatin 1, we did not re-treat mice with bryostatin 1 when cedar pollen was administered to animals following the 3-month interlude (Figure 8A). Mice that had been treated 3 months previously with bryostatin 1 still showed reduced levels of hay fever–associated symptoms compared with untreated animals (Figure 8, B–D). Treatment with bryostatin 1 suppressed allergy-related responses, including IgE and Th2-related cytokine production and immune cell infiltration, which was associated with enhancement of IgA production and prevention of cedar pollen penetration in the mucosa (Figure 8, E–G, and Supplemental Figure 20, A–F). These results suggest that bryostatin 1 provides sustained beneficial effects against pollen-induced hay fever. Therefore, bryostatin 1 is a promising candidate for the curative treatment of hay fever.

## Discussion

We demonstrated that the increase in allergen invasion into the body is associated with the symptoms of hay fever in IgA-deficient mice. In association with increasing pollen penetration, IgE and Th2-related cytokine production was also enhanced in these mice. These results raise the possibility that secreted IgA prevents the penetration of allergens in the mucosal sites. We have shown that activation of PKCδ regulates IgA and IgE class switching in B cells and confers protection against hay fever–associated allergic responses through induction of IgA and a reduction in IgE production.

PKC is ubiquitously expressed and known to be activated by a variety of stimuli. Its downstream signals are also diverse. In this study, we show for the first time to our knowledge that bryostatin 1, a noncarcinogenic PKC activator, can suppress pollen allergy by 2 identified downstream pathways, thereby shifting the direction of B cell class switching from IgE to IgA by regulating GLT expression.

Previous reports have already revealed that PKCδ plays a pivotal role in the regulation of immune homeostasis by showing that PKCδ-deficient mice showed dysfunction in a number of immune cells, including T cells, B cells, and phagocytes (41–44). In association with immune cell disorder, PKCδ-deficient mice develop systemic autoimmune disorder with severe humoral autoimmunity by loss of tolerance in peripheral B cell development (45). Also, patients with genetic abnormalities of PKCδ have been reported to represent humoral autoimmune diseases, particularly symptoms associated with systemic lupus erythematosus (46). Therefore, control of PKCδ signaling by its activator can be a promising target for immune disorder–related diseases, including allergic diseases.

The current study contributes further evidence of the therapeutic benefits of controlling PKCδ signaling, in particular for alleviating hay fever, which is also an immune disorder–related disease. Furthermore, our study highlights the efficacy of bryostatin 1 in controlling PKCδ signaling in B cells. Among the multiple signaling pathways downstream of PKCδ, we believe that the pathway we have identified here is a critical one because it does not simply strengthen the whole antibody response, but is important for maintaining a delicate immune balance by simultaneously triggering an isotype-specific increase or decrease in transcription. In addition to mouse studies, human B cells also showed the same regulation of IgA and IgE GLT regulation mediated by bryostatin 1. These findings allow us to speculate that bryostatin 1 also alleviates hay fever symptoms in humans by blocking the penetration of pollen antigens.

Naive B cells require the expression of GLTα and AID to induce IgA class switching. TGF-β is well known as an essential cytokine for IgA class switching via the expression of GLTα through the transcription factors SMAD2 and SMAD3. Bryostatin 1 could not induce GLT expression without TGF-β (data not shown). In the presence of TGF-β, we demonstrated that phosphorylation of RUNX1 mediated by bryostatin 1 enhanced the expression of GLTα through activation of the PKCδ/ERK signaling pathway. In addition, RUNX1 was dominantly expressed and there are RUNX1-binding sequences in the promoter region of GLTα in both mouse and human B cells. Further studies are required to determine the interaction between SMAD2, SMAD3, and RUNX1 for GLTα expression.

Previous studies demonstrated that bryostatin 1 acts on T cells (47) and macrophages (48). While another report has demonstrated that bryostatin 1 induces the production of Th2-related cytokines (49), in our study, bryostatin 1 suppressed Th2-related cytokines in an antigen-dependent manner. We speculate that, by blocking pollen invasion mediated by secreted IgA, antigen-specific T cell stimulation itself was not induced even in the presence of bryostatin 1 in vivo. Thus, we believe it is a novel strategy for the treatment of hay fever compared with current treatments such as histamine blockers and anti-IgE, anti–IL-4, and anti–IL-13 antibodies. In other words, bryostatin 1 does not block but shifts the immune responses from IgE toward IgA. This raises the possibility that bryostatin 1 may modulate not only allergic diseases but also other immune abnormalities such as an autoimmune disorder by changing the direction of immune responses. Further studies are necessary to investigate whether bryostatin 1 improves other immune abnormalities, how it acts on individual immune cells, and how it normalizes the overall immune status.

## Methods

### Sex as a biological variable.

Our study including in vitro and in vivo experiments examined male and female animals, and similar findings are reported for both sexes.

### Mice.

BALB/c, C57BL/6J, and 129^+Ter^/SvJcl mice were purchased from Japan CLEA. IgA-deficient, PKCδ-deficient, and ID2-deficient mice (129^+Ter^/SvJcl background) were provided in-house. These mice were bred and maintained under specific pathogen–free (SPF) conditions at the animal facility of the Institute for Quantitative Bioscience, the University of Tokyo.

### Reagents.

Reagents are listed in Table 1.

### Cedar pollen extract–induced hay fever model.

On day 0, mice received 150 μg of cedar pollen (Cosmo Bio) and 25 mg of aluminum potassium sulfate (Nacalai) intraperitoneally in 200 μL phosphate-buffered saline (PBS). On days 14, 21, and 28–30, mice received 25 μg of cedar pollen via the intranasal route. The mice were administered with 20 ng bryostatin 1 via the intranasal route on days 14, 19, and 24. On day 30, symptoms of hay fever were observed. Sneezing and nasal rubbing were assessed for 10 minutes after intranasal administration of cedar pollen (50 μg in 40 μL PBS).

### Sample collection and processing from hay fever model mouse.

On day 31, mice were euthanized, and samples were collected. Noses were fragmented by scissors, and NPs were scraped with a spatula. The homogenized cell suspensions were sieved through 40 μm cell strainers (Falcon), and red blood cells were lysed. Single-cell suspensions of medLNs and NALT were obtained by homogenizing the organs. Cells were cultured and restimulated with or without pollen in RPMI 1640 medium containing 10 % FBS, 500 μg/mL penicillin, and 50 μM 2-mercaptoethanol. After 5 days, culture supernatants were collected for ELISA. In the case of inhibitor treatment, 5 μg rottlerin, 5 μg Ro5-3335, and 5 μg STAT5 inhibitor were administered to the mice via the intranasal route 1 hour before treatment with bryostatin 1.

### Analysis of conjunctivitis.

Clinical features were graded according to a scoring system. Each eye was assessed for hyperemia, eye discharge, tear fluid, and edema. Each parameter was graded on a scale of 0 to 3.

### Histology of the lung tissue.

Sections of the lung of uninoculated mice or cedar-pollen-inoculated mice were stained with hematoxylin and eosin (H&E) and periodic acid–Schiff (PAS). The lung sections were evaluated in a double-blind fashion.

### ELISA.

Antibody titer was measured by sandwich ELISA. Capture antibody or pollen was suspended in 0.05 M Na_2_CO_3_ and coated on ELISA plates. Capture antibodies were goat anti-mouse IgA (Southern Biotech), anti-mouse IgE (Southern Biotech), and IgG1 (Southern Biotech). After blocking with 1% bovine serum albumin (Wako) in PBS, the concentration of antibody was detected with alkaline phosphatase–conjugated (AP-conjugated) anti-mouse IgA (Southern Biotech), IgE (Southern Biotech), and IgG1 (Southern Biotech) with 1% bovine serum albumin in PBS and AP substrate (Sigma-Aldrich) in detection buffer (6.5 mM Na_2_CO_3_ and 18.5 mM NaHCO_3_). In detecting cedar-pollen-specific IgE, biotinylated anti-mouse IgE (Southern Biotech) and Streptavidin Alkaline Phosphatase (Southern Biotech) were utilized. After the development of the colorimetric reaction, the optical density (OD) values at 405 nm were measured by Tristar^2^ LB 942 (Berthold Technologies). IL-4, IL-5, and IL-13 concentrations in the collected samples were measured by Mouse IL-4, IL-5, and IL-13 ELISA Kit (Proteintech) according to the manufacturer’s protocol.

### FACS.

Harvested cells from BALF and NP were incubated with mouse anti-CD16/anti-CD32 antibody (BioLegend, 101301, clone 93) for 20 minutes at 4°C and stained with fluorescently conjugated antibody cocktails, including PerCP.Cy5.5 anti-mouse CD45 (BioLegend, 103131, clone 30-F11), PE anti-mouse Siglec-F (BioLegend, 155505, clone S17007L), Pacific Blue anti-mouse CD11c (BioLegend, 117321, clone N418), FITC anti-mouse CD3 (BioLegend, 100305, clone 145-2C11), FITC anti-mouse B220 (BioLegend, 103205, clone RA3-6B2), and PECy7 anti-mouse Gr-1 (BioLegend, 108415, clone RB6-8C5) in FACS buffer (1% FCS and 1 μM EDTA) in PBS for 20 minutes at 4°C. Dead cells were excluded with propidium iodide staining (Nacalai). Cells were analyzed with a Spectral Cell Analyzer SA3800 (SONY). The following antibodies were used for FACS staining: PerCP.Cy5.5 anti-mouse CD45 (BioLegend, 103131, clone 30-F11), anti-mouse Siglec-F (BioLegend, 155505, clone S17007L), Pacific Blue anti-mouse CD11c (BioLegend, 117321, clone N418), FITC anti-mouse CD3 (BioLegend, 100305, clone 145-2C11), FITC anti-mouse B220 (BioLegend, 103205, clone RA3-6B2), PECy7 anti-mouse Gr-1 (BioLegend, 108415, clone RB6-8C5), and PE anti-mouse IgA (Southern Biotech, 1040-09, polyclonal).

### Measurement of the permeability of cedar pollen.

Cedar pollen was labeled using a Pierce FITC Antibody Labeling Kit following the manufacturer’s protocol (Thermo Fisher Scientific). Briefly, 1 mg of cedar pollen in 0.5 mL of FITC labeling buffer was reacted for conjugation of FITC to protein and FITC-labeled cedar pollen was purified by Purification Resin column. Cedar-pollen-immunized mice received FITC-labeled cedar pollen in 30 μL PBS on day 30 via the intranasal route, and serum was collected 3 hours and 6 hours later. The fluorescence intensity was measured with a Tristar^2^ LB 942.

### Screening of IgA-inducible compounds.

In the first screening, mouse spleen cells (2 × 10^5^ cells) were cultured with individual compounds from the chemical compound library (3,337 compounds) provided by the Drug Discovery Initiative, The University of Tokyo, at 3.75 μM concentration in RPMI 1640 medium containing 500 ng/mL anti-mouse CD40 antibody (BioLegend), 10 % FBS, 500 μg/mL penicillin, and 50 μM 2-mercaptoethanol in a 96-well plate (200 μL/well). After 10 days of culture, the culture supernatant was collected and measured by ELISA to detect IgA antibody levels. Compounds with an OD_405_ of greater than 0.6 were determined as an IgA-inducible compounds. In the second screening, the production of IgA, IgE, and IgG1 by anti-CD40 antibody–stimulated splenocytes with 22 candidate compounds was measured. Among them, because of their IgA selective induction, sapintoxin D, PMA, and ROPA were analyzed by ELISA as the third screening. Whole splenocytes were stimulated by anti-mouse CD40 antibody with 0.8 nM bryostatin 1 or 20 μg/mL LPS alone. Seven days later, culture supernatants were collected to analyze the IgA, IgE, and IgG1 concentrations.

### B cell culture.

Mouse naive B cells were isolated from spleens with a Mouse B Cell Isolation Kit (Miltenyi Biotec). In all mouse B cell culture conditions, 500 ng/mL anti-mouse CD40 antibody was included. Mouse naive B cells were cultured in RPMI 1640 medium containing 10% FBS, 500 μg/mL penicillin, and 50 μM 2-mercaptoethanol with or without 0.8 nM bryostatin 1. For analysis of GLTα expression, mouse B cells were cultured with 5 ng/mL TGF-β for 48 hours. For analysis of PSTα and CTα expression, mouse B cells were cultured with 5 ng/mL TGF-β, 5 ng/mL IL-4, 5 ng/mL IL-5, 5 ng/mL BAFF, and 20 μg/mL LPS for 96 hours. For analysis of GLTε expression, mouse B cells were cultured with 5 ng/mL IL-4 for 48 hours. For PSTε and CTε expression analysis, mouse B cells were cultured with 5 ng/mL IL-4 for 96 hours. Human naive B cells were purchased from STEMCELL Technologies. In all human B cell culture conditions, 50 ng/mL MEGA CD40L was included. Human naive B cells were cultured in RPMI 1640 medium containing 10% FBS, 500 μg/mL penicillin, and 50 μM 2-mercaptoethanol with or without 800 nM bryostatin 1. To analyze GLTα1 and GLTα2 expression, human B cells were cultured with 5 ng/mL TGF-β for 48 hours. To analyze GLTε expression, human B cells were cultured with 5 ng/mL IL-4 for 48 hours. The inhibitors are listed in Table 2.

### Quantitative PCR.

RNA was isolated from cells with the Fast Gene RNA isolation kit (NIPPON Genetics), and single-stranded cDNA was synthesized by the GoScript Reverse Transcriptase (Promega) with the Random primer (Promega). Gene expression was analyzed by PCR using the KAPA SYBR Fast qPCR Kit (NIPPON Genetics). All PCR primer sequences are listed in Table 3.

### Western blot analysis.

Mouse naive B cells were isolated from the spleen with the Mouse B Cell Isolation Kit (Miltenyi Biotec) and cultured with the indicated stimulation for 1 hour. The cells were lysed by sonication in cell lysis buffer (1 M Tris-HCl pH 8.0, 1% NP-40 [Nacalai], 1:100 protease inhibitor cocktail [Nacalai], 1:100 phosphatase inhibitor cocktail [Nacalai]). Cell lysates were centrifuged for 15 minutes at 4°C. Supernatants were collected and boiled at 5 minutes at 95°C. These supernatants were separated by SDS-PAGE (Bio-Rad) and transferred to Amersham Protran Premium membrane (Cytiva). Blots were blocked with PhosphoBLOCKER (Cell Biolabs, Inc) for 1 hour at room temperature and reacted with the primary antibody diluted 1:1000 overnight at 4°C. Secondary antibodies were reacted 1 hour at room temperature. The signal was detected by Odyssey (LI-COR). The following antibodies were used: p-ERK (Cell Signaling Technology, 4370S, clone D13.14.4E), p-RUNX1(Affinity Biosciences, AF4316, polyclonal), ERK (Cell Signaling Technology, 4695S, clone 137F5), RUNX1 (Santa Cruz Biotechnology, sc-365644, polyclonal), PKC (Cell Signaling Technology, 2058S, polyclonal), ID2 (Origene, TA5001998, clone OTI9A8), α-tubulin (Medical & Biological Laboratories Co., PM054, polyclonal), goat anti-mouse IgG IRDye 800CW (LI-COR, 926-32210, polyclonal), and goat anti-rabbit IgG IRDye 800CW (LI-COR, 926-32211, polyclonal).

### RNA sequencing.

Mouse naive B cells were isolated from the spleen with the Mouse B Cell Isolation Kit (Miltenyi Biotec) and stimulated with or without bryostatin 1 in TGF-β– or IL-4–stimulated conditions. After 48 hours, B cells were harvested, and the total RNA was isolated with a Fast Gene RNA isolation kit (NIPPON Genetics). Libraries were prepared according to the manual using the MGIEasy RNA Directional Library Prep Set (MGI Tech). Circular DNA was generated by the MGIEasy Circularization Kit (MGI Tech). The DNA nanoball (DNB) was prepared by the DNBSEQ-G400RS High-throughput Sequencing Kit (MGI Tech). The generated DNB was sequenced using DNBSEQ G 400 under the condition of 2 × 100 bp. After removing the adaptor sequences in cutadapt (https://cutadapt.readthedocs.io/en/stable/), we used the sickle (https://sickle.readthedocs.io/en/latest/installation.html) to remove base pairs with a quality score of less than 20 and pair leads with a quality score of less than 40. Hisat2 (https://daehwankimlab.github.io/hisat2/) was used to map the sequenced read to the reference sequence and output the data in sam format. Samtools (https://anaconda.org/bioconda/samtools) was used to convert sam format to bam format, which was then sorted and indexed. featureCounts (https://subread.sourceforge.net/featureCounts.html) was used to count the reads that mapped to the genomic region of the reference sequence, followed by reads per kilobase million (RPKM) normalization and transcripts per million (TPM) to correct for the total number of reads and genomic length between samples. After normalization using the differential expression analysis from RNA-seq count data using robust normalization strategy (DEGES) normalization method of tag count comparison (TCC), edgeR (https://bioconductor.org/packages/release/bioc/html/edgeR.html) was used to identify differentially expressed genes.

### Statistics.

Samples were collected from 2–3 independent experiments (sample number is 3–5 in each experiment). Statistical analysis was performed using GraphPad Prism software. Data are plotted as mean ± SD. For comparison between 2 groups, an unpaired, 2-tailed Student’s *t* test was performed. For multiple comparisons, 1-way analysis of variance (ANOVA) was performed for groups with a normal distribution. *P* values are indicated in each figure.

### Study approval.

All experiments were performed following the guidelines of the Animal Care and Use Committee of Institute for Quantitative Biosciences, the University of Tokyo.

### Data availability.

All raw data from RNA-seq have been submitted to the NCBI Gene Expression Omnibus database repository (GEO GSE272975) and DDBJ Sequence Read Archive (accession number PRJDB37717 [PSUB043355]). The supplemental materials provide Supplemental Methods, Figures, Tables, and Supporting Data Values, including all quantitative data points used in graphs.

## Author contributions

NM and KY designed and performed the experiments. NM and RS planned and wrote the manuscript. NM, RT, PG, and RS discussed the data. TH, TI, and YY supported pathologic analysis. TN provided advice for animal experiments. TA, KIN, and MS provided the IgA-deficient, PKCδ-deficient, and ID2-deficient mice, respectively. MS and KIN provided experimental materials. HK provided a library of chemical compounds and advice for screening compounds. RS supervised this study.

## Funding support

- Platform Project for Supporting Drug Discovery and Life Science Research from the Japan Agency for Medical Research and Development (AMED) under grant number JP21am0101086 (support number 2628).
- AMED ACT-MS (JP16im0210608).
- Japan Society for the Promotion of Science Grant-in-Aid for Challenging Research (Pioneering/Exploratory).
- The Uehara Memorial Foundation.
- The Terumo Life Science Foundation.
- The Hoyu Science Foundation.
- UTOPIA.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
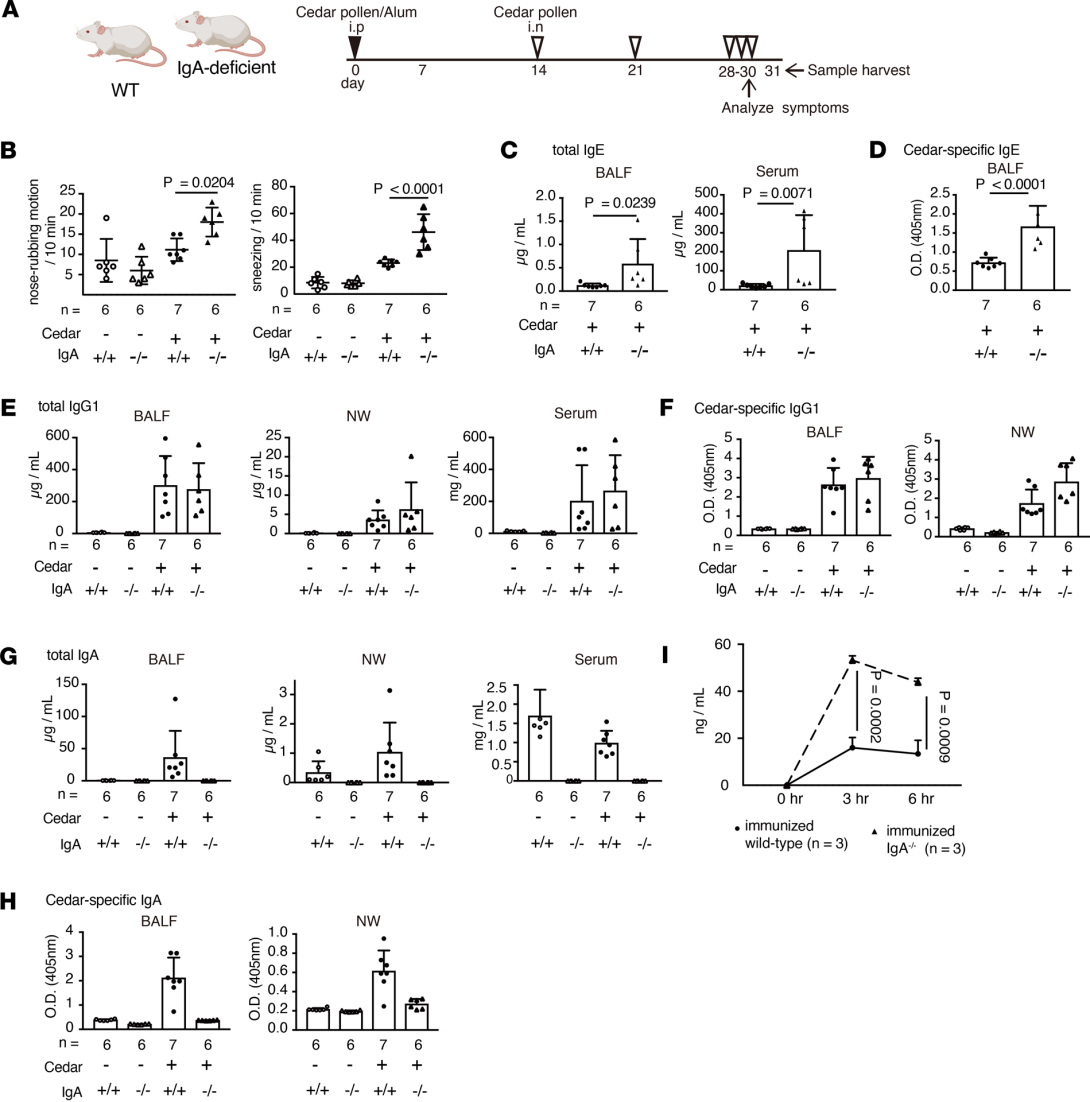
IgA is required for the regulation of the pathology in hay fever. (**A**) A schematic of the hay fever model in WT and IgA-deficient mice. (**B**) The rate of nose-rubbing motion and sneezing by administration of cedar pollen via the intranasal route (*n* = 6–7). (**C** and **D**) Total (**C**) and cedar-pollen-specific (**D**) IgE (*n* = 6–7). (**E** and **F**) Total (**E**) and cedar-pollen-specific (**F**) IgG1 (*n* = 6–7). (**G** and **H**) Total (**G**) and cedar-pollen-specific (**H**) IgA (*n* = 6–7). (**I**) The concentration of FITC-labeled cedar pollen in the serum (solid line: immunized WT mice; dashed line; immunized IgA^–/–^ mice) (*n* = 3). Statistical analysis was performed by 1-way ANOVA with Tukey’s multiple-comparison test (**B** and **E**–**H**) or unpaired, 2-tailed Student’s *t* test (**C**, **D**, and **I**). Data are expressed as mean ± SD in **B**–**I**.

**Figure 2:**
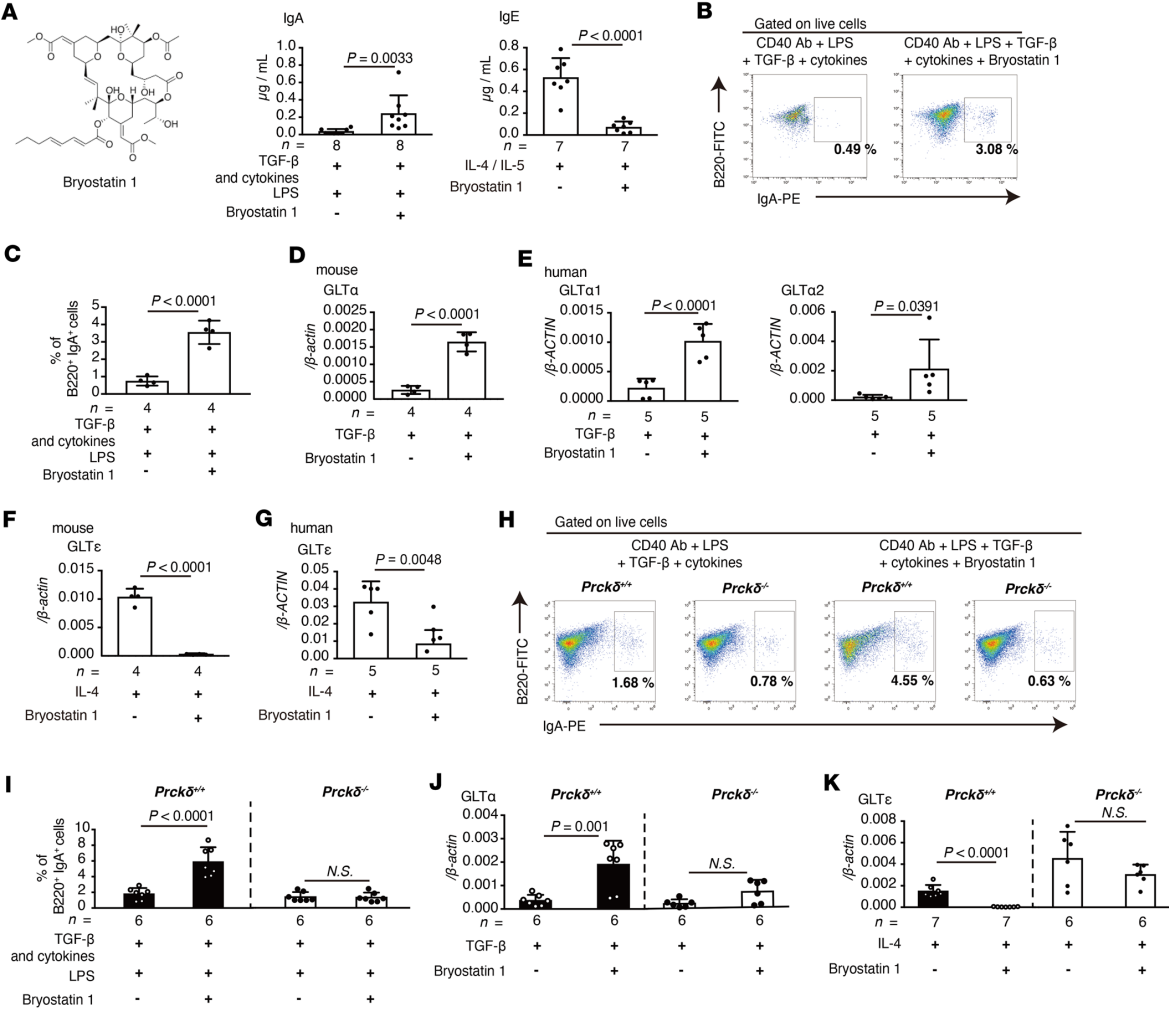
Bryostatin 1 enhances IgA class switching and suppresses IgE class switching through PKCδ activation. (**A**) Production of IgA and IgE in the supernatant of cultured WT B cells with indicated stimulation (left: structure of bryostatin 1). (**B** and **C**) Flow cytometry of IgA^+^ B cells. (**B**) Representative plots of cultured naive B cells with or without bryostatin 1 under stimulation with LPS and cytokines. (**C**) Frequency of IgA^+^B220^+^ cells (*n* = 4). (**D**) Expression of GLTα in cultured mouse B cells (*n* = 4). (**E**) Expression of GLTα1 and GLTα2 in cultured human B cells (*n* = 5). (**F**) Expression of GLTε in cultured mouse B cells measured (*n* = 4). (**G**) Expression of GLTε in cultured human B cells determined (*n* = 5). (**H** and **I**) Flow cytometry of IgA^+^ B cells. (**H**) Representative plots of cultured naive B cells with or without bryostatin 1 in WT and *Prckd*^–/–^ B cells under IgA class-switching-inducible condition. (**I**) Frequency of IgA^+^B220^+^ cells (*n* = 6). (**J**) Expression of GLTα in cultured mouse WT and *Prckd*^–/–^ B cells (*n* = 6). (**K**) Expression of GLTε in cultured mouse WT (*n* = 7) and *Prckd*^–/–^ (*n* = 6) B cells. Statistical analysis was performed by unpaired, 2-tailed Student’s *t* test (**A**, **C**–**G**, and **I**–**K**). Data are expressed as mean ± SD in **A**, **C**–**G**, and **I**–**K**.

**Figure 3:**
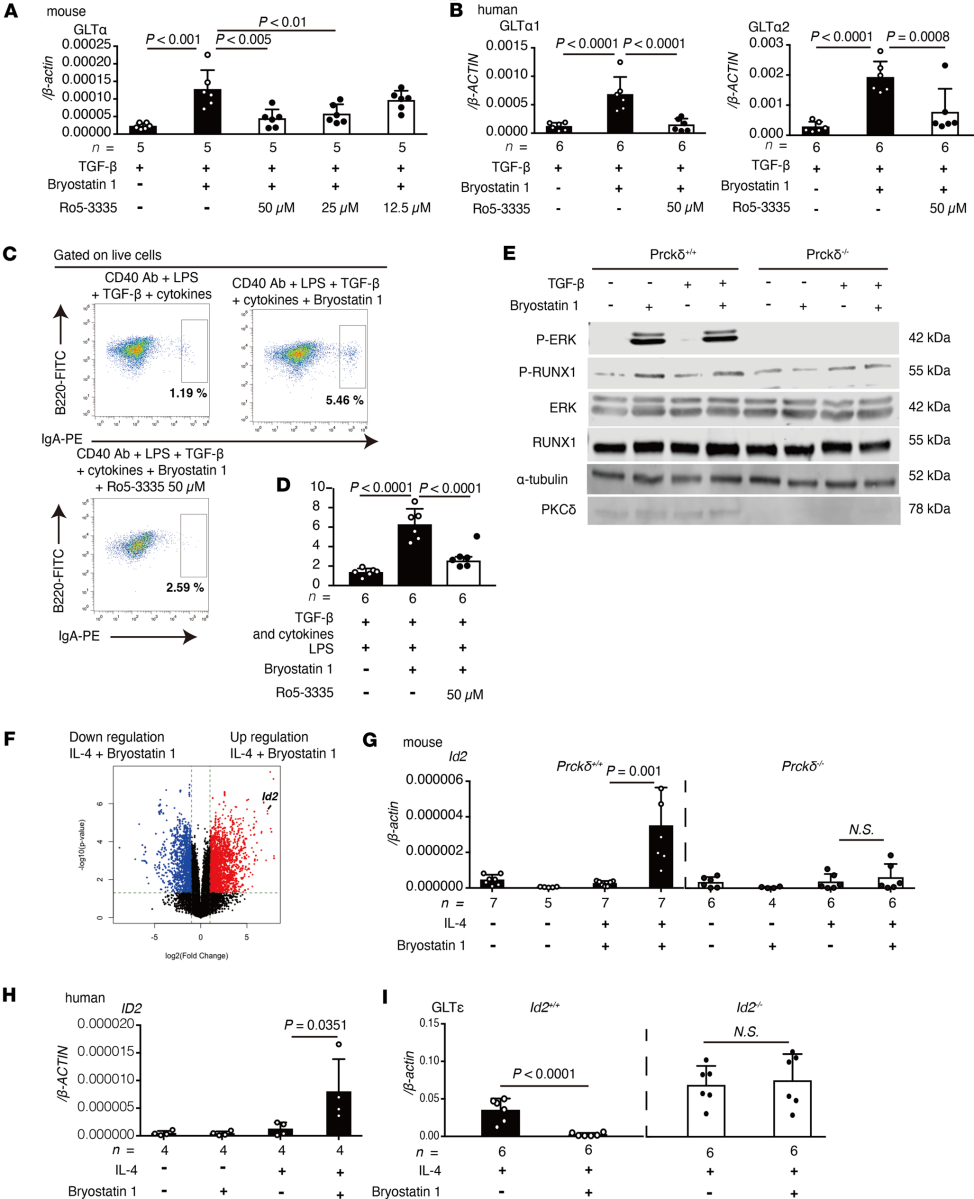
Bryostatin 1 induces GLTα expression through RUNX1 activation and suppresses GLTε expression through ID2 expression. (**A**) Expression of GLTα in cultured mouse B cells with or without Ro5-3335 at indicated concentrations (*n* = 5). (**B**) Expression of GLTα1 and GLTα2 in cultured human B cells with or without Ro5-3335 (*n* = 6). (**C** and **D**) Flow cytometry of IgA^+^ B cells. (**C**) Representative plots of cultured naive B cells with or without Ro5-3335 under IgA class-switching-inducible condition. (**D**) Frequency of IgA^+^B220^+^ cells (*n* = 6). (**E**) Immunoblot analysis of p-ERK, p-RUNX1, ERK, RUNX1, α-tubulin, and PKCδ in B cells from WT or *Prckd*^–/–^ mice. (**F**) Volcano plot of differentially expressed genes in bulk RNA sequencing of IL-4–stimulated B cells cultured with or without bryostatin 1. (**G**) Expression of *Id2* in cultured mouse WT (*n* = 5–7) and *Prckd*^–/–^ (*n* = 4–6) B cells with or without bryostatin 1. (**H**) Expression of *ID2* in cultured human B cells with or without bryostatin 1 (*n* = 4). (**I**) Expression of GLTε in cultured WT and *Id2*^–/–^ (*n* = 6) B cells. Statistical analysis was performed by 1-way ANOVA with Tukey’s multiple-comparison test (**A**, **B**, **D**, **G**, and **H**) and unpaired, 2-tailed Student’s *t* test (**I**). Data are expressed as mean ± SD in **A**, **B**, **D**, and **G**–**I**.

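At the lines drawn in the volcano plot, an unadjusted p under 0.05 and a log2 fold change past 1 in either direction, 842 genes were higher and 623 lower with bryostatin 1 among the genes tested with edgeR. The genes with the largest rises included Scin, which encodes an actin-severing protein, at 0.109 ± 0.0685 CPM with IL-4 and 10.3 ± 1.99 CPM with bryostatin 1 (SD, n = 3), and Tnfsf4, which encodes the OX40 ligand, at 0.721 ± 0.212 and 15.8 ± 0.794 CPM (SD, n = 3). Etv4, a transcription factor downstream of ERK, had a log2 fold change of 4.57, and Tnfrsf11a, which encodes the receptor RANK, of 4.53. Among the largest falls, Ackr3, a scavenging chemokine receptor, was at 32.0 ± 4.70 and 0.455 ± 0.183 CPM (SD, n = 3), and Lifr, the LIF receptor, had a log2 fold change of -6.01. Nrp2 and Slpi had log2 fold changes of -4.13 and -3.99. Without a filter on low counts, 1490 genes lay past the lines on the higher side and 966 on the lower side, and 519 genes on the higher side among those with at least 10 counts in each library.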

**Figure 4:**
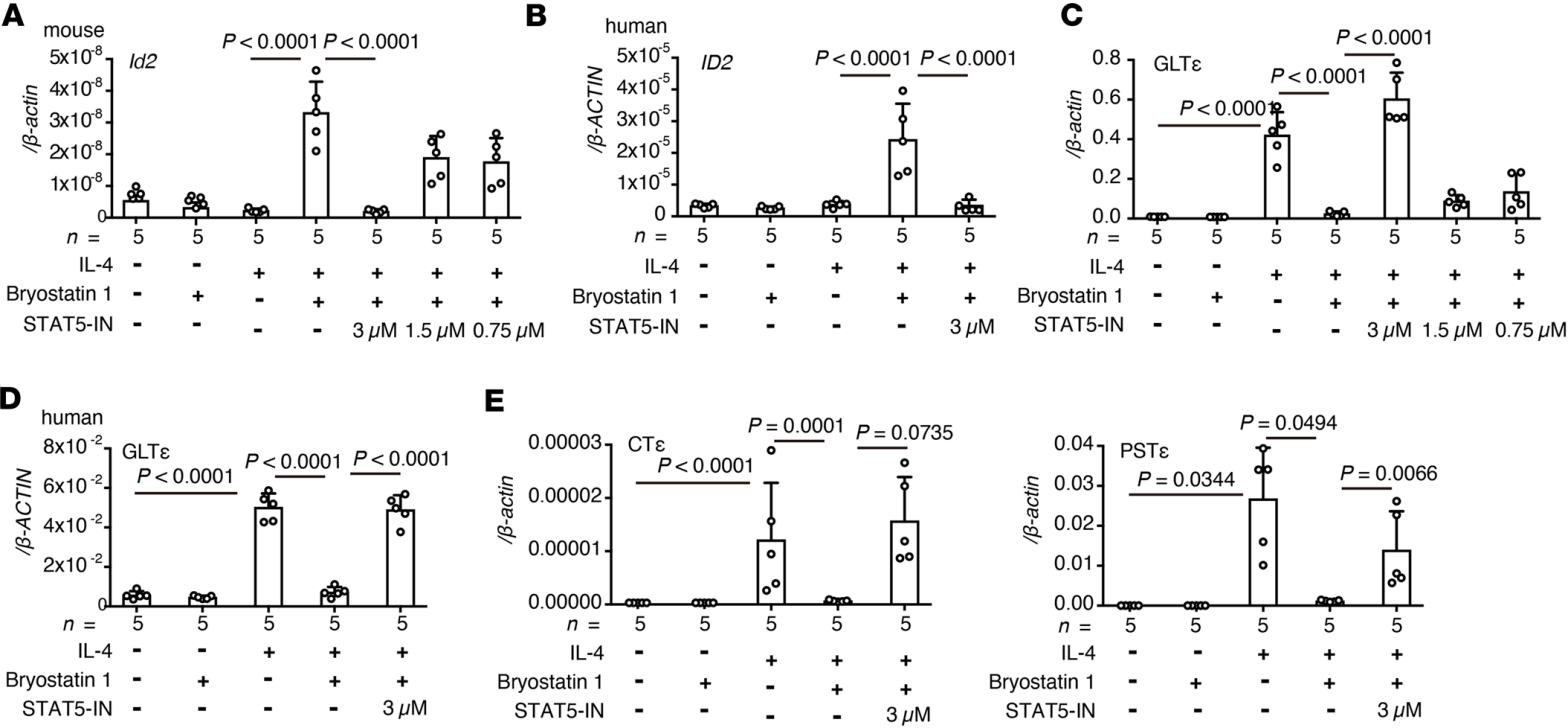
STAT5 is involved in bryostatin 1–mediated suppression of GLTε expression through ID2 induction. (**A** and **B**) Expression of ID2 in cultured mouse and human B cells with indicated stimulation. Cells were pretreated with STAT5 inhibitor (STAT5-IN) before stimulation with bryostatin 1 (**A**: mouse; **B**: human) (*n* = 5). (**C** and **D**) Expression of GLTε in cultured mouse and human B cells with indicated stimulation. Cells were pretreated with STAT5-IN before stimulation with bryostatin 1 (**C**: mouse; **D**: human) (*n* = 5). (**E**) Expression of PSTε and CTε in cultured mouse B cells with indicated stimulation. Cells were pretreated with STAT5-IN before stimulation with bryostatin 1 (*n* = 5). Statistical analysis was performed by 1-way ANOVA with Tukey’s multiple-comparison test (**A**–**E**). Data are expressed as mean ± SD in **A**–**E**.

**Figure 5:**
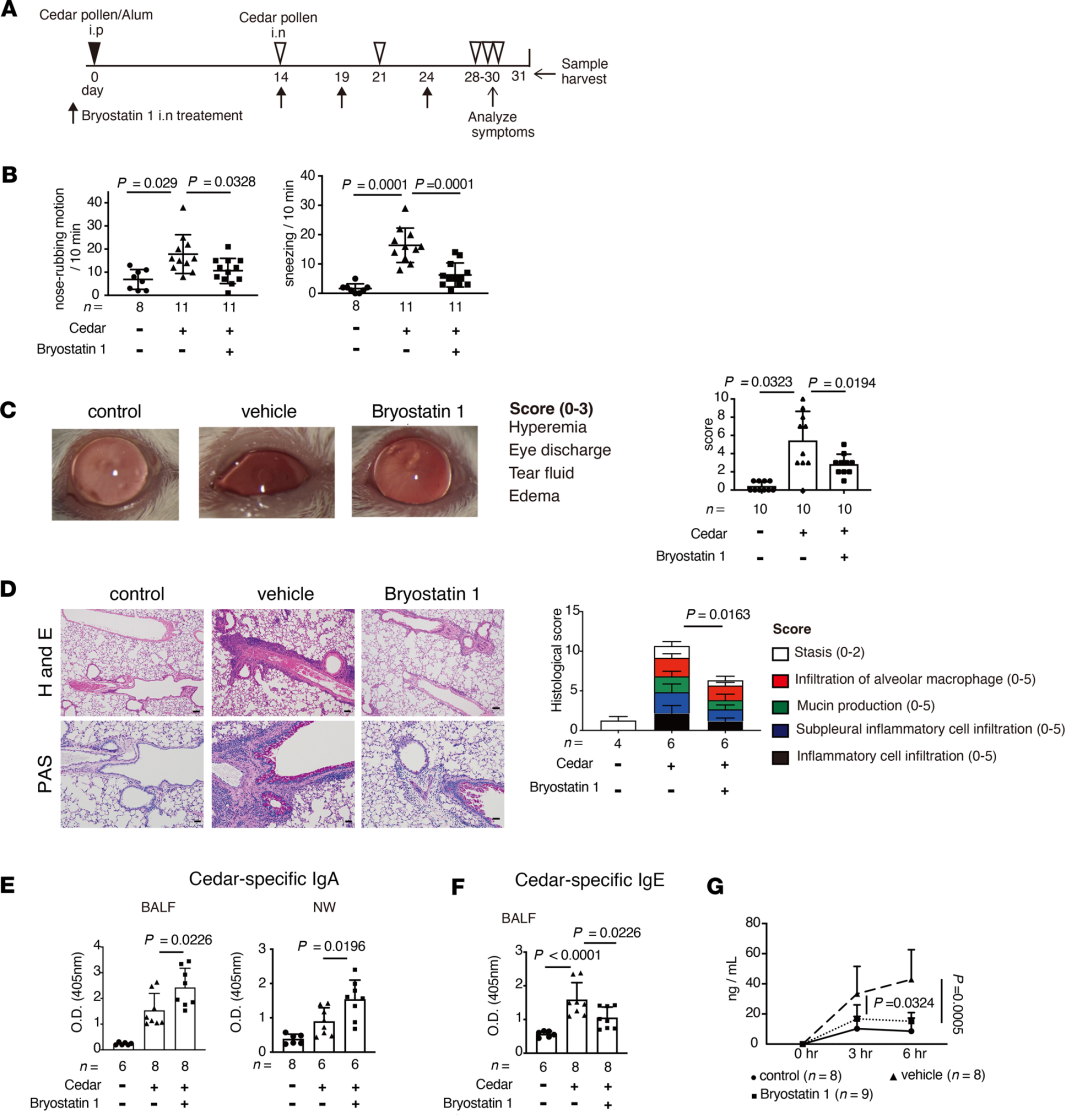
Bryostatin 1 ameliorates cedar-pollen-induced hay fever. (**A**) A schematic of cedar-pollen-induced hay fever model mice with or without bryostatin 1 treatment. (**B**) The rate of nose-rubbing motion and sneezing mediated by administration of cedar pollen via the intranasal route (*n* = 8–13). (**C**) Representative eye images and clinical sore of conjunctivitis (*n* = 10). (**D**) Representative lung histological images of H&E staining and PAS staining. The clinical score was evaluated by the indicated parameter (*n* = 4–6). (**E**) Cedar-pollen-specific IgA in the BALF and NW (*n* = 8–12). (**F**). Cedar-pollen-specific IgE in the BALF (*n* = 8–12). (**G**) The concentration of FITC-labeled cedar pollen in the serum (solid line: control mice; dashed line; immunized vehicle-treated mice; broken line; immunized bryostatin 1–treated mice) (*n =* 8–9). Statistical analysis was performed by 1-way ANOVA with Tukey’s multiple-comparison test (**B**–**G**). Data are expressed as mean ± SD in **B**–**G**.

**Figure 6:**
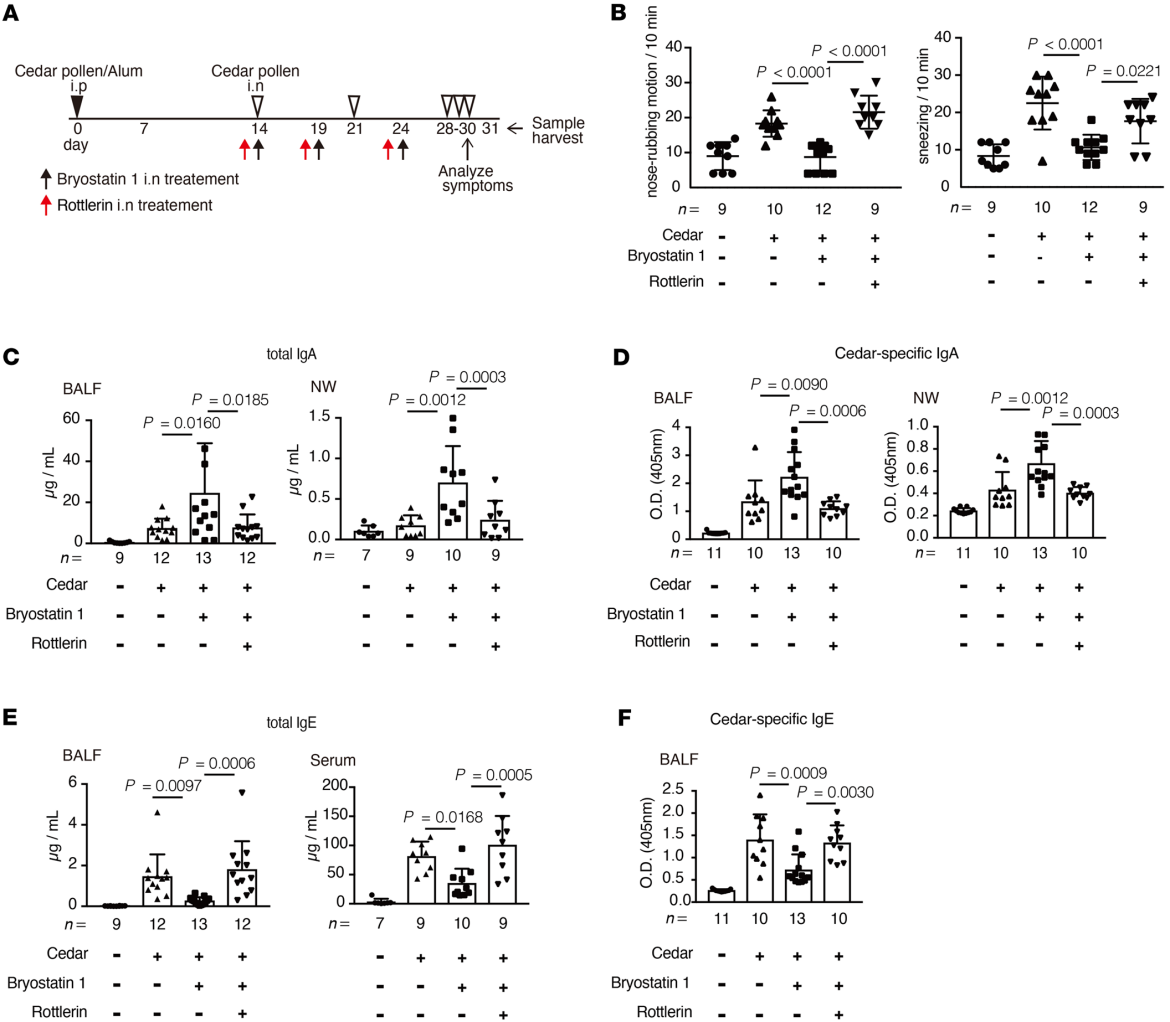
Bryostatin 1 alleviates cedar-pollen-induced hay fever in a PKCδ-dependent manner. (**A**) A schematic of the study in cedar-pollen-induced hay fever model mice with or without treatment with PKCδ inhibitor. (**B**) The rate of nose-rubbing motion and sneezing mediated by the administration of cedar pollen via the intranasal route (*n* = 9–12). (**C** and **D**) Total (**C**) and cedar-pollen-specific (**D**) IgA in the BALF and NW (*n* = 7–13). (**E** and **F**) Total (**E**) and cedar-pollen-specific (**F**) IgE in the BALF and serum (*n* = 7–13). Statistical analysis was performed by 1-way ANOVA with Tukey’s multiple-comparison test (**B**–**F**). Data are expressed as mean ± SD in **B**–**F**.

**Figure 7:**
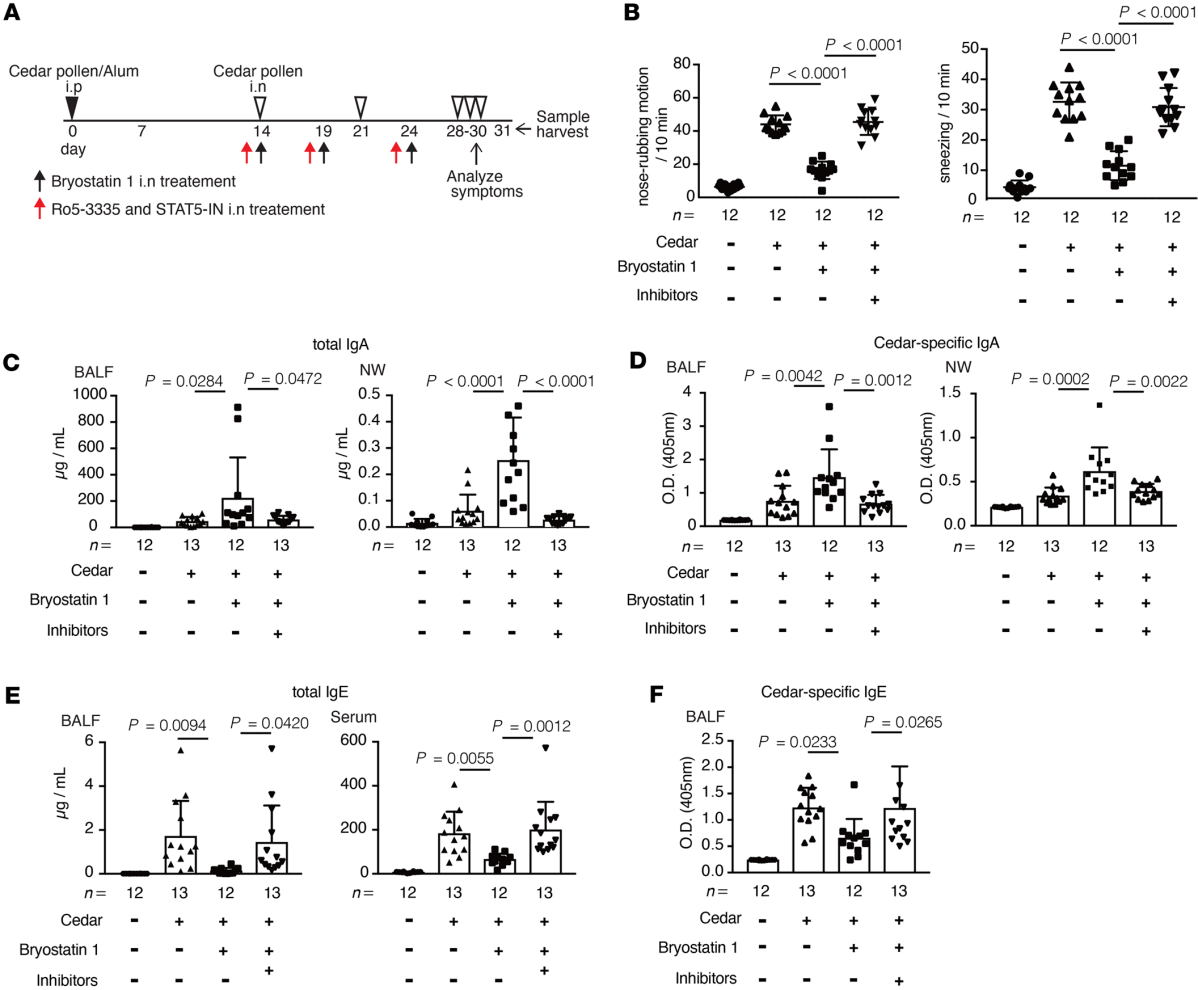
Bryostatin 1 alleviates cedar-pollen-induced hay fever in a RUNX1- and STAT5-dependent manner. (**A**) A schematic of the study in cedar-pollen-induced hay fever model mice with or without treatment with RUNX1 and STAT5 inhibitor. (**B**) The rate of nose-rubbing motion and sneezing mediated by the administration of cedar pollen via the intranasal route (*n* = 12). (**C** and **D**) Total (**C**) and cedar-pollen-specific (**D**) IgA in the BALF and NW (*n* = 12–13). (**E** and **F**) Total (**E**) and cedar-pollen-specific (**F**) IgE in the BALF and serum (*n* = 12–13). Statistical analysis was performed by 1-way ANOVA with Tukey’s multiple-comparison test (**B**–**F**). Data are expressed as mean ± SD in **B**–**F**.

**Figure 8:**
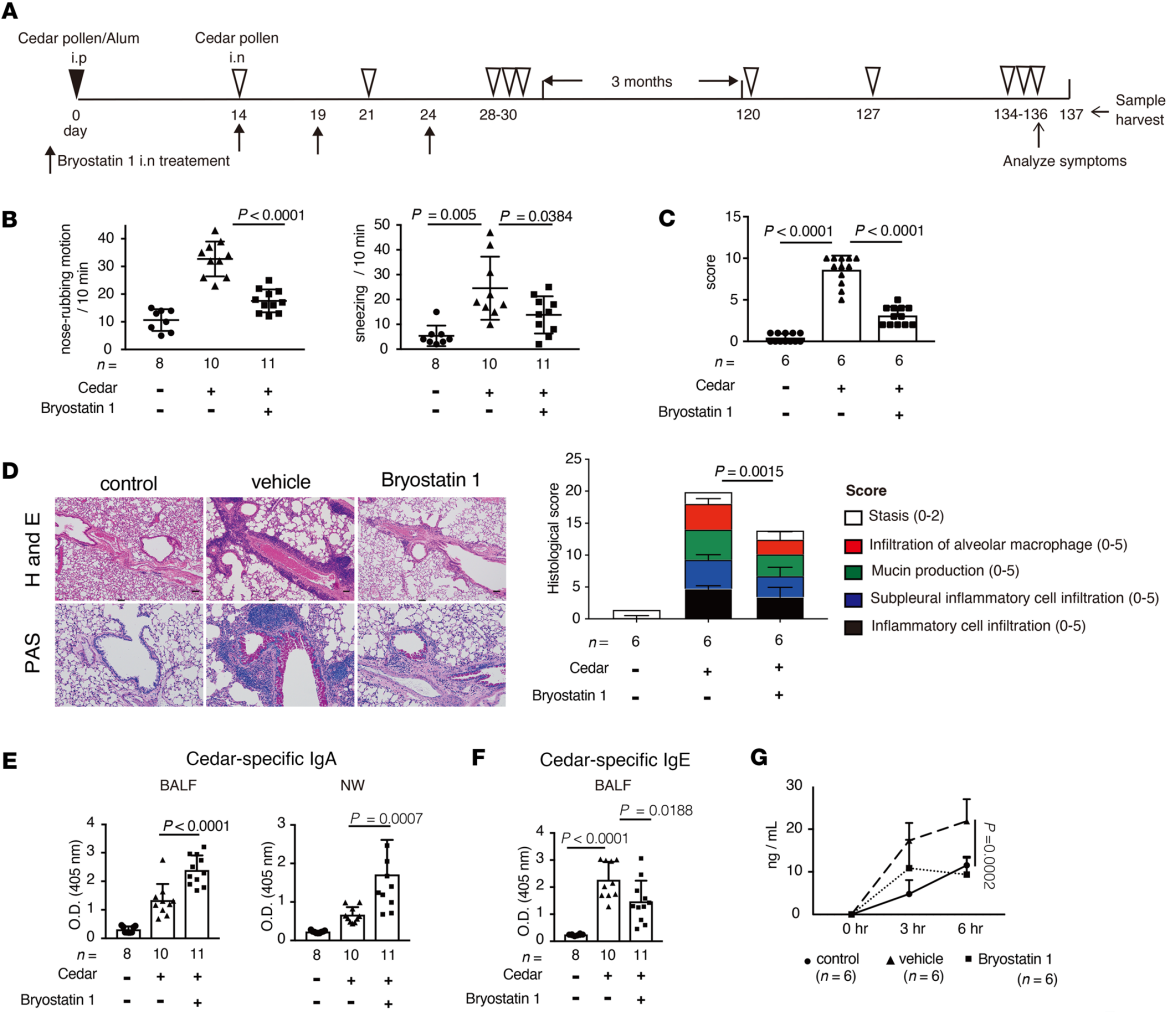
Bryostatin 1 ameliorates cedar-pollen-induced seasonal exposure hay fever model. (**A**) A schematic of cedar-pollen-induced hay fever model mice with or without bryostatin 1 treatment (**B**) The rate of nose-rubbing motion and sneezing mediated by administration of cedar pollen via the intranasal route (*n* = 8–11). (**C**) Clinical sore of conjunctivitis (*n* = 6). (**D**) Representative lung histological images of H&E staining and PAS staining. The clinical score was evaluated by the indicated parameter (*n* = 6). (**E**) Cedar-pollen-specific IgA (*n* = 8–11). (**F**) Cedar-pollen-specific IgE (*n* = 8–11). (**G**) The concentration of FITC-labeled cedar pollen in the serum (solid line: control mice; dashed line; immunized vehicle-treated mice; broken line; immunized bryostatin 1–treated mice) (*n =* 6). Statistical analysis was performed by 1-way ANOVA with Tukey’s multiple-comparison test (**B**–**G**). Data are expressed as mean ± SD in **B**–**G**.

**Table 3:**
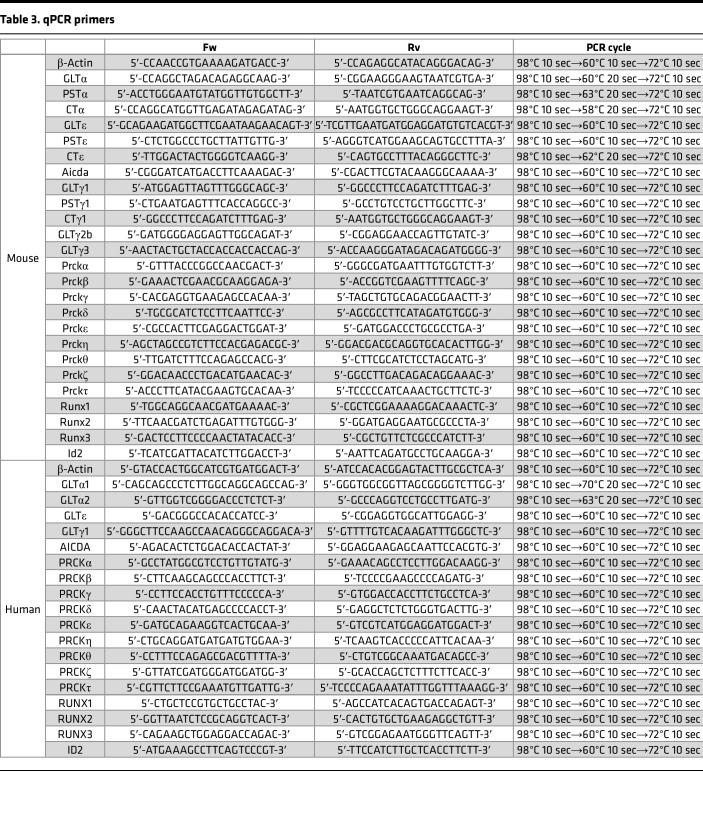
qPCR primers

**Table 2:**
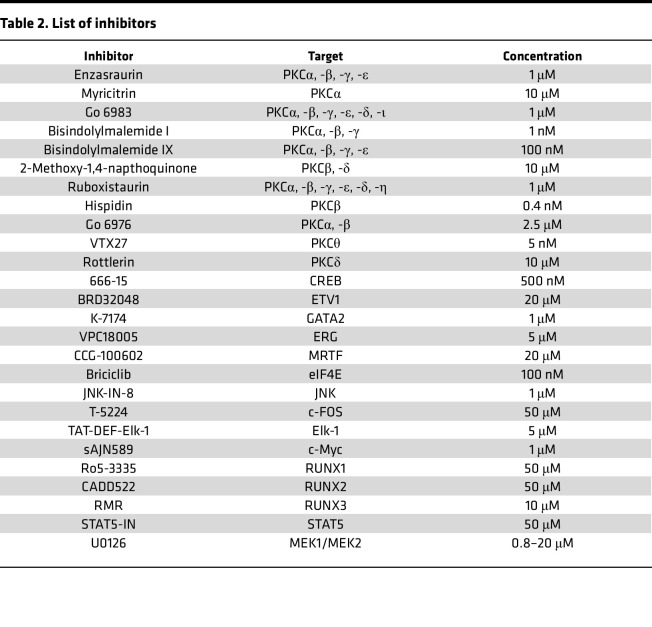
List of inhibitors

**Table 1:**
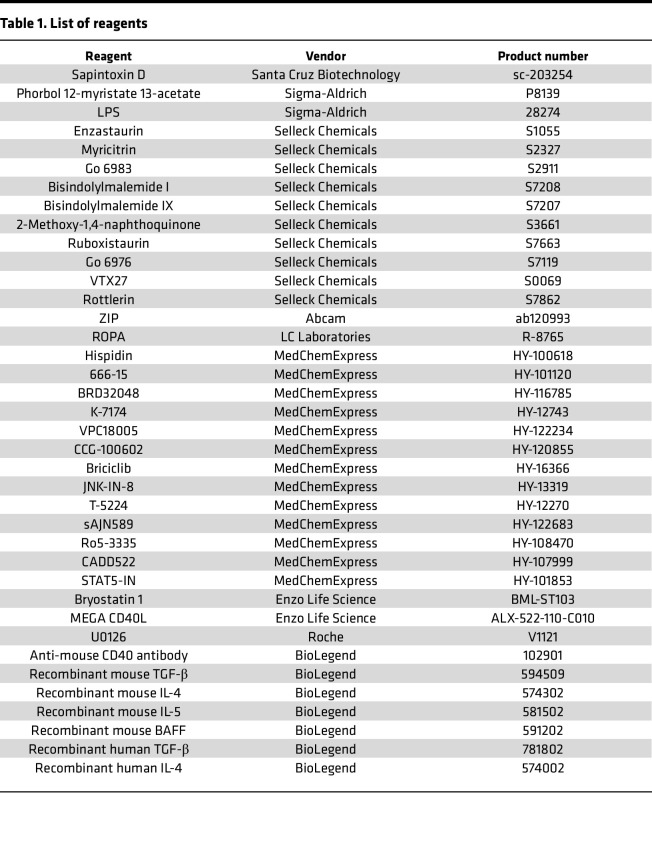
List of reagents

## Version 1 10/21/2025

In-Press Preview

## Version 2 12/08/2025

Electronic publication

# Supplementary material for: Regulation of selective class switching provides long-term therapeutic benefits for hay fever
**Source:** JCI Insight. 2025 Oct 21;10(23):e190240. doi: 10.1172/jci.insight.190240
**Supplement:** Supplemental data

Supplemental Materials:

**Regulation of selective class-switching provides long term therapeutic
benefits for hay fever**

Naoki Morita, Kohta Yamamoto, Ryutaro Tamano, Peng Gao, Takahiro
Nagatake, Tianxiang Huang, Takenori Inomata, Yasuhiro Yamada, Takahiro
Adachi, Manabu Sugai, Keiichi I. Nakayama, Hirotatsu Kojima, Reiko Shinkura

12 **Supplemental Figures**

Fig. S1

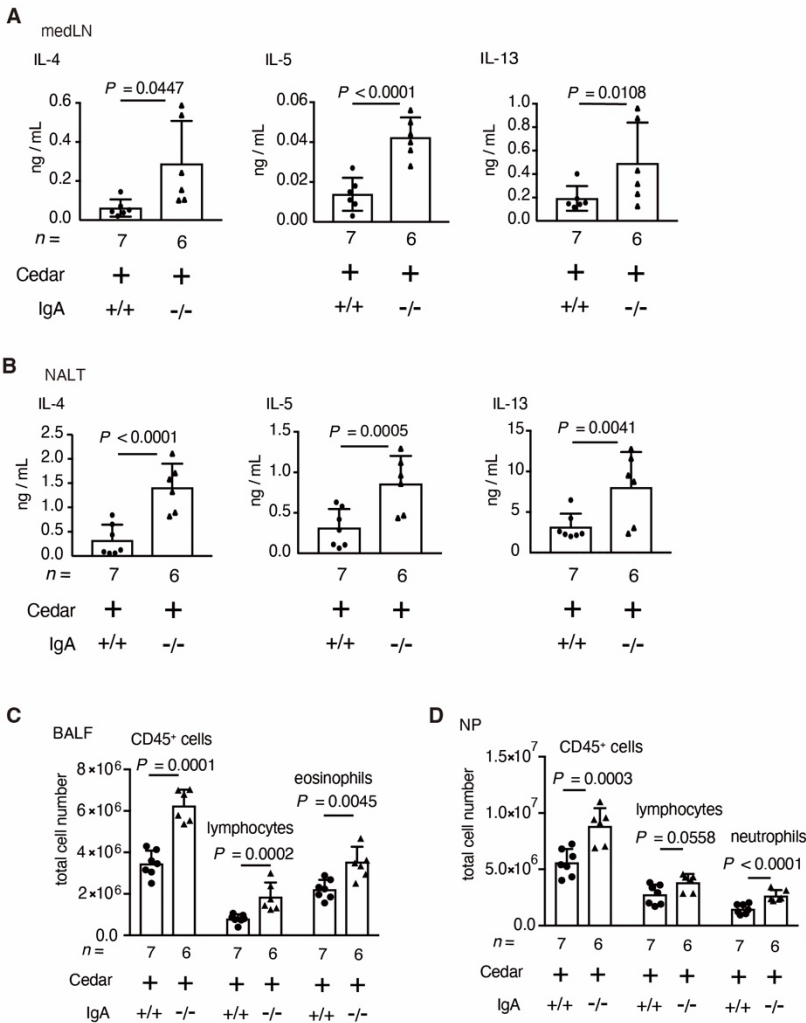

13 **Supplemental Figure 1. Loss of IgA induces high susceptibility to cedar**
14 **pollen-induced hay fever.**

15 (A and B) Cytokine production from restimulated medLN cells and NALT cells
16 with cedar pollen in an antigen-dependent manner (A: medLN, B: NALT) ($n = 6$ -
17 7). (C and D) The number of indicated immune cells in the BALF and nasal
18 passage (NP) (C: BALF, D: NP) ($n = 6$ -7). Statistical analysis was performed by
19 unpaired Student's t test (A-D). Data are expressed as mean $\pm$ S.D. in (A-D).

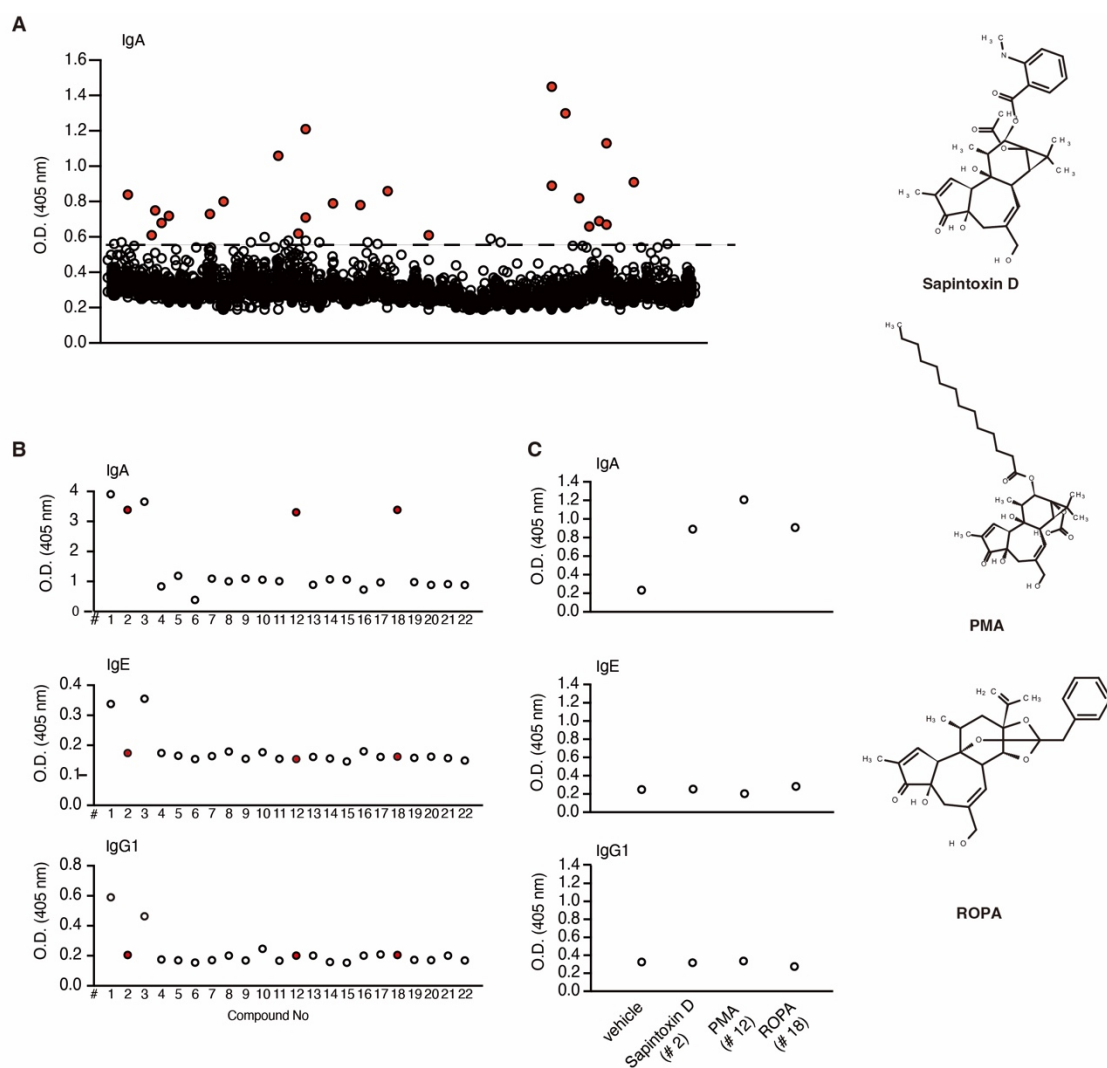

Supplemental Figure 2. Screening of IgA-inducible chemical compounds.

(A) 1st screening of 3337 chemical compounds to identify IgA inducible molecule(s). (B) 2nd screening of 22 chemical compounds to identify IgA, but not IgE and IgG1 inducible molecule(s). (C) 3rd screening of 3 chemical compounds to validate selective induction of IgA.

Fig. S3

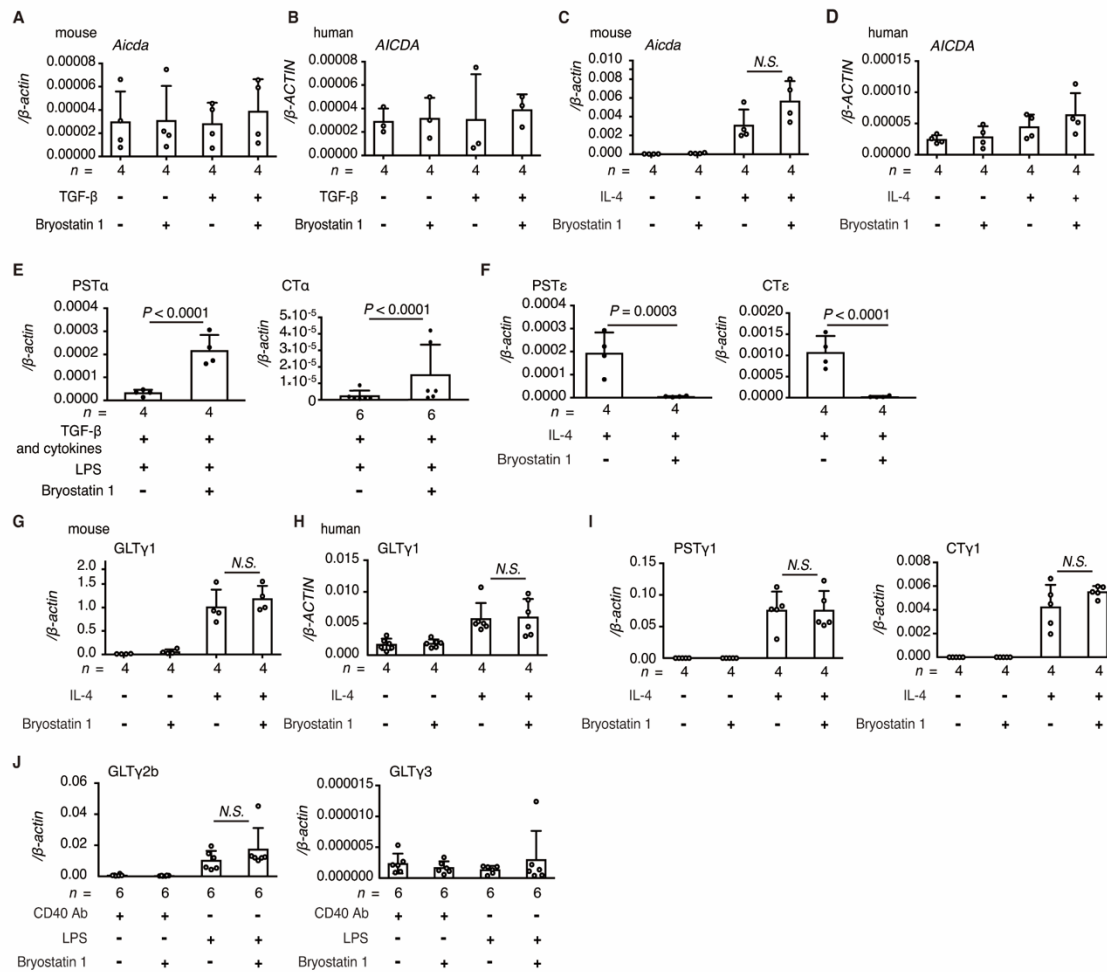

Supplemental Figure 3. Effect of Bryostatin 1 in AID expression and IgG class switching.

(A and C) Expression *Aicda* in cultured mouse B cells with indicated stimulation ($n = 4$). (B and D) Expression of *AICDA* in cultured human B cells with indicated stimulation ($n = 4$). (E) Expression of PST α and CT α in cultured mouse B cells ($n = 4-6$). (F) Expression of PST ϵ and CT ϵ in cultured mouse B cells ($n = 4$). (G-H) Expression of GLTy1 in cultured (G) mouse and (H) human B cells with indicated stimulation ($n = 4$). (I) Expression of PST γ 1 and CT γ 1 in cultured

40 mouse B cells with indicated stimulation ($n = 4$). (J) Expression of GLT γ 2b and
41 GLT γ 3 in cultured mouse B cells with indicated stimulation ($n = 6$). Statistical
42 analysis was performed by one-way ANOVA with Tukey's multiple comparisons
43 test (A-D and G-J) and unpaired Student's t test (E-F). Data are expressed as
44 mean $\pm$ S.D. in (A-J).

45

46

47

Fig. S4

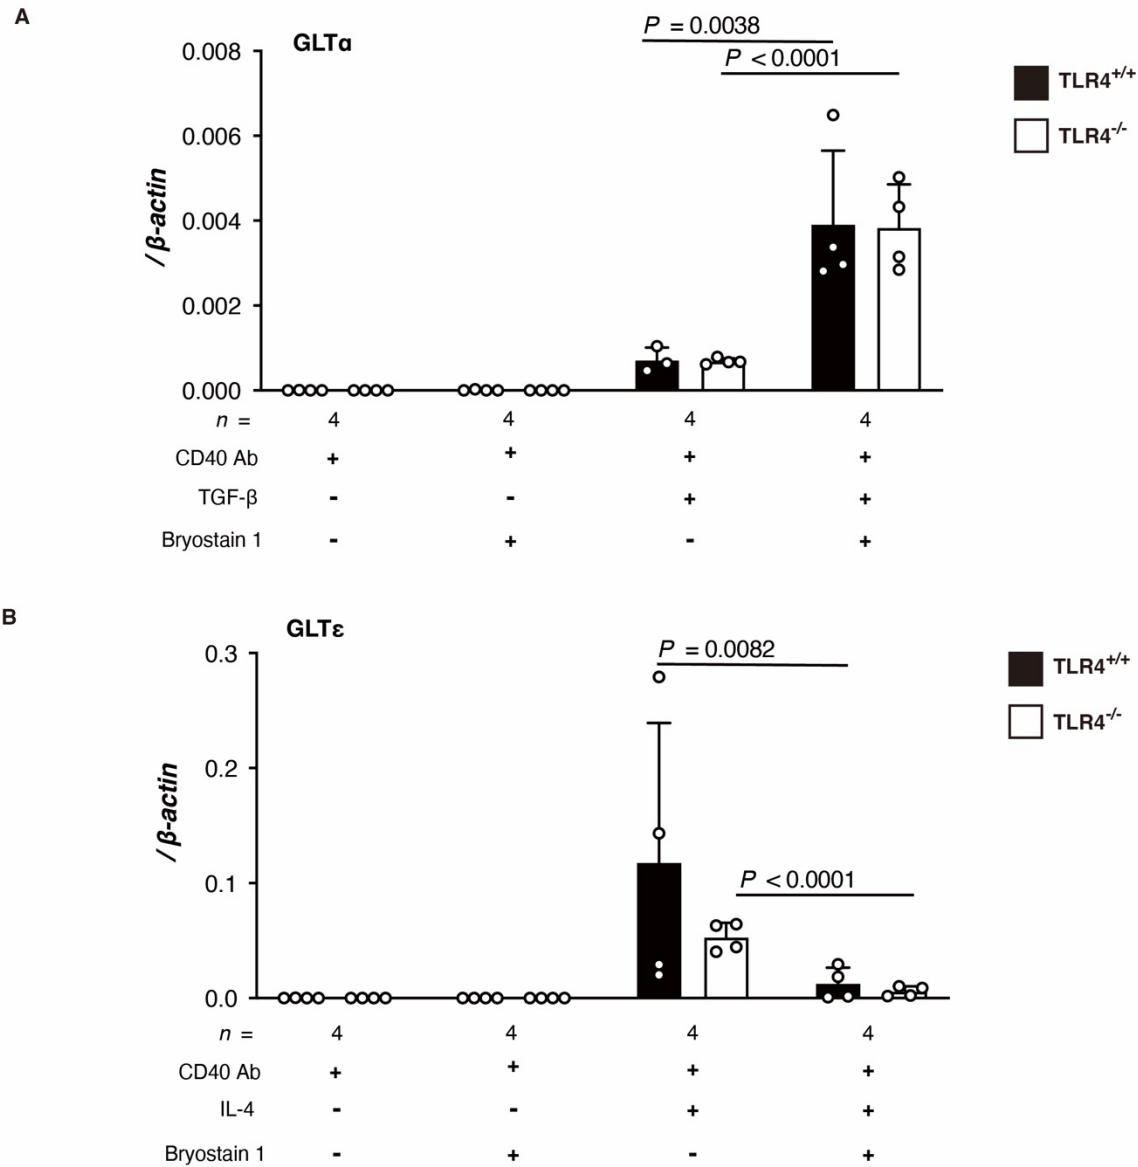

Supplemental Figure 4. TLR4 is not involved in Bryostatin 1-mediated regulation of GLT expression.

(A) Expression of GLT α in cultured mouse wild-type and *Tlr4*^{-/-} B cells ($n = 4$).

(B) Expression of GLT ϵ in cultured mouse wild-type and *Tlr4*^{-/-} B cells ($n = 4$).

53 Statistical analysis was performed by one-way ANOVA with Tukey's multiple

54 comparisons test (A-B). Data are expressed as mean $\pm$ s.d. in (A-B).

55

56

Fig. S5

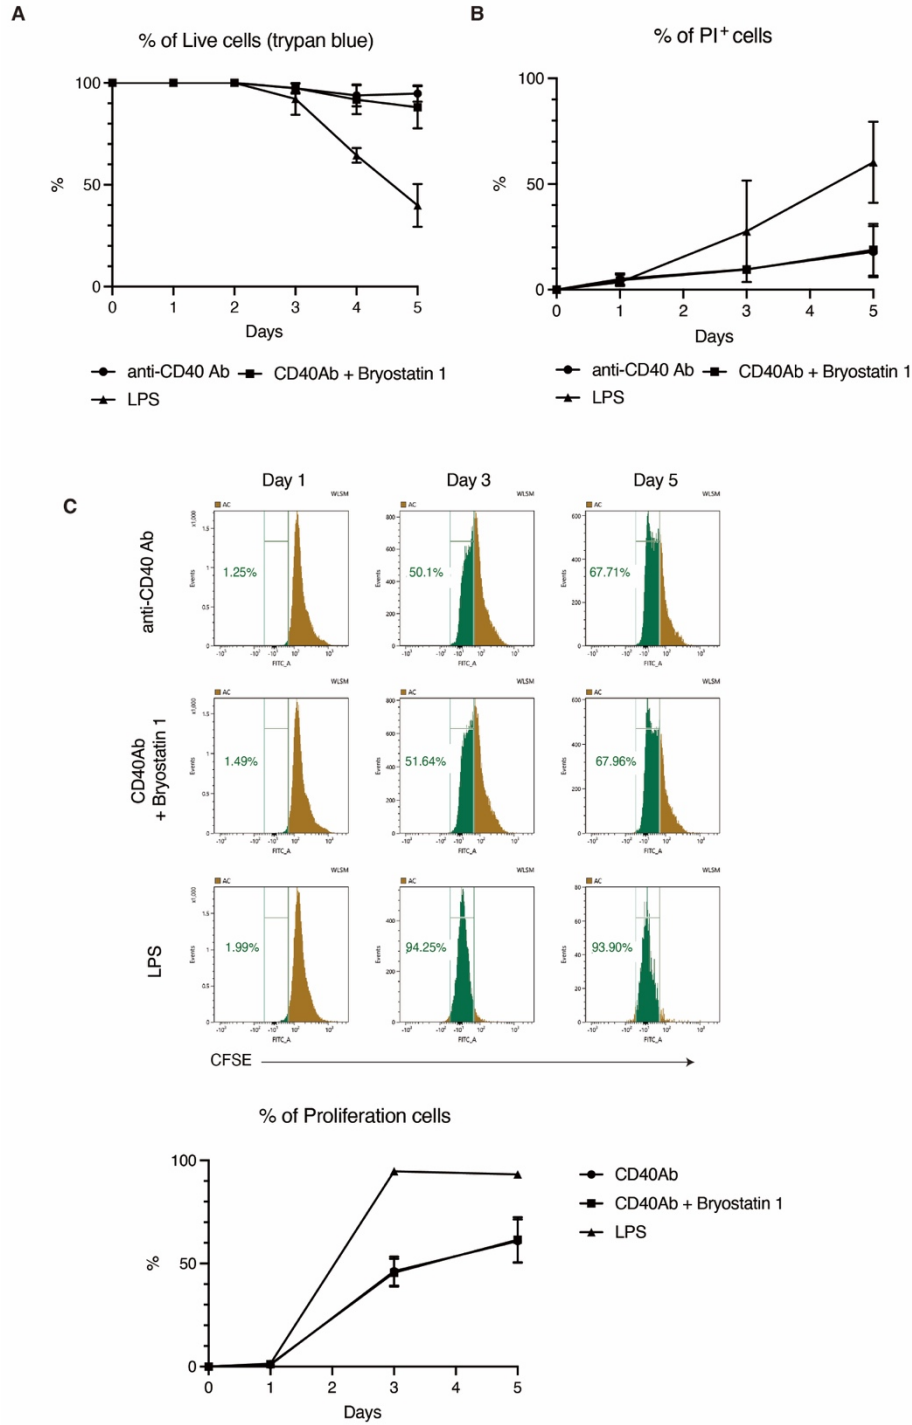

57

58 **Supplemental Figure 5. Bryostatin 1 did not affect to the survival and**

59 **proliferation of B cells.**

60 (A)Ratio of living cells based on the trypan blue staining from day 0 to day 5 (n
61 = 3). (B)Ratio of dying cells based on the PI staining from day 0 to day 5 ($n = 3$).
62 (C) Representative FACS plot and ratio of proliferation cells based on the CFSE
63 staining from day 0 to day 5 ($n = 3$).
64
65

A

GLT α

β -actin

CD40 Ab + + + + + + + + + + + +
 TGF- β - - - - - - - - - - - -
 Bryostatins 1 - - - - 1 2 3 4 5 6 7 8 9 10 11 12
 Inhibitor PKC α + + + + + + + + + + + +
 PKC β + + + + + + + + + + + +
 PKC γ + + + + + + + + + + + +
 PKC δ + + + + + + + + + + + +
 PKC ϵ + + + + + + + + + + + +
 PKC η + + + + + + + + + + + +
 PKC θ + + + + + + + + + + + +
 PKC ζ + + + + + + + + + + + +
 PKC τ + + + + + + + + + + + +

B

GLT ϵ

β -actin

CD40 Ab + + + + + + + + + + + +
 IL-4 - - - - - - - - - - - -
 Bryostatins 1 - - - - 1 2 3 4 5 6 7 8 9 10 11 12
 Inhibitor PKC α + + + + + + + + + + + +
 PKC β + + + + + + + + + + + +
 PKC γ + + + + + + + + + + + +
 PKC δ + + + + + + + + + + + +
 PKC ϵ + + + + + + + + + + + +
 PKC η + + + + + + + + + + + +
 PKC θ + + + + + + + + + + + +
 PKC ζ + + + + + + + + + + + +
 PKC τ + + + + + + + + + + + +

C

mouse
(n = 6)

β -actin

CD40 Ab + + + + + + + + + + + +
 IL-4 - - - - - - - - - - - -
 Bryostatins 1 - - - - 1 2 3 4 5 6 7 8 9 10 11 12
 Inhibitor PKC α + + + + + + + + + + + +
 PKC β + + + + + + + + + + + +
 PKC γ + + + + + + + + + + + +
 PKC δ + + + + + + + + + + + +
 PKC ϵ + + + + + + + + + + + +
 PKC η + + + + + + + + + + + +
 PKC θ + + + + + + + + + + + +
 PKC ζ + + + + + + + + + + + +
 PKC τ + + + + + + + + + + + +

D

human
(n = 5)

β -ACTIN

CD40 Ab + + + + + + + + + + + +
 IL-4 - - - - - - - - - - - -
 Bryostatins 1 - - - - 1 2 3 4 5 6 7 8 9 10 11 12
 Inhibitor PKC α + + + + + + + + + + + +
 PKC β + + + + + + + + + + + +
 PKC γ + + + + + + + + + + + +
 PKC δ + + + + + + + + + + + +
 PKC ϵ + + + + + + + + + + + +
 PKC η + + + + + + + + + + + +
 PKC θ + + + + + + + + + + + +
 PKC ζ + + + + + + + + + + + +
 PKC τ + + + + + + + + + + + +

(A and B) Expression of GLT α and GLT ε in cultured mouse B cells with indicated stimulation. Different spectra of PKC inhibitors were pretreated before stimulation of Bryostatin 1 (A: GLT α , B: GLT ε) ($n = 3$). (C and D) Expression of PKC isozymes in isolated B cells (C: mouse $n = 6$, D: human $n = 5$). Data are expressed as mean $\pm$ S.D. in (A-D).

Fig. S7

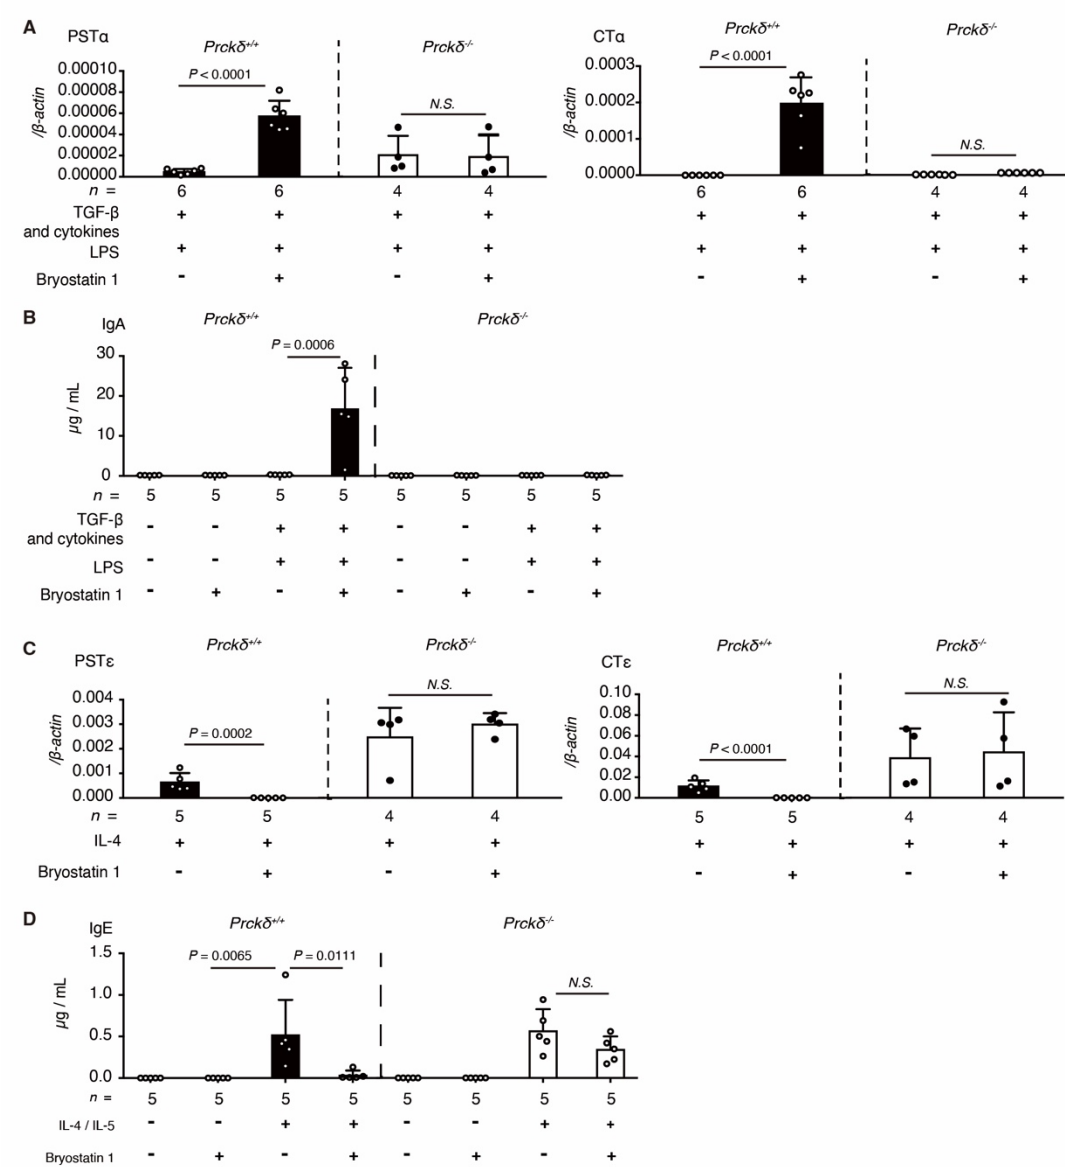

Supplemental Figure 7. Effect of Bryostat 1 in expression of class switching-related transcripts and production of antibody

(A) Expression of PST α and CT α in cultured mouse wild-type ($n = 6$) and *Prckd*^{-/-} ($n = 4$) B cells. (B) Production of IgA in the supernatant of cultured wild-type and *Prckd*^{-/-} B cells ($n = 5$). (C) Expression of PST ϵ and CT ϵ in cultured

81 mouse wild-type ($n = 5$) and *Prckd*^{-/-} ($n = 4$) B cells. (D) Production of IgE in the
82 supernatant of cultured wild-type and *Prckd*^{-/-} B cells ($n = 5$). Statistical analysis
83 was performed by unpaired Student's t test (A and C) and one-way ANOVA with
84 Tukey's multiple comparisons test (B and D). Data are expressed as mean $\pm$
85 S.D. in (A-D).
86

Fig. S8

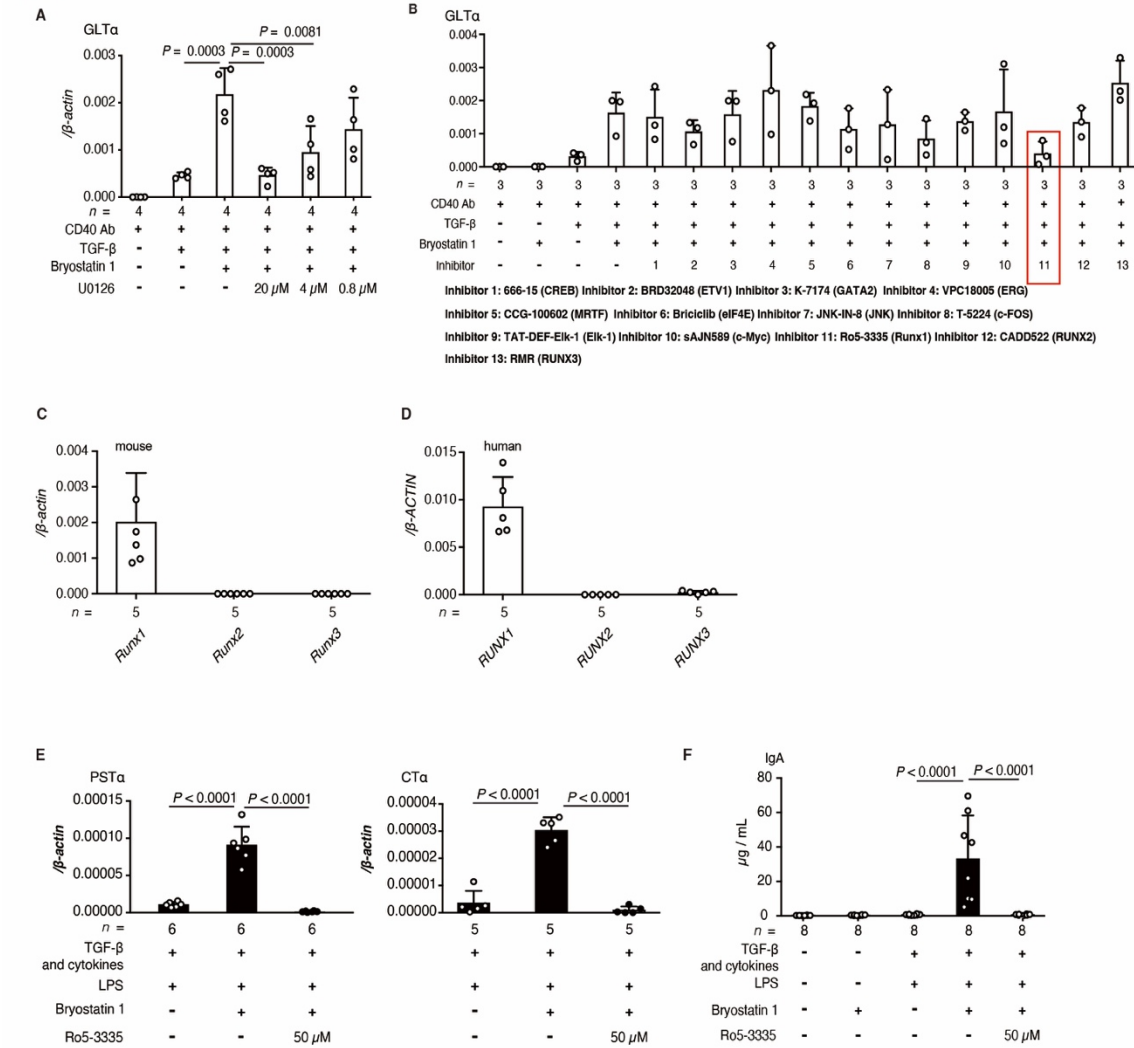

Supplemental Figure 8. Identification of Bryostatin 1-reacting transcription

factor for expression of GLTα.

(A) Expression of GLTα in cultured mouse B cells with indicated stimulation.

MEK1/2 inhibitor (U0126) was pretreated with indicated concentrations before

stimulation of Bryostatin 1 (n = 4). (B) Expression of GLTα in cultured mouse B

cells with indicated stimulation (n = 3). Inhibitors of transcription factor in

downstream signaling of ERK1/2 were pretreated before stimulation of

Bryostatin 1. (C and D) Expression of RUNX family in isolated B cells (C: mouse $n = 5$, D: human $n = 5$). (E) Expression of $PST\alpha$ ($n = 6$) and $CT\alpha$ ($n = 5$) in cultured mouse B cells with or without Ro5-3335. (F) Production of IgA in the supernatant of cultured B cells ($n = 8$). RUNX1 inhibitor was pretreated before stimulation of Bryostatin 1. Statistical analysis was performed by one-way ANOVA with Tukey's multiple comparisons test (A and E-F). Data are expressed as mean $\pm$ S.D. in (A-F).

Fig. S9

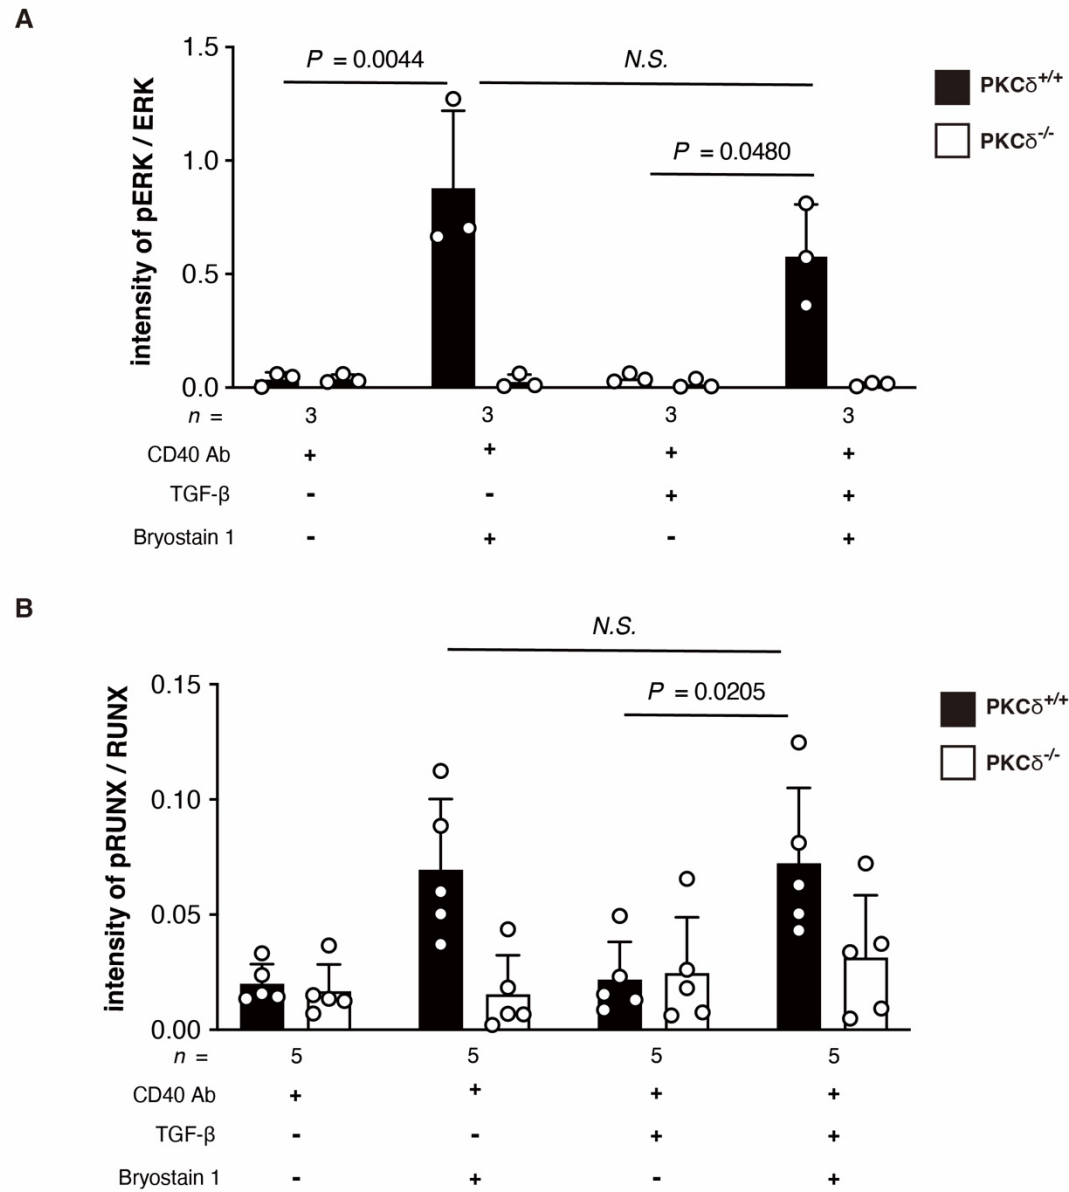

Supplemental Figure 9. Bryostatin 1 induces IgA class-switching through ERK and RUNX1 phosphorylation.

(A) Band intensity was determined by Odyssey imaging system. Ratio of phosphorylated ERK and ERK intensity ($n = 3$). (B) Ratio of phosphorylated RUNX1 and RUNX1 intensity ($n = 5$). Statistical analysis was performed by one-

111 way ANOVA with Tukey's multiple comparisons test (A-B). Data are expressed
112 as mean $\pm$ s.d. in (A-B).
113

Fig. S10

A

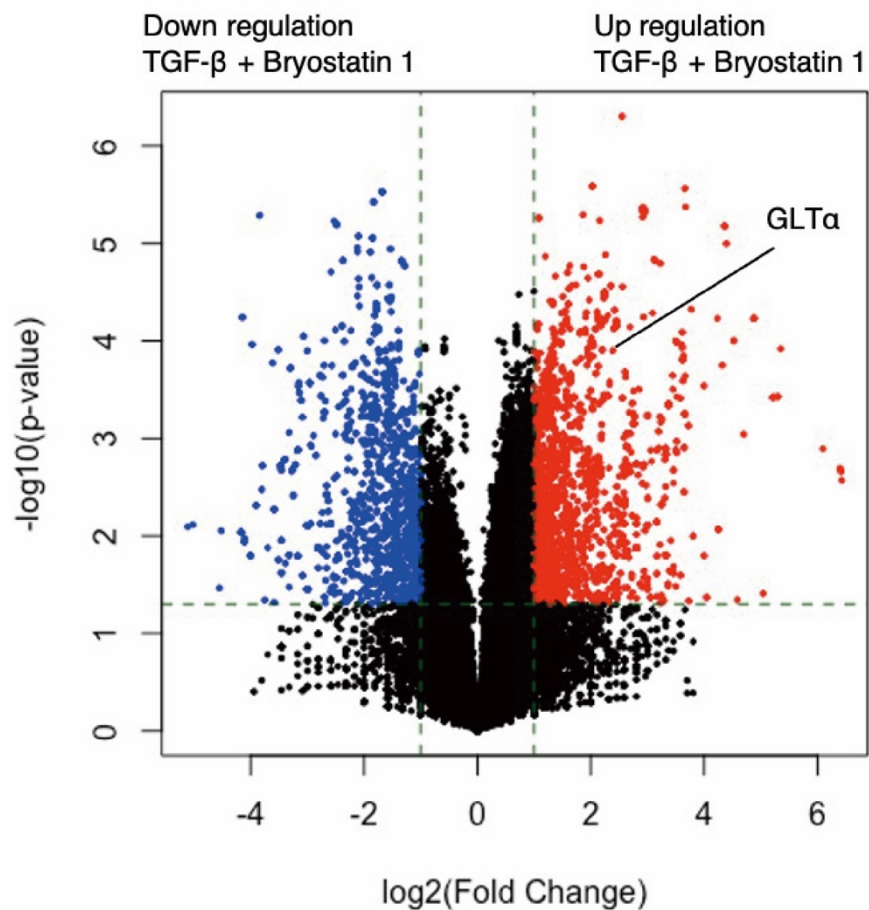

Supplemental Figure 10. Treatment of Bryostatin 1 show different type gene expression pattern compared with TGF- β alone.

(A) Volcano plot of differentially expressed genes in bulk RNA sequencing of TGF- β stimulated B cells cultured with or without Bryostatin 1.

Fig. S11

A

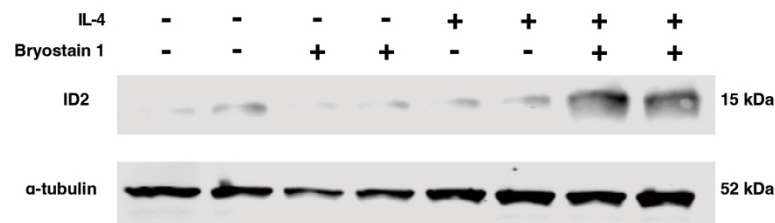

B

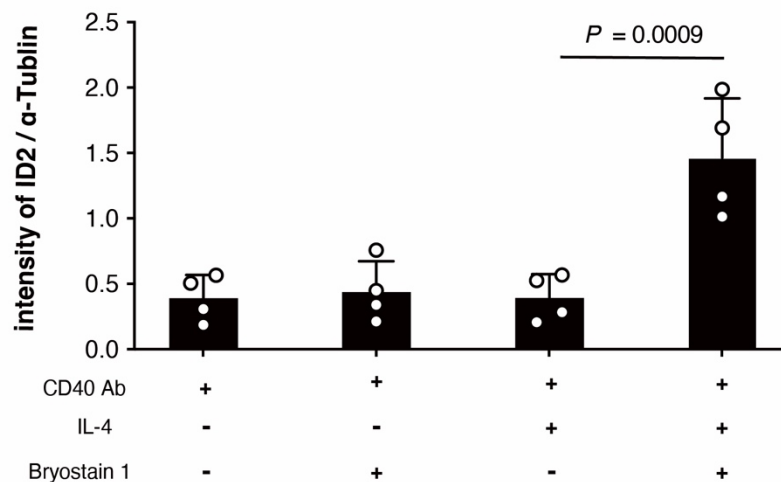

Supplemental Figure 11. Bryostatin 1 induces ID2 expression at protein level.

(A) Representative image of Immunoblot analysis of ID2 and α -tubulin in B cells.

(B) Band intensity was determined by Odyssey imaging system. Ratio of ID2 and α -tubulin intensity. Statistical analysis was performed by one-way ANOVA with Tukey's multiple comparisons test ($n = 4$). Data are expressed as mean $\pm$ s.d. in (B).

Fig. S12

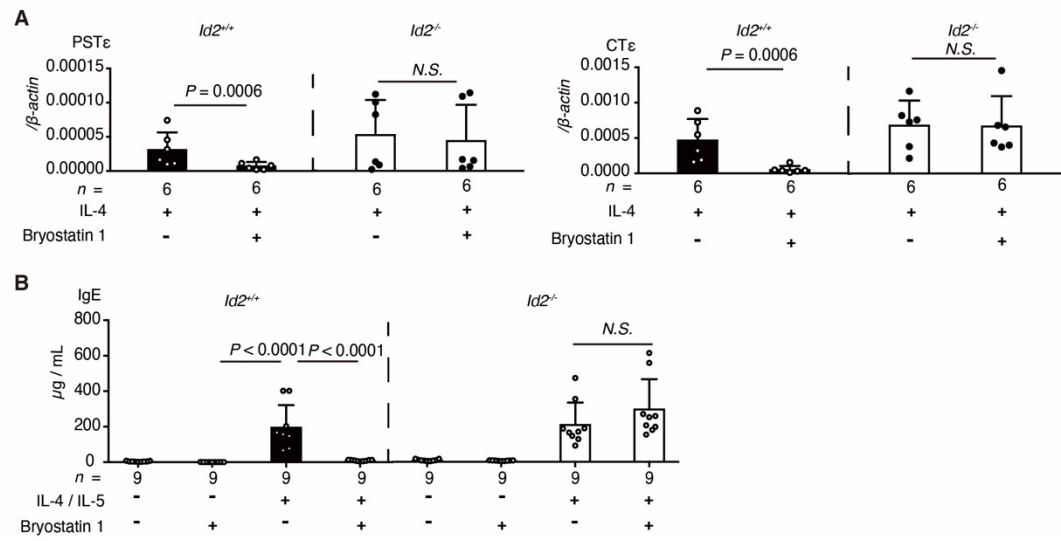

Supplemental Figure 12. Bryostatin 1 suppresses IgE class-switching

through ID2 expression.

(A) Expression of PST ϵ and CT ϵ in cultured wild-type and *Id2*^{-/-} (*n* = 6) B cells.

(B) Production of IgE in the supernatant of cultured wild-type and *Id2*^{-/-} B cells

(*n* = 9). Statistical analysis was performed by unpaired Student's t test (A) and

one-way ANOVA with Tukey's multiple comparisons test (B). Data are

expressed as mean $\pm$ S.D. in (A-B).

Fig. S13

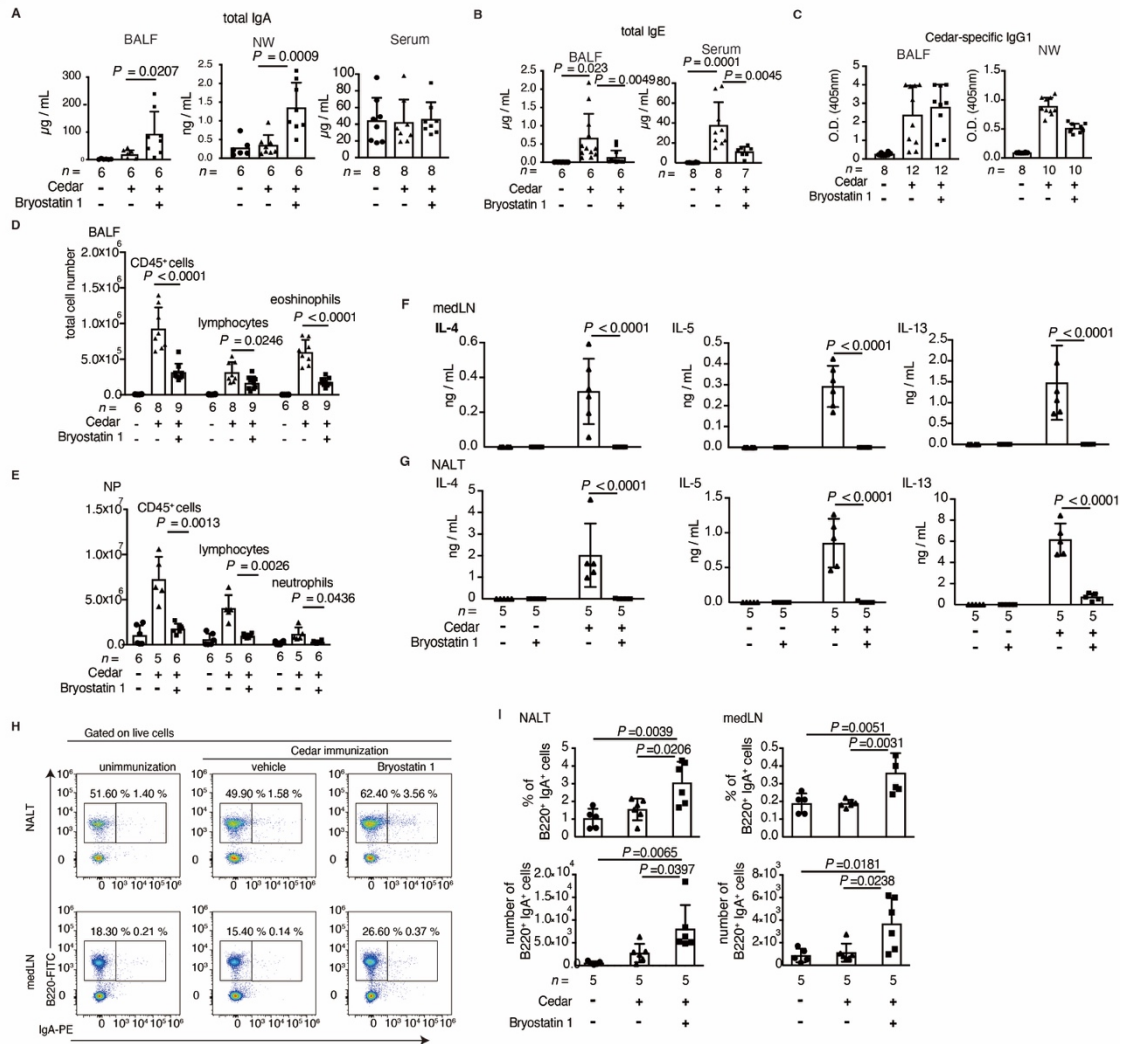

Supplemental Figure 13. Bryostatin 1 ameliorates cedar pollen-induced hay fever.

(A) Total IgA in the BALF, NW and serum ($n = 7-10$). (B) Total IgE in the BALF and serum ($n = 7-9$). (C) Cedar pollen-specific IgG1 in the BALF and NW ($n = 8-12$). (D and E) The number of indicated immune cells in the BALF and NP (D: BALF, E: NP) ($n = 5-9$). (F and G) Cytokines production from restimulated medLN cells and NALT cells with cedar pollen (F: medLN, G: NALT) ($n = 5$). (H)

147 Representative plots of IgA⁺ B220⁺ cells from NALT and medLN in indicated *in*
148 *vivo* condition. (I) Frequency and absolute number of IgA⁺ B220⁺ cells in the
149 NALT and medLN ($n = 5$). Statistical analysis was performed by one-way
150 ANOVA with Tukey's multiple comparisons test (A-E and I) or unpaired
151 Student's *t* test (F-G). Data are expressed as mean $\pm$ S.D. in (A-G and I).

152

153

154

155

Fig. S14

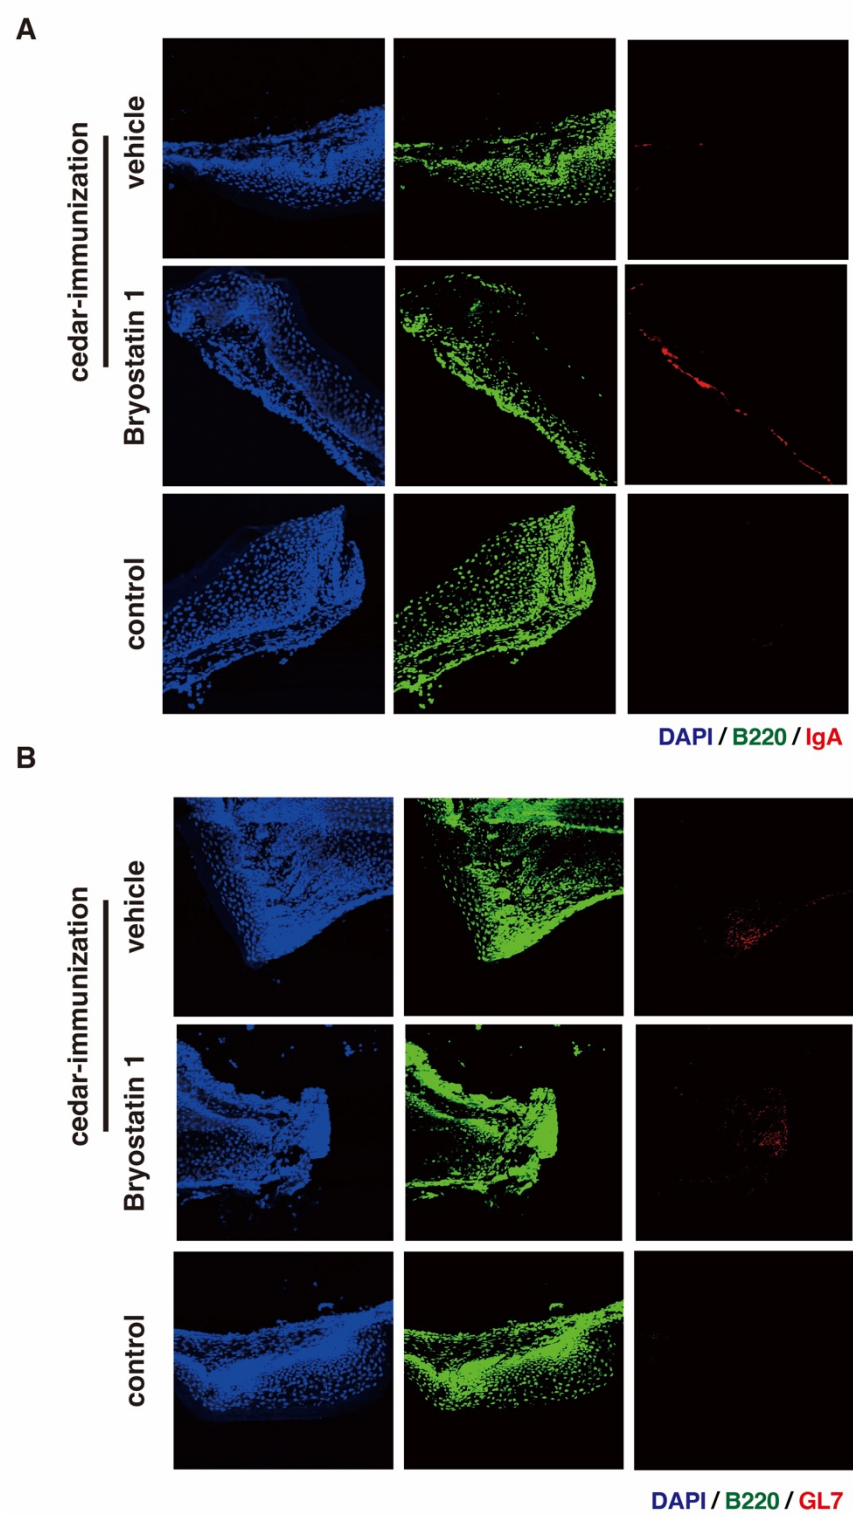

156

157 **Supplemental Figure 14 Bryostatin 1 induce IgA⁺ B cells, but does not**

158 **increased germinal center (GC) B cells in the NALT.**

159 (A) Representative images show the IgA⁺ B cells in the NALT stained with IgA
160 (red), B220 (green) and DAPI (blue). (B) Representative images show the GC
161 areas in the NALT stained with GL7 (red), B220 (green) and DAPI (blue).

162

163

Fig. S15

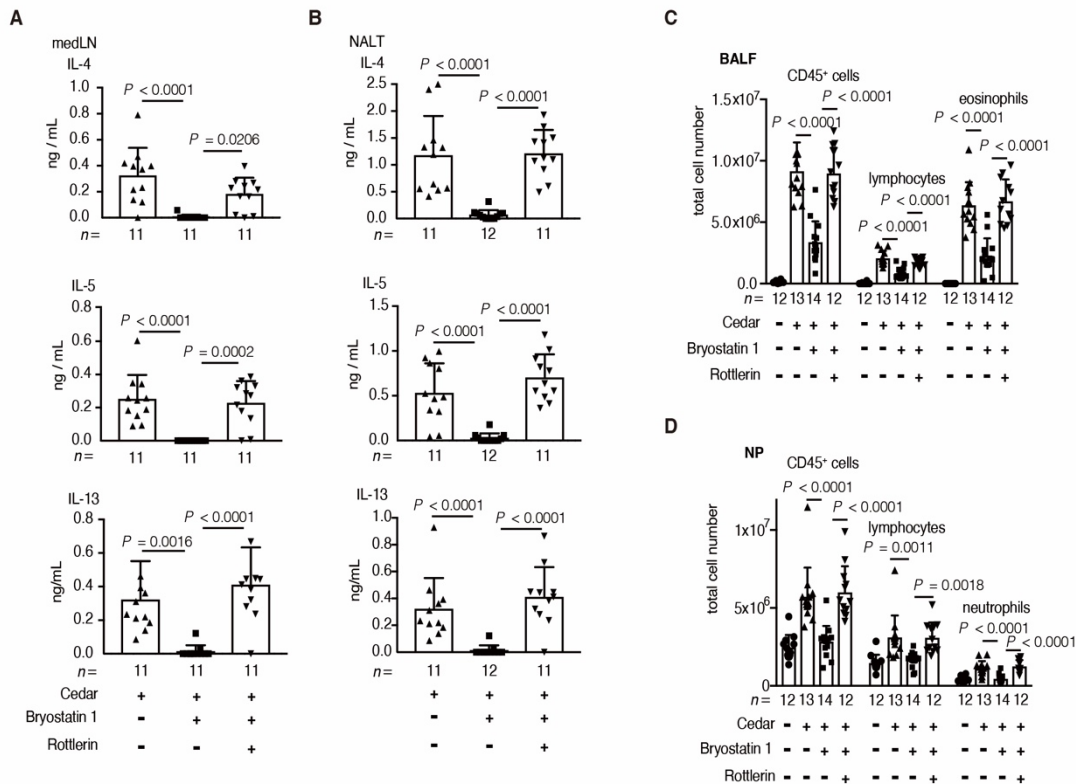

Supplemental Figure 15. Loss PKC δ signaling induces high susceptibility to cedar pollen-induced hay fever.

(A and B) Cytokine production from restimulated medLN cells and NALT cells with cedar pollen (A: medLN, B: NALT) ($n = 11-12$). (C and D) The number of indicated immune cells in the BALF and NP (C: BALF, D: NP) ($n = 12-14$). Statistical analysis was performed by one-way ANOVA with Tukey's multiple comparisons test (A-D). Data are expressed as mean $\pm$ S.D. in (A-D).

Fig. S16

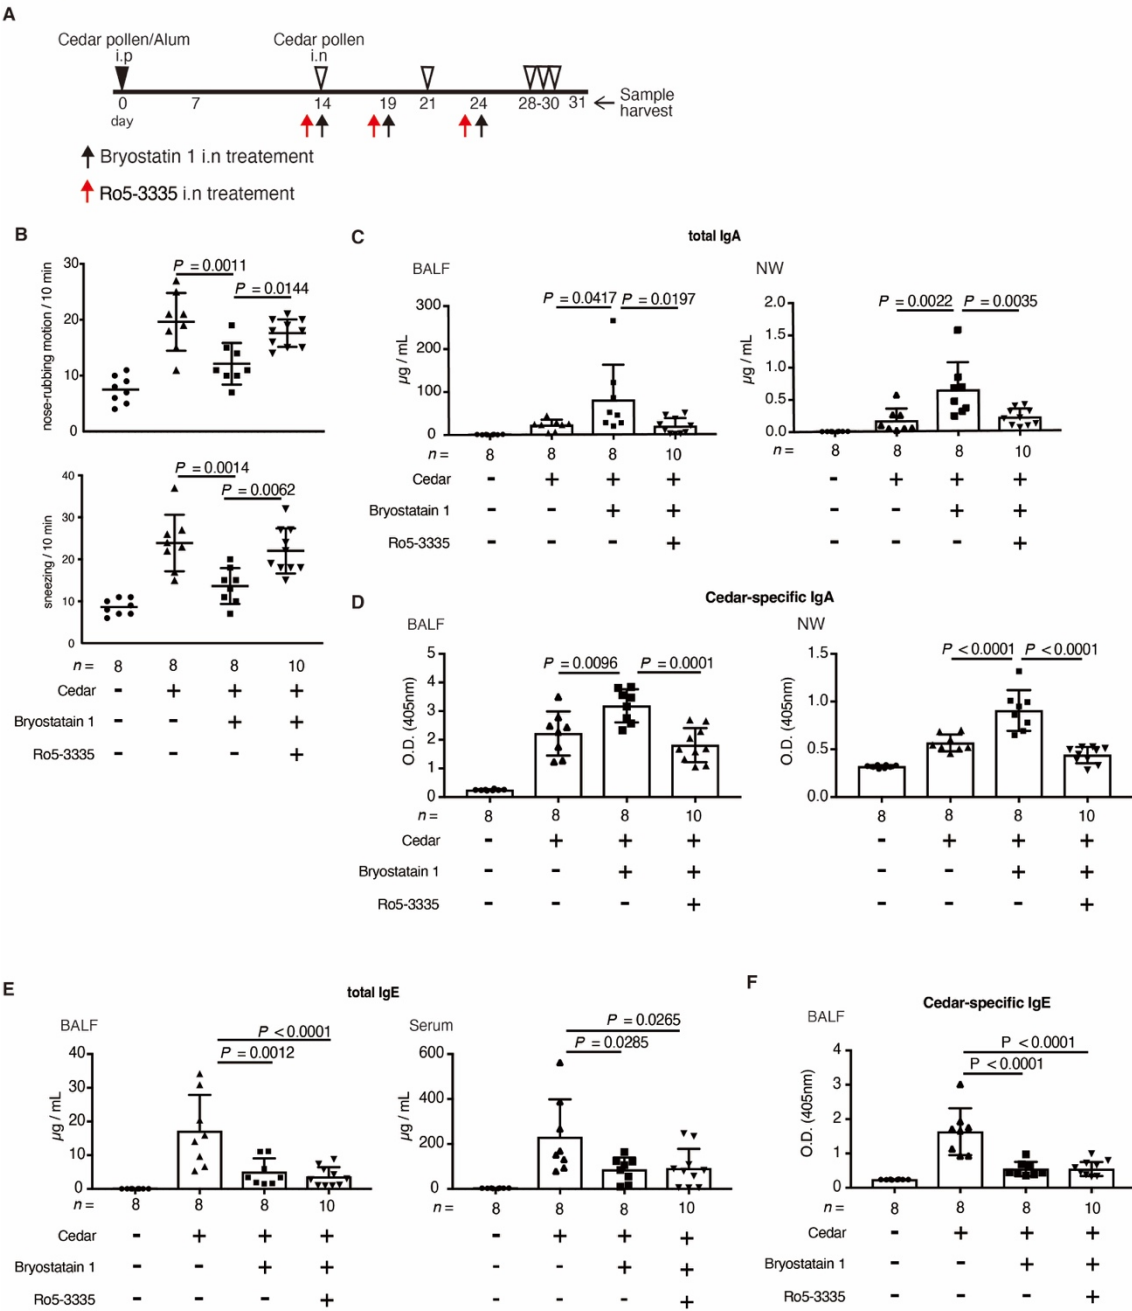

Supplemental Figure 16 Enhancement of IgA production induced by

Bryostatin 1 in a RUNX1-dependent manner.

(A) A scheme of cedar pollen-induced hay fever model mice with or without

treatment with RUNX1 inhibitor (Ro5-3335). (B) The rate of nose-rubbing

178 motion and sneezing mediated by the administration of cedar pollen via the
179 intranasal route ($n = 8-10$). (C-D) Total and cedar pollen-specific IgA (C: total,
180 D: cedar pollen-specific) ($n = 10$). (E-F) Total and cedar pollen-specific IgE (D:
181 total, E: cedar pollen-specific) ($n = 10$). Statistical analysis was performed by
182 one-way ANOVA with Tukey's multiple comparisons test (B-F). Data are
183 expressed as mean $\pm$ s.d. in (B-E).

184

Fig. S17

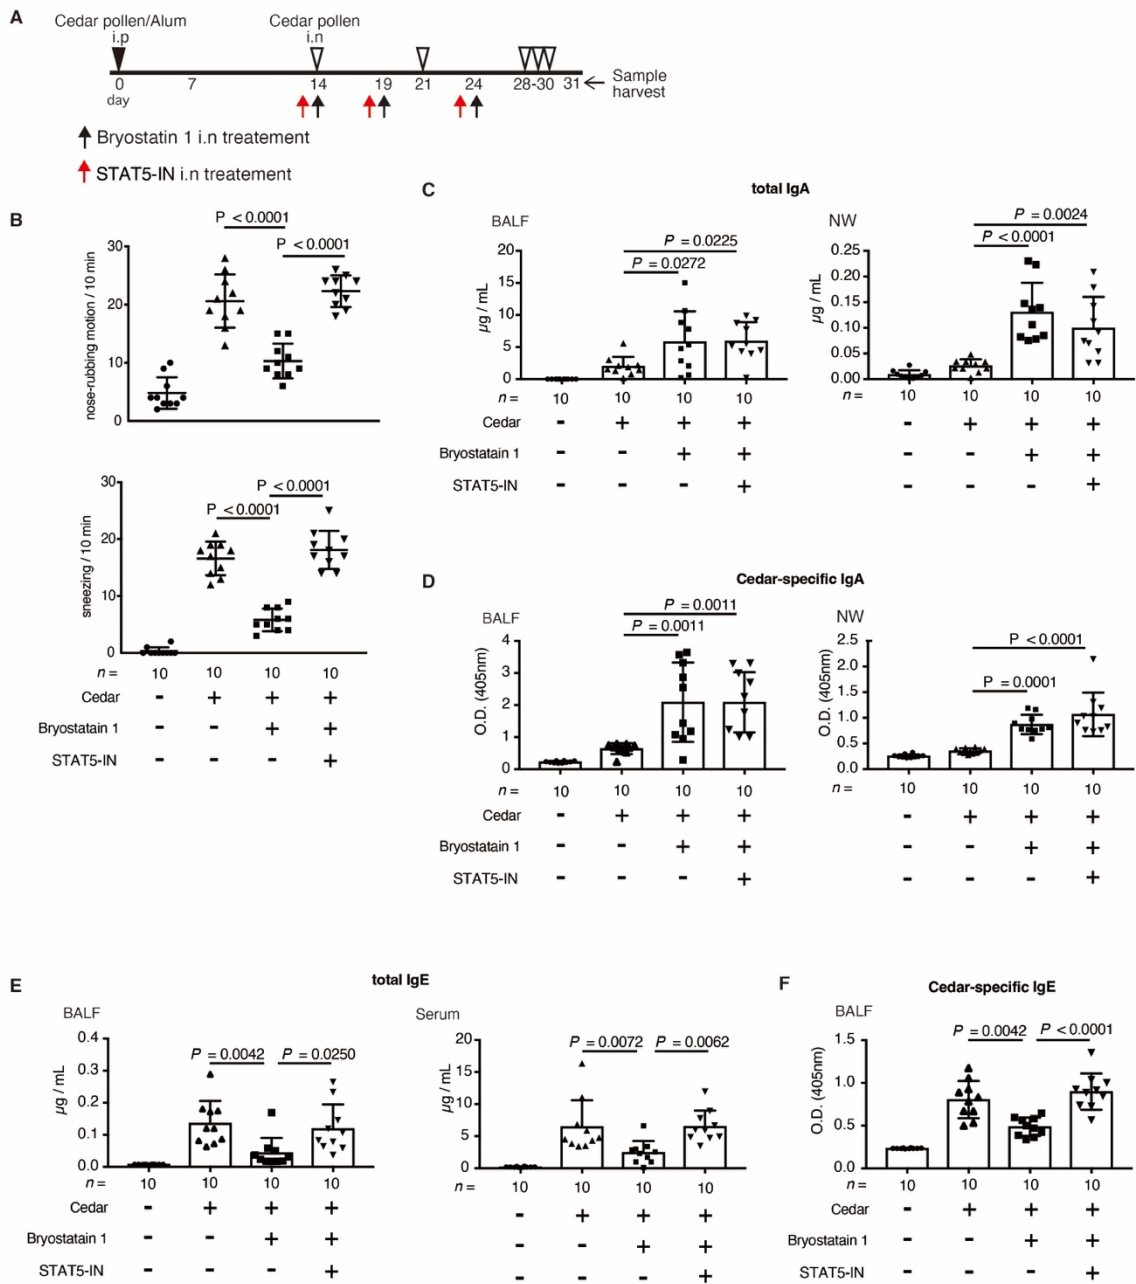

Supplemental Figure 17 Suppression of IgE production induced by

Bryostatin 1 in a STAT5-dependent manner.

(A) A scheme of the study in cedar pollen-induced hay fever model mice with or

without treatment with STAT5 inhibitor (STAT5-IN). (B) The rate of nose-rubbing

190 motion and sneezing mediated by the administration of cedar pollen via the
191 intranasal route ($n = 12$). (C and D) Total and cedar pollen-specific IgA (C: total,
192 D: cedar pollen-specific) ($n = 12-13$). (E-F) Total and cedar pollen-specific IgE
193 (E: total, F: cedar pollen-specific) ($n = 12-13$). Statistical analysis was performed
194 by one-way ANOVA with Tukey's multiple comparisons test (B-F). Data are
195 expressed as mean $\pm$ S.D. in (B-F).

196

197

Fig. S18

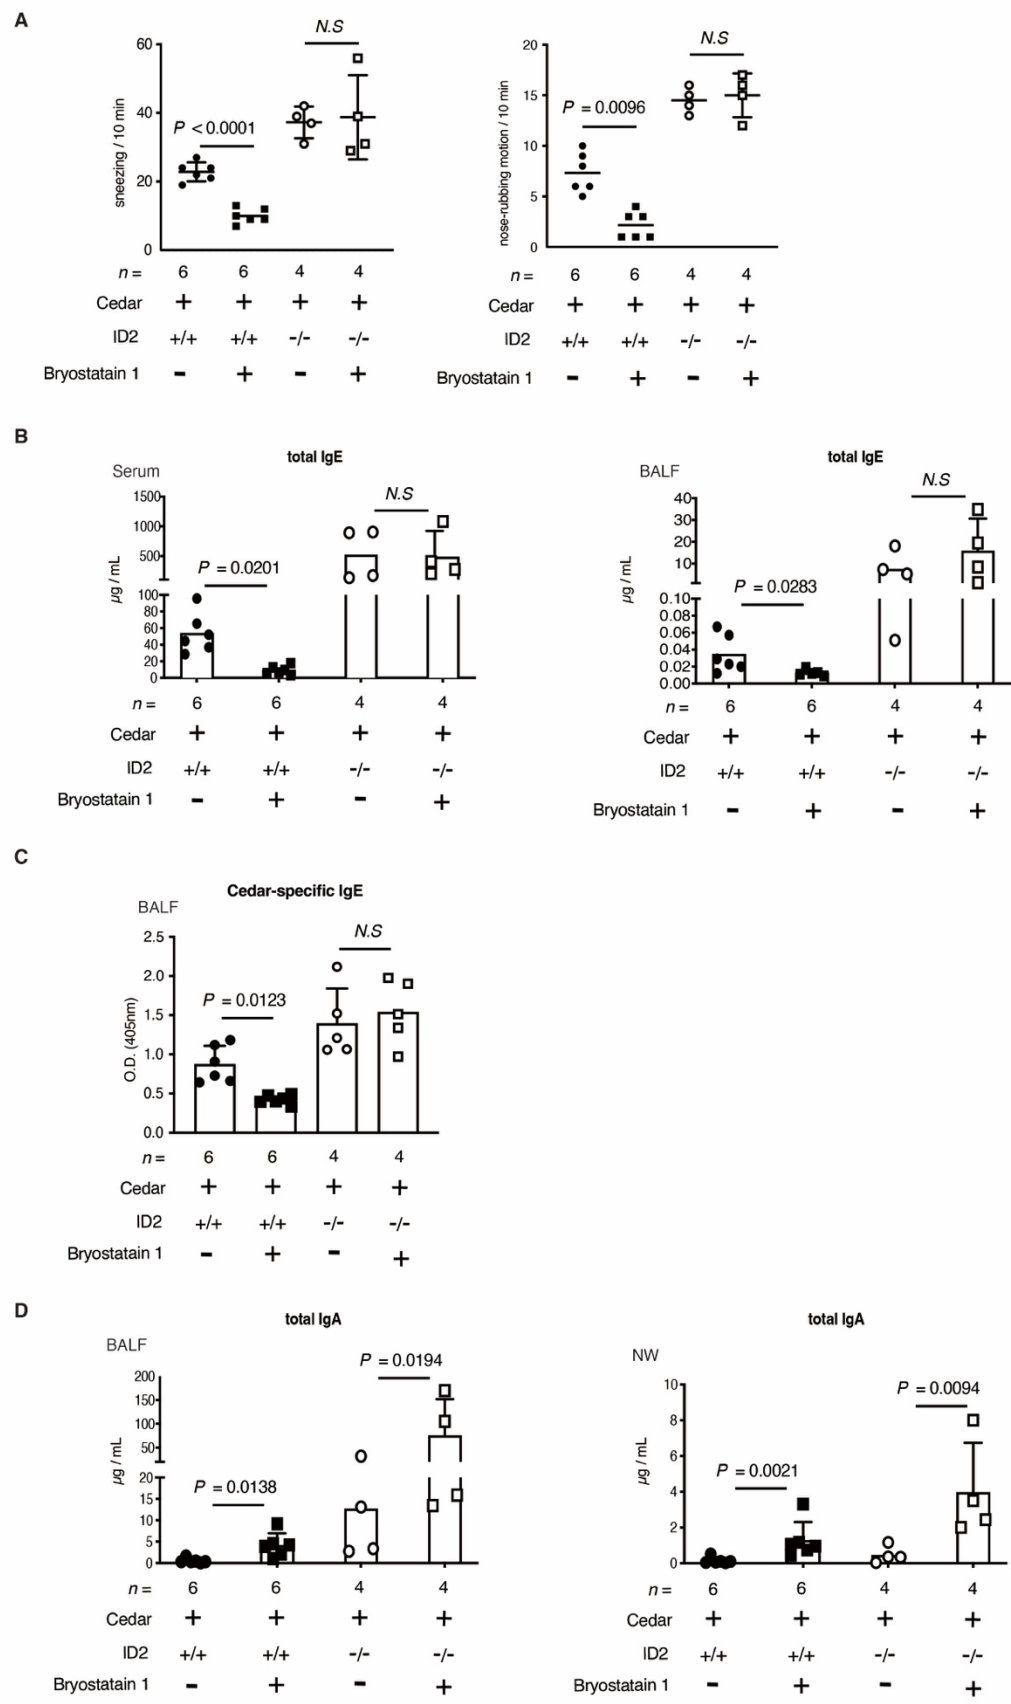

Supplemental Figure 18 Suppression of IgE production induced by

Bryostatin 1 in an ID2-dependent manner.

(A) The rate of nose-rubbing motion and sneezing mediated by the administration of cedar pollen via the intranasal route in wild-type and Id2-deficient mice ($n = 4-6$). (B-C) Total and cedar pollen-specific IgE (B: total, C: cedar pollen-specific) ($n = C$). (D) Total IgA (D: total, E: cedar pollen-specific) ($n = 4-6$). Statistical analysis was performed by one-way ANOVA with Tukey's multiple comparisons test (B-D). Data are expressed as mean $\pm$ s.d. in (B-D).

Fig S19

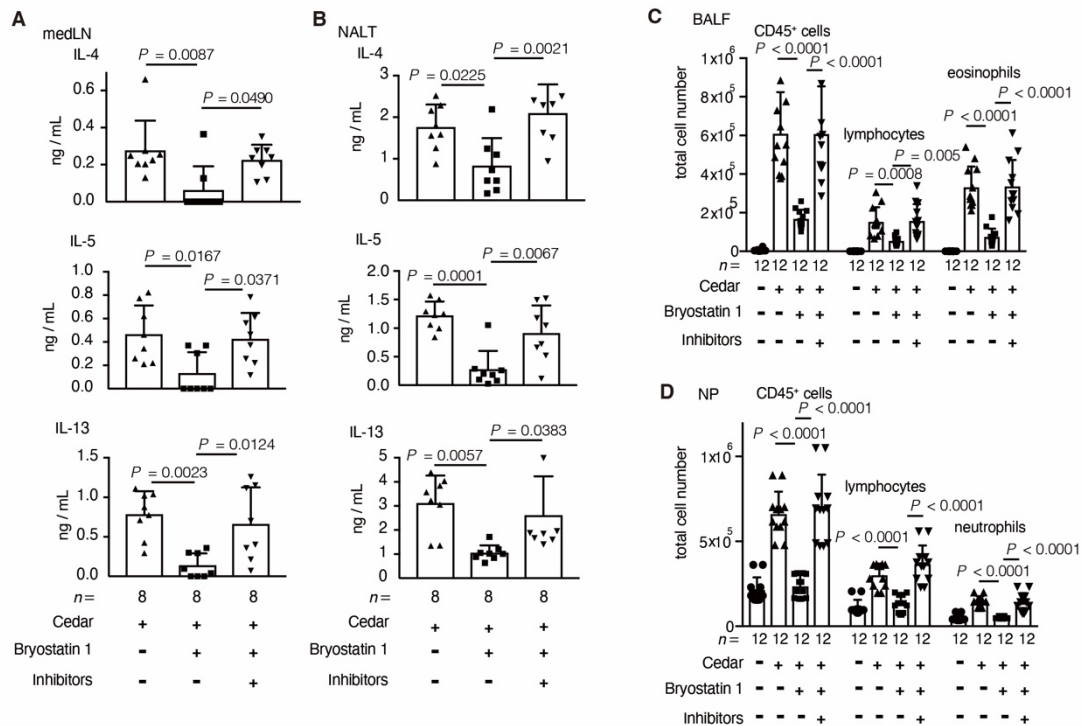

Supplemental Figure 19. Loss RUNX1 and STAT5 signaling induces high susceptibility to cedar pollen-induced hay fever.

(A and B) Cytokine production from restimulated medLN cells and NALT cells with cedar pollen (A: medLN, B: NALT) ($n = 8$). (C and D) The number of indicated immune cells in the BALF and NP (C: BALF, D: NP) ($n = 12$). Statistical analysis was performed by one-way ANOVA with Tukey's multiple comparisons test (A-D). Data are expressed as mean $\pm$ S.D. in (A-D).

Fig S20

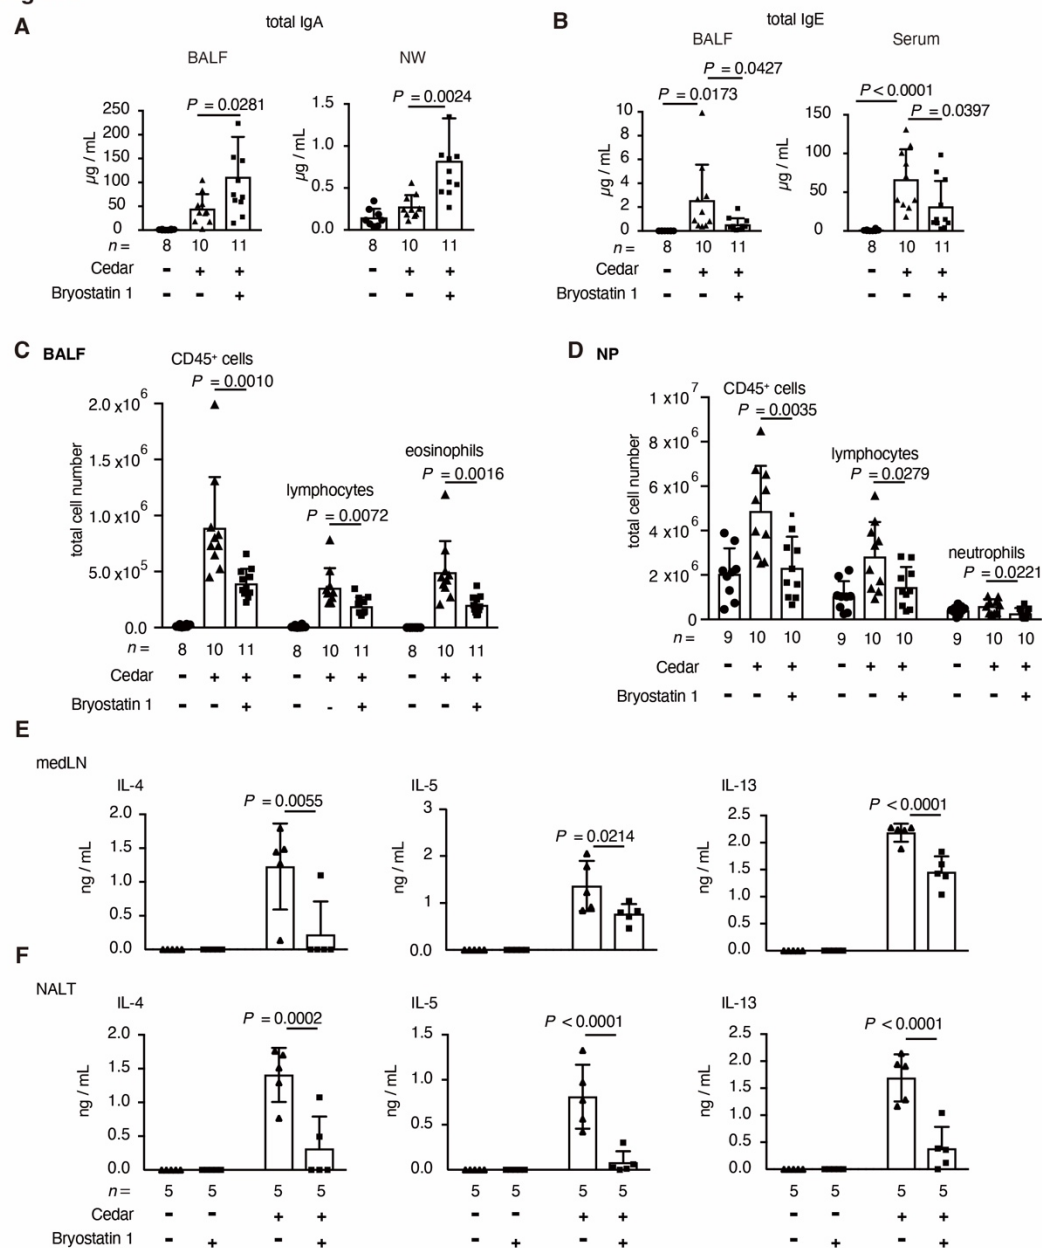

Supplemental Figure 20. Bryostatin 1 attenuated Th2 responses in cedar pollen-induced seasonal exposure hay fever model.

(A) Total IgA in the BALF and NW ($n = 8-11$). (B) Total IgE in the BALF and serum ($n = 8-11$). (C and D) The number of indicated immune cells in the BALF and NP (C: BALF, D: NP) ($n = 8-11$) (E and F) Cytokines production from

224 restimulated medLN cells and NALT cells with cedar pollen (E: medLN, F:
225 NALT) ($n = 5$). Statistical analysis was performed by one-way ANOVA with
226 Tukey's multiple comparisons test (A-D) or unpaired Student's t test (E-F). Data
227 are expressed as mean $\pm$ S.D. in (A-F).
228
229

# Supplementary material for: Regulation of selective class switching provides long-term therapeutic benefits for hay fever
**Source:** JCI Insight. 2025 Oct 21;10(23):e190240. doi: 10.1172/jci.insight.190240

Full unedited gel for Figure 3

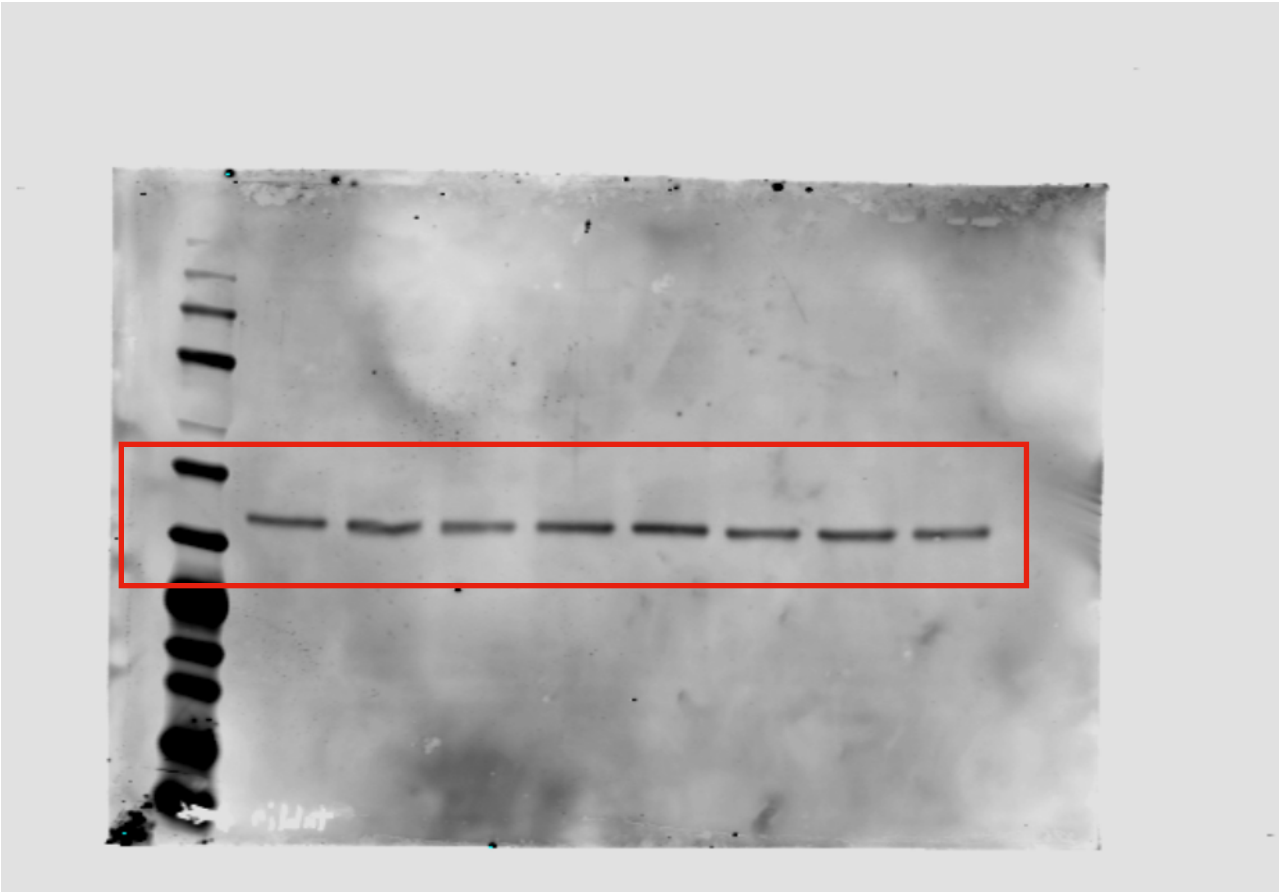

ERK
42 kDa

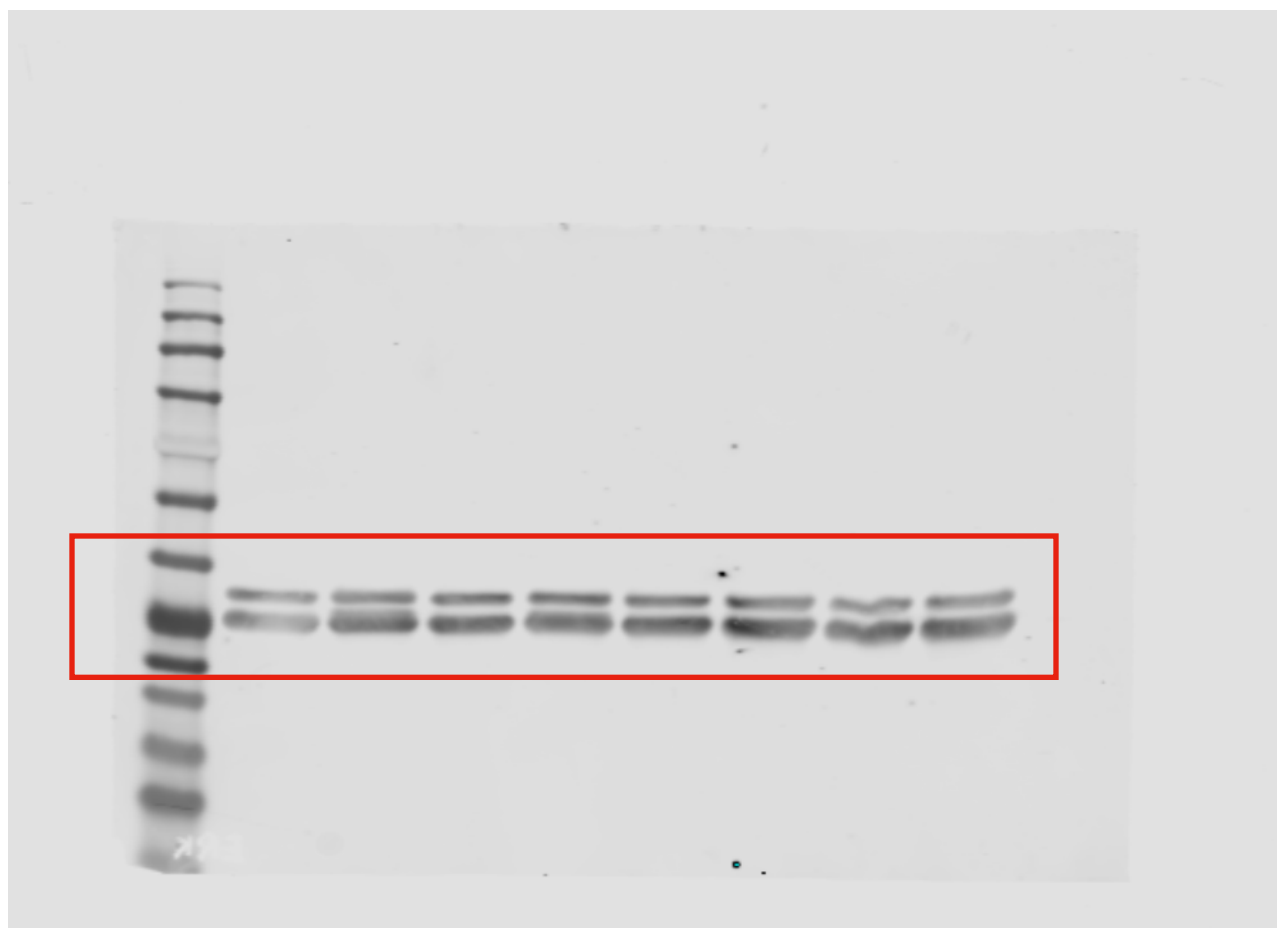

P-ERK
42 kDa

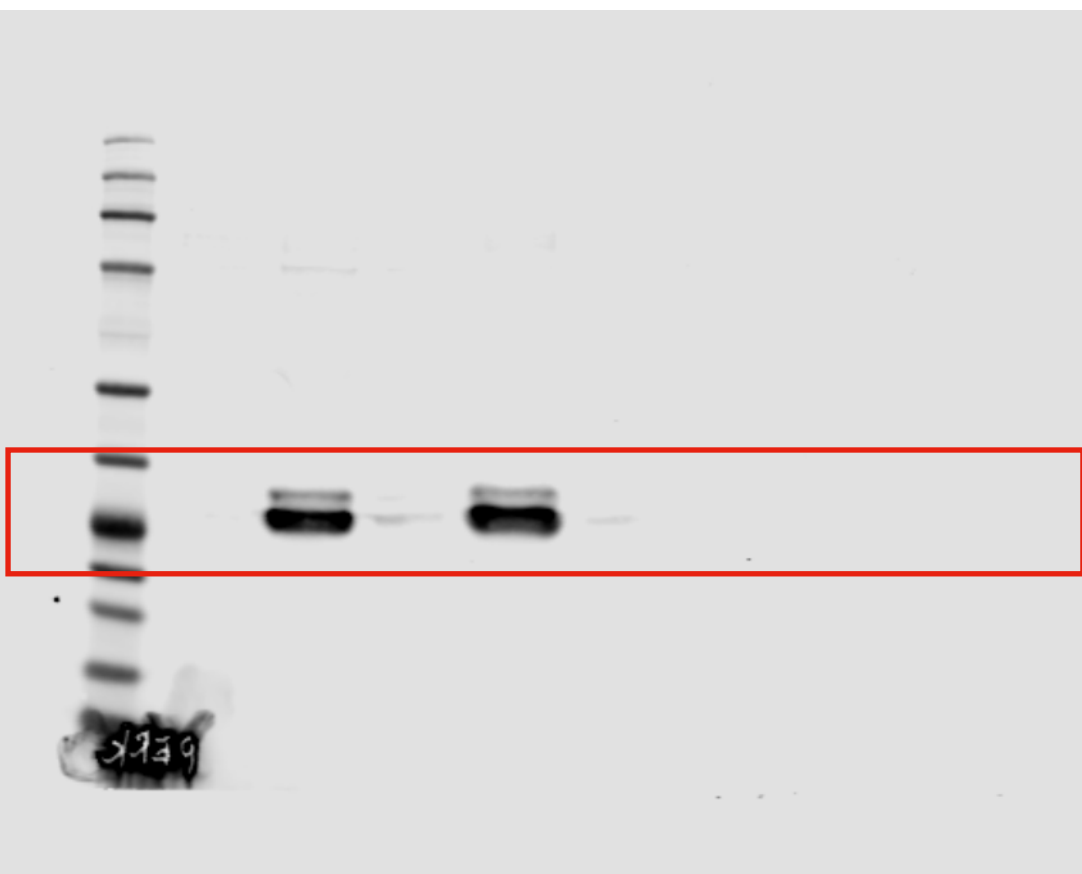

Full unedited gel for Figure 3

RUNX1
55 kDa

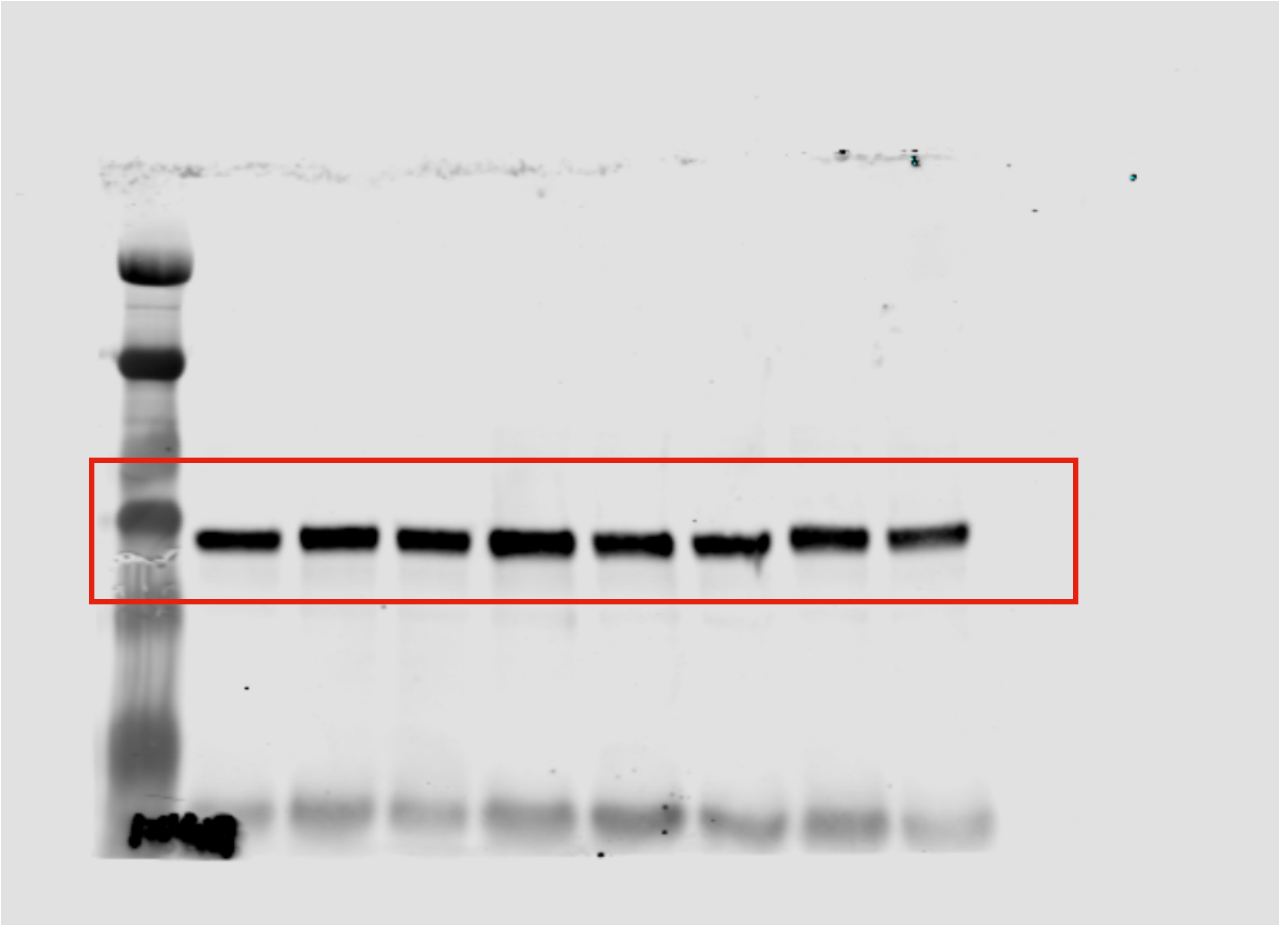

Full unedited gel for Figure 3

P-RUNX1
55 kDa

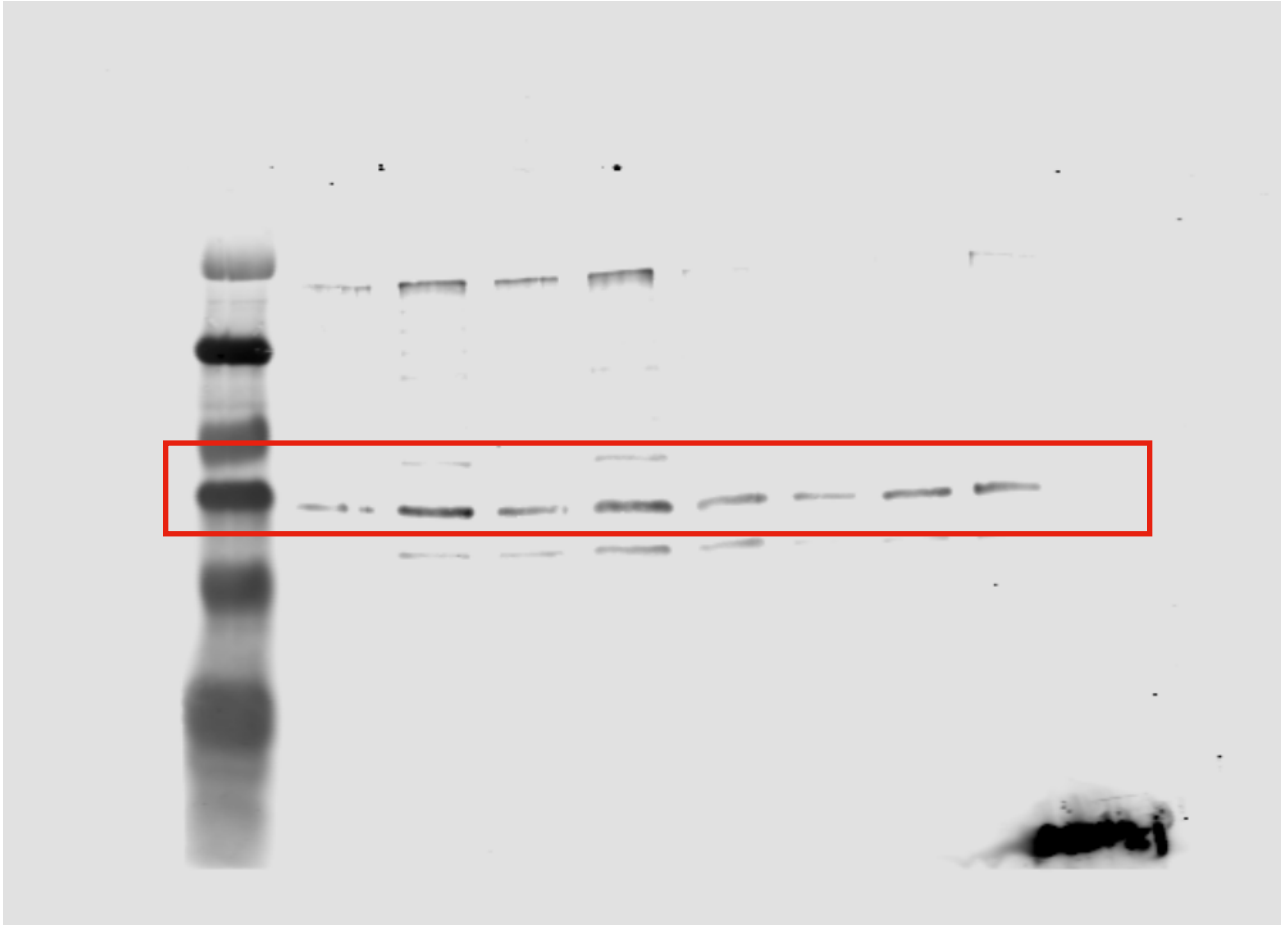

Full unedited gel for supplementary Figure 11

α -tubulin
52 kDa

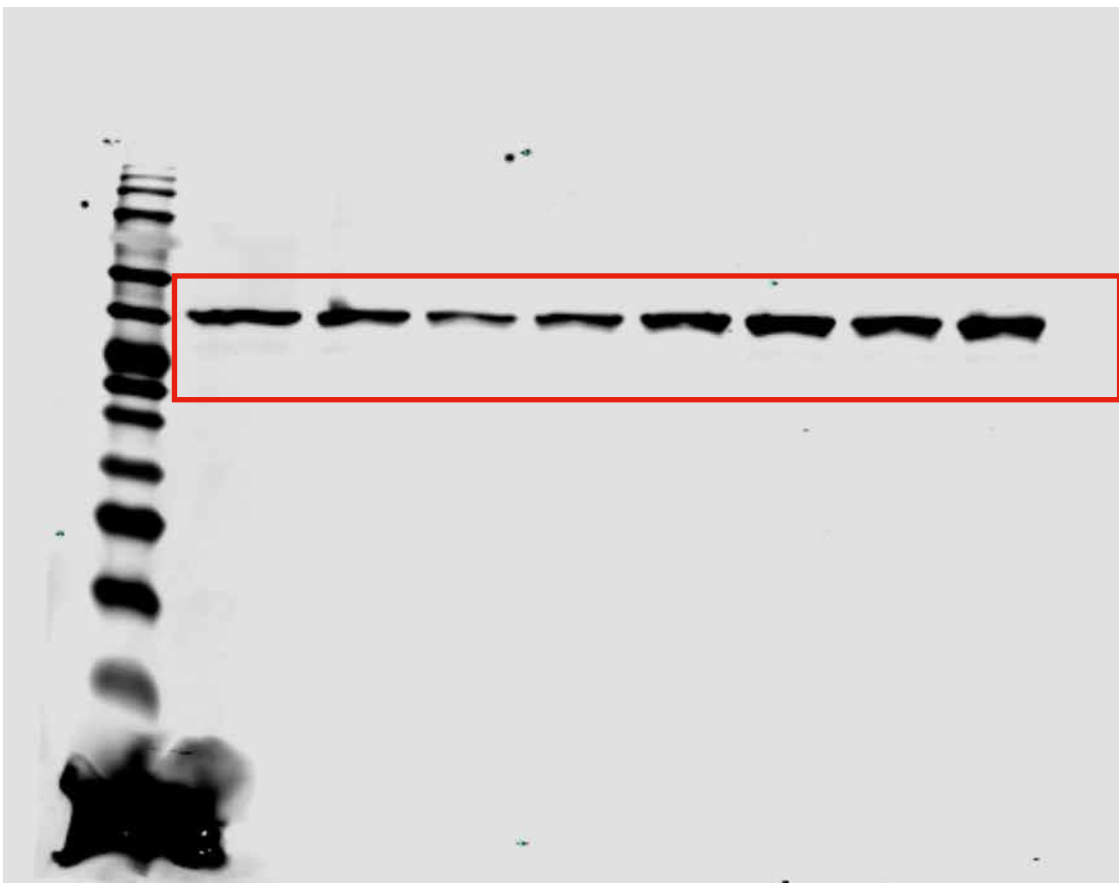

Full unedited gel for supplementary Figure 11

ID2
15 kDa

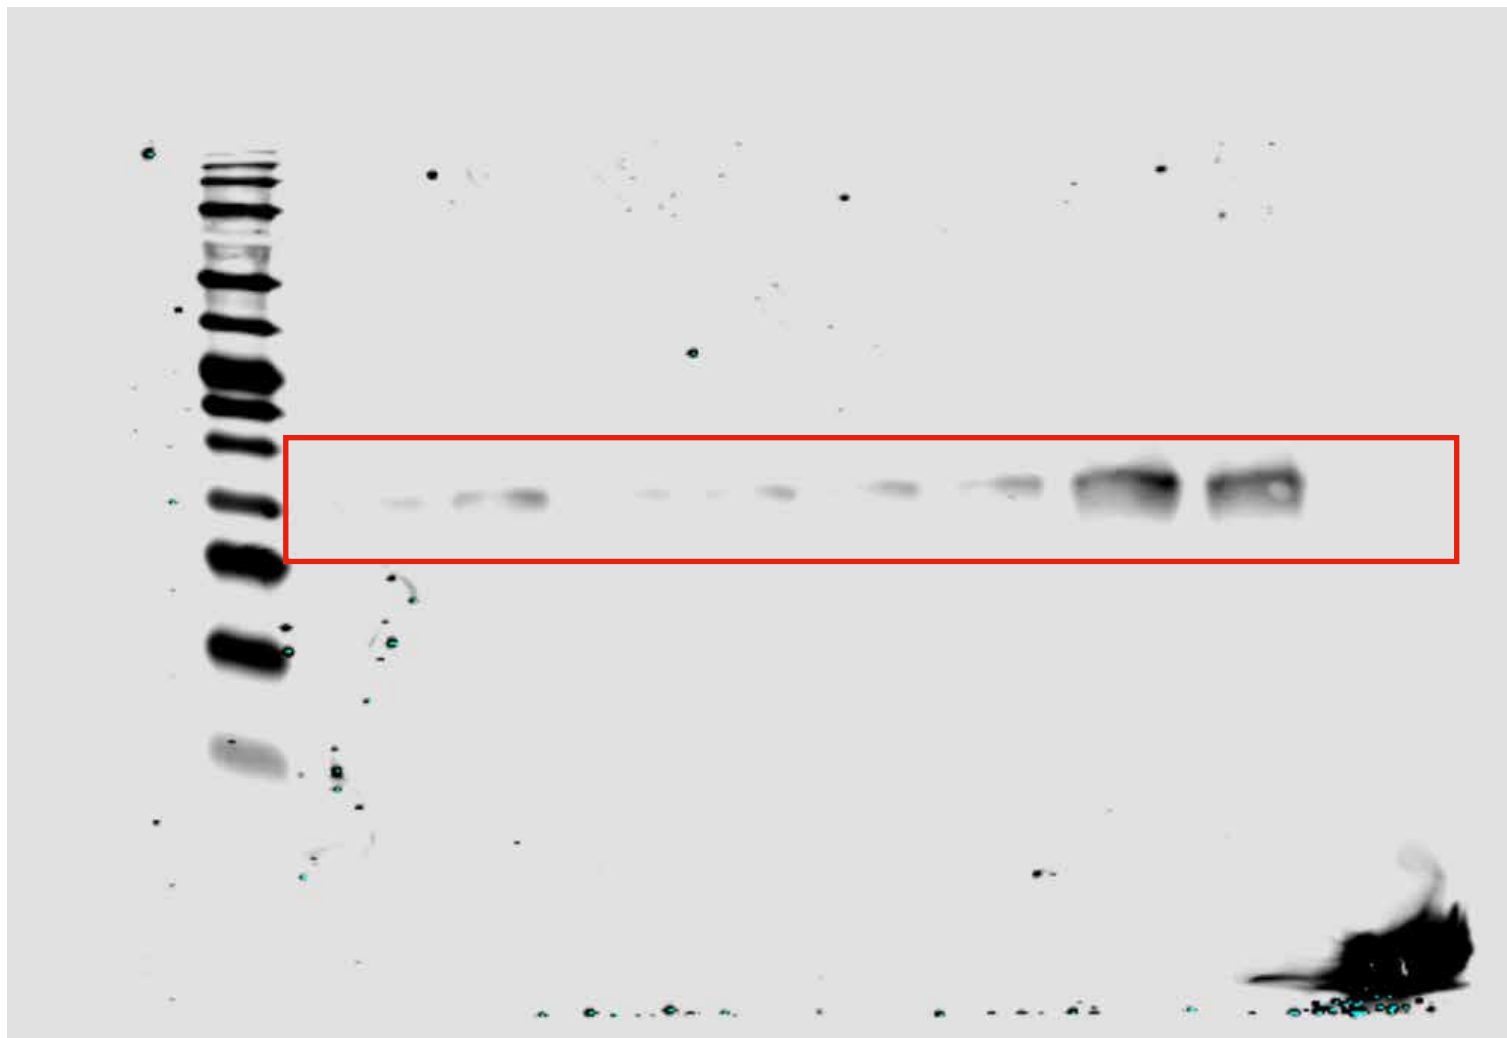

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

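RNA was measured in mouse splenic B cells cultured with anti-CD40 antibody and IL-4, in 3 samples without and 3 with bryostatin 1. The authors trimmed reads with cutadapt and sickle, mapped them with Hisat2, sorted them with Samtools and counted them with featureCounts, and the submitters' processing notes name cutadapt, HISAT2, SAMtools and featureCounts with no versions. The deposited table gives counts, as whole numbers per RefSeq transcript, next to the authors' log2 fold change, p-value and q-value from DEGES scaling in TCC and edgeR. The authors' p-values and q-values are per transcript row, and 43176 rows of the authors' deposited table have a q under 0.05.

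The design had been set for counts per gene, and the table holds counts per transcript. One row per gene, the row with the highest mean count, was used, since summing rows would count a read several times if rows share reads, which the sources do not state. Totals over all rows were not taken as depth for the same reason. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 13864. DEGES was written anew because TCC was not installed: TMM factors, an exact test, removal of genes at a false discovery rate of 0.1 with a floor of 5%, and TMM factors again, in 3 rounds. The test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with no covariate, 4 residual degrees of freedom and Benjamini-Hochberg adjustment, and genes were called at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of F. DESeq2 1.42.0 served as an alternative, and camera of limma 3.58.1 tested gene lists with a preset correlation of 0.01 and with an estimated one. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

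Of 32 gene lists with 528 symbols, fixed with the rule for named genes and the alternatives before the data were examined, 25 had the 5 tested members that camera was given. The genes named are Id2 and each gene in the paper's text that could be matched, the 12 largest rises and 12 largest falls among called genes with a mean of at least 5 CPM, no overlap between the groups and no predicted or clone name, and up to 4 called members of each list with the largest change. Genes named outside this rule, as Cd74, Pax5, Cish, Egr1, Fos, Tcf12, Prkcb, Ighm, Irf4, Bcl6 and Xbp1, were chosen from the lists after their values were seen. So were Socs1, Socs3, Egr2, Fosl2, Fosb, Jun, Hspa5 and Pdia4, which were not followed over the alternatives. Some genes that the rule takes are not reported here.

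On simulated counts with the means and library sizes of these samples, 13864 genes and 200 of them changed, edgeR's quasi-likelihood test called 54 of 67 genes changed 1.5-fold, 60 of 67 changed 2-fold and 66 of 66 changed 4-fold, and 16 of 13664 unchanged genes. Camera called 1 of 1 list with a planted rise and 0 of 30 without. The simulated genes varied independently of each other, and far fewer of them changed than were called in the data. The simulation therefore does not test camera on correlated genes, or the scaling where most genes change. Samples of one group differed by more than the sampling noise, with a chi-square per gene from 2.54 to 5.55, so none was taken as a copy of another; this does not show separate mice or cultures. Alternatives covered the scaling, the test, the filter, the replicate block, each sample left out, the threshold and, chosen after the table was seen, the unit of counting and the authors' p-values. Coordinates are not given because the genome build is not stated, and the TGF-β samples were not analysed here.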

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

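The levels for a closer look, at least 50 CPM in a group for a gene and at least 75% of 10 or more measured members called in one direction for a list, were set after the values had been seen, as were the tests on lineage transcripts, their bounds and the choice of the genes they cover, and the rule that weighed them together with the lists of other cell types. Dixon's test was not run, since each group has 3 samples.

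Among genes that the paper does not discuss, Nes had a log2 fold change of 6.75 and Il2ra of 5.32. Thy1 fell from 116 ± 6.44 to 5.22 ± 1.25 CPM (SD, n = 3), a log2 fold change of -4.46, and Ly6d from 441 ± 18.4 to 31.1 ± 1.49 CPM (SD, n = 3), a log2 fold change of -3.82. The log2 fold change was -4.52 for Ccr6, -4.08 for Pld4, -3.77 for Lad1 and -3.76 for Rflnb. Among gene lists, 21 of 22 genes of antigen presentation were lower. Of 22 genes of cholesterol and fatty acid synthesis, 17 were lower and 2 higher (the same when adjusted over the list alone), with Insig1 at a log2 fold change of -0.56; the adjusted p from limma's camera was 0.00041, and 0.271 with an estimated correlation.

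Several genes near 0 with IL-4 alone rose with bryostatin 1, and RNA from cells of another type in the bryostatin 1 cultures is a candidate explanation. The highest median log2 fold change among lists of other cell types with at least 5 tested members was 2.58 (bootstrap standard error 1.54). It was in the NK and innate lymphoid list and is what was set down in advance for such cells. Only 5 of the 11 members of that list were tested. Gzma, Gzmb and Il18rap, with at most 11 counts in an IL-4 sample, passed the filter through the bryostatin 1 samples, which favors a high median. For Il2ra, T, NK or red blood cells are argued against: the summed counts of 9 of their lineage transcripts, CD3 chains, Nkg7, Klrd1, Ncr1, alpha globins and Alas2, reached at most 0.78% of the Il2ra count in a bryostatin 1 library. For genes with few counts, T or NK cells stay open, since these sums rose too, from 8, 4 and 8 counts with IL-4 to 34, 16 and 22 with bryostatin 1, and made at least 20.6% of the counts of Gzma, Gzmb and Trac together in a bryostatin 1 library. The kit used to isolate the B cells is meant to remove such cells before culture, and how pure the sequenced cultures were was not measured here; other cell types stay open as well, with a median of 0.29 (bootstrap standard error 0.79) in the monocyte list, and a response of the B cells themselves, the biological explanation the design gives, was not tested apart from these.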

How the results depend on the processing

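The alternatives on the unit of counting and on the authors' p-values were chosen after the table was seen. Id2 stayed higher and past the threshold under 19 alternatives, with log2 fold changes from 2.64 to 3.00 and adjusted p-values from edgeR, DESeq2 or the authors' table from 2.2e-92 to 6.9e-06. With one sample left out, 3708 to 3994 genes were higher and 3469 to 3792 lower, 837 to 865 and 601 to 698 lay past the volcano lines, 14 to 15 lists and 130 to 132 named genes were called, and Id2 lay between 2.64 and 3.00. DESeq2 called 3485 genes higher and 3388 lower, and total counts alone gave 4533 and 3548. Counts that moved by over 1.5 times were those with a log2 fold change past 1 required beside the adjusted p (841 higher and 623 lower), those past the volcano lines without a filter on low counts (1490 and 966) and, on the higher side, with at least 10 counts in each library (519). With each transcript row tested, 22305 rows were higher and 20714 lower, and 4444 and 3041 lay past the lines; more rows than genes were tested. With an estimated correlation camera called 0 lists, against 15, with 7 at an unadjusted p under 0.05; the cause was not tested. Among the other genes named and followed, over all alternatives 16 calls were lost, in Cd68, Ighg2b, Stat5b, Trac and Tcf12. Calls gained were 6, all in Map2k2, and no gene or list reversed. Apart from the estimated correlation, list calls were lost for apoptosis regulators, the ERK group, germinal center genes, NK markers and T cell markers. Whether replicate numbers pair the samples stays open with so few pairs. The deviations of same-numbered samples correlated at 0.145, 0.052 and 0.02, and those of other pairs at -0.1 to 0.051. IL-4 replicate 3 correlated best with bryostatin 1 replicate 2. With the replicate block 4273 genes were higher and 4020 lower, and no call of a named gene or list changed. Depth limits genes such as Fam71b, with at most 2 counts in an IL-4 sample.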

Differences from the paper's values

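The paper's Fig. 3F places the Id2 label at a log2 fold change of about 7.2, read by eye, and the value here is 2.80, or 6.97-fold on a linear scale; the axis of the figure is labelled as log2. The alternatives set before the data were examined gave 2.64 to 3.00, and none of them reached the paper's value. In the authors' deposited table Id2 has a log2 fold change of 2.79 and a p of 1.46e-72. Rows with a log2 fold change between 7.1 and 7.3 number 2 in the authors' deposited table, both of Cntnap2. Their p-values from the authors' edgeR test, 3.21e-38 and 9.79e-39, are far smaller than that of the label, so they do not match its place either. The label lies at a −log10 p of about 5.6 in Fig. 3F, read by eye, and the value here is 11.9, with 9.9 to 93.5 under the same alternatives, none of which reached it. With counts summed over the rows of a gene, an alternative chosen after the table was seen, it was 6.4, while the log2 fold change stayed at 2.80. Id2 has a single row in the deposited table, so summing left its own counts as they were. What lowered the value was not tested, and summing does not account for the place in the figure. For the RT-qPCR of Fig. 4A, made on other cultures, the paper's values give an Id2 log2 fold change of 3.87 (spread 0.58, computed here from the SDs of the paper's log2 values, n = 5), against 2.80 here, and no alternative set before the data were examined closed the gap. The paper's RT-qPCR values for Fig. 3G give 3.77 with a spread of 1.39 computed in the same way (n = 7), which holds the value here; both spreads were computed for this comparison, since the paper states none on that scale.

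The paper reports no effect on IgG1 switching or on GLTγ2b and GLTγ3. In the RNA sequencing of IL-4-stimulated B cells, the log2 fold change was 0.70 for Ighg1, -0.41 for Ighg2b and -0.46 for Ighg3, each past the threshold in edgeR, with Ighg2b not called in DESeq2 (adjusted p = 0.055). These counts cover the constant regions and do not separate germline from switched transcripts. The paper's lower GLTε and higher Id2 with bryostatin 1 run in the same direction as Ighe (-2.28) and Id2 here.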

Other observations

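The tests on the Ighe to Ighg1 ratio, on opposite calls among constant genes and on other splits for the volcano lines were chosen after the results had been seen.

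The heavy-chain constant genes moved in both directions. Ighe fell from 312 ± 15.4 to 64.3 ± 3.32 CPM (SD, n = 3), a log2 fold change of -2.28 (standard error 0.05, adjusted p = 3.7e-17 from edgeR), and Ighd and Ighm had log2 fold changes of -2.79 and -0.43. Ighg1 rose from 481 ± 11.5 to 778 ± 18.4 CPM and Igha from 3.55 ± 0.298 to 9.47 ± 3.66 CPM (SD, n = 3). Of 8 measured members, 2 were higher and 5 lower (the same when adjusted over the list alone), with an adjusted p of 0.00063 from limma's camera and 0.0805 with an estimated correlation. Of 29 factors of class-switch recombination and DNA repair, 8 were higher and 6 lower (7 and 6 when adjusted over the list alone). Ung, a uracil glycosylase, had a log2 fold change of 0.42.

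Some genes of the pathway the paper follows, and others of their families, changed at the RNA level, as did 58.1% of all genes tested. The MEK genes Map2k1 and Map2k2 were not called, with log2 fold changes of -0.05 and -0.08 (adjusted p = 0.21 and 0.060 from edgeR). Prkcd fell from 219 ± 6.91 to 171 ± 8.09 CPM and Prkcb from 382 ± 17.2 to 255 ± 3.93 CPM (SD, n = 3), while Prkca had a log2 fold change of 0.69. Of 8 PKC isozymes, 3 were higher and 5 lower, and the list was not called by camera. Runx1 had a log2 fold change of 0.21, Runx3 of -0.61 and Stat5b of 0.13. Stat5b was not called without IL-4 replicate 3 (adjusted p = 0.0743 from edgeR) or without IL-4 + bryostatin 1 replicate 3 (0.0539). Csf1, which encodes the growth factor M-CSF, rose from 19.6 ± 0.855 to 205 ± 12.3 CPM (SD, n = 3). Of 15 cytokines and chemokines, 9 were higher and 6 lower, with an adjusted p of 0.00015 from limma's camera and 0.0805 with an estimated correlation. Of 38 cell cycle genes, 18 were higher and 13 lower, and the inhibitor Cdkn1a had a log2 fold change of 2.83. Of 14 germinal center genes, 8 were higher and 5 lower (adjusted p = 0.018 from limma's camera, 0.161 with an estimated correlation and 0.0583 with counts summed over the rows of a gene), with Rgs13 at 3.19 and Bcl6 at -0.60. Of 17 plasma cell genes, 8 were higher and 7 lower, with Prdm1 at 1.68, Irf4 at 0.56 and Xbp1 at -0.76. Of 26 apoptosis regulators, 14 were higher and 10 lower (adjusted p = 0.049 from limma's camera, 0.163 with an estimated correlation). The call was also lost with TMM alone (adjusted p = 0.0522 from limma's camera), DESeq2's size factors (0.0538), DEGES without immunoglobulin genes (0.0536), at least 10 counts in each library (0.0508) and curated rows (0.0642), and without IL-4 replicate 1 (0.0595), 2 (0.055) or 3 (0.0791) or IL-4 + bryostatin 1 replicate 1 (0.0576). Counts of higher and lower genes were 13 and 8 of 25 interferon-stimulated genes, 10 and 11 of 22 NF-kB targets, 4 and 8 of 16 genes of TGF-β signalling, 6 and 6 of 16 memory and B1-type genes and 2 and 1 of 5 monocyte markers, none of these lists called by camera. The lists of switch factors, cell cycle and plasma cell genes were not called either. Adjusted over the list alone, the counts of the lists in this paragraph were the same except for apoptosis regulators (15 and 10). For 5 T cell markers the median log2 fold change was 0.70, the mean -0.22 and the direction of camera lower (adjusted p = 0.019 from limma's camera, 0.161 with an estimated correlation). Of these markers 3 were higher, Trac at 1.00, Tcf7 at 0.70 and Cd247 at 2.14, and 2 lower. Thy1, at -4.46, was the only large fall, so the call does not show a general fall of T cell RNA. That call was also lost in DESeq2 (adjusted p = 0.83 from limma's camera), the exact test (0.155), without the filter on low counts (0.237) and with summed rows (0.225).

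Id2 and Id3 together made 52.3 ± 3.02 CPM with IL-4 and 31.5 ± 1.65 CPM with bryostatin 1 (SD, n = 3), so the sum of these ID transcripts was lower although Id2 was higher. Hbb-bt, a beta globin, rose from 0.790 ± 0.477 to 27.0 ± 3.68 CPM (SD, n = 3), while the alpha globin Hba-a1 had at most 5 counts in any sample.

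Technical explanations were weighed for the genes called higher and lower. With every library thinned to 19941376 counts, 97.2% of the called genes stayed called in the same direction. Library sizes of the groups overlapped before thinning, at 20545753 to 22201689 counts with IL-4 and 19941376 to 24871441 with bryostatin 1. Thinning therefore took few counts and is a weak test of library size. With scaling in 10 bins of GC content, 92.9% of the called genes with a value stayed called in the same direction, so this bias does not account for most of the calls. Of 10 splits of the 6 samples into 3 and 3, 1 split, the real one, called as many genes (8055; the highest other called 0 with edgeR, and 165 at an unadjusted p under 0.05), put as many past the volcano lines (1465; highest other 25) and called as many lists (15; highest other 5). Every other split puts samples of both conditions in each group. The difference between conditions then adds to the spread within groups, which by itself keeps the calls low. With 10 splits a share under 0.05 cannot be reached, so the splits do not decide about chance. The biological explanation that the design gives is an effect of bryostatin 1.

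For Ighe and Ighg1, the log2 ratio of their counts within a library, which no scaling moves, was -0.62 ± 0.04 (SD, n = 3) with IL-4 and -3.60 ± 0.09 (SD, n = 3) with bryostatin 1, a change of -2.98. A lower share of B cells or of immunoglobulin RNA in all isotypes would lower the constant genes together and leave this ratio as it was. That 2 of them were called higher cannot test this further, since the pattern itself holds a rise of Ighg1. Immunoglobulin genes made 1.32, 1.3 and 1.29% of the counts with IL-4 and 0.9, 0.92 and 0.92% with bryostatin 1. A general fall beside the change in ratio therefore stays open. Reads shared between the constant genes were not tested.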
